# Lon protease 1-mediated metabolic reprogramming promotes the progression of prostate cancer

**DOI:** 10.1038/s41419-025-07449-8

**Published:** 2025-02-19

**Authors:** Mengfei Yao, Xingming Zhang, Tianqi Wu, Tao Feng, Xiaojie Bian, Mierxiati Abudurexiti, Wenfeng Wang, Guohai Shi, Gong-hong Wei, Qin Zhang, Xiangyun Li, Gang Feng, Leilei Du, Jianhua Wang

**Keywords:** Cancer metabolism, Prostate cancer

## Abstract

Lon protease 1 (LONP1) is an ATP-dependent protease located in the mitochondrial matrix and plays a crucial role in regulating mitochondrial proteostasis, metabolism, and cellular stress responses et al. Aberrant LONP1 expression has been found in the progression of various tumors; however, the role and molecular mechanisms of LONP1 in prostate cancer (PCa) remain poorly understood. Here we show that overexpression of LONP1 is closely related to adverse clinic pathological features and poor prognosis in PCa patients. Mechanistically, the findings reveal that LONP1 is implicated in modulating the metabolic switch from oxidative phosphorylation (OXPHOS) to aerobic glycolysis, thereby promoting tumor proliferation, invasion, and metastasis both in vitro and in vivo. Meanwhile, we prove that LONP1 as a protease directly targets mitochondrial pyruvate carrier 1 (MPC1), a key metabolic protein in the process of glycolysis, and enhances its degradation, which in turn suppresses tricarboxylic acid (TCA) cycle and ultimately promotes the progression of PCa. Furthermore, using PCa in cancer-prone mice homozygous for a prostate-targeted conditional *Pten* knockout and *Lonp1* knockin, we integrate transcriptomic and proteomic analyses of prostate tumors, upon which reveals that *Lonp1* overexpression results in a significant downregulation of NADH: ubiquinone oxidoreductase activity, consequently impeding the electron transfer process and mitochondrial ATP synthesis, associated with metastasis of PCa. Collectively, our results highlight that metabolic reprogramming induced by LONP1 in PCa is closely coupled with disease progression, suggesting that targeting the LONP1-mediated cascade in the mitochondrial may provide therapeutic potential for PCa disease.

## Introduction

Prostate cancer (PCa) is a highly heterogeneous disease [1], ranking as the second most frequently diagnosed malignancy and the fifth leading cause of cancer-related deaths among men worldwide [2]. In China, PCa has shown a steady increase in incidence and mortality rate among men from 2000 to 2018. With the accelerated aging of the population, PCa is a leading public health concern that places a significant burden on healthcare systems in China [3].

The prostate gland possesses specialized metabolic properties that are unique to its function. Normal prostatic epithelial cells accumulate high concentrations of zinc through active transport [4, 5], thereby suppressing aconitase activity and TCA cycle fluxes. This process ultimately promotes citrate accumulation–an essential component of prostatic secretions [4, 6, 7]. The truncation of the TCA cycle enables normal prostatic epithelium to sustain high levels of citrate production; hence nonneoplastic prostate cells exhibit low energy metabolism characteristics. However, cancer progression necessitates increased energy demands. During transformation processes in PCa cells, there is reprogramming of energy metabolism resulting in reduced intracellular zinc concentration which leads to reactivation of aconitase activity along with TCA cycle restoration [8, 9]. Notably, advanced stages of PCa are characterized by hyperactive glycolysis coupled with suppression of mitochondrial respiration [9–11]. This metabolic plasticity confers a selective advantage on PCa cells, enabling them to meet their elevated energy demands within the unique tumor microenvironment. Such metabolic plasticity plays a crucial role in the progression of PCa. Despite its significance, the molecular mechanisms underlying metabolic reprogramming during PCa development and progression remain largely elusive.

The mitochondrial ATP-dependent Lon protease (LONP1) is a critical quality control protease responsible for maintaining mito-protein homeostasis and regulating various biological functions of mitochondria through diverse mechanisms [12–14]. In humans, LONP1 localizes in the mitochondrial matrix and serves as a protease, chaperone, and DNA-binding protein [15]. The proteolytic activity of LONP1 contributes to the degradation of misfolded, aggregated, or damaged proteins, thereby ensuring proper protein homeostasis within mitochondria [16–18]. An increasing number of substrates have been identified as targets for degradation by LONP1 due to its involvement in energy metabolism regulation, mitochondrial dynamics modulation, and maintenance of mitochondrial DNA stability [19–21]. Additionally, LONP1 exhibits specific ATP-dependent chaperone-like activity independent from its proteolytic function [22, 23]. This chaperone-like role facilitates the assembly process of respiratory chain complexes [24]. Furthermore, LONP1 acts as a DNA-binding protein involved in maintaining mitochondrial DNA integrity and regulating gene expression [25, 26].

Consistent with the crucial role of LONP1 in mitochondrial biology, changes in the expression levels of this protease gene have been associated with various pathological conditions. Homozygous deletion of *Lonp1* in mice leads to early embryonic lethality [27], while mutations of *LONP1* in humans are linked to cerebral, ocular, dental, auricular, skeletal (CODAS) syndrome, a complex multisystemic and developmental disorder [28–30]. Additionally, imbalances in LONP1 activity are implicated in mitochondrial dysfunction associated with different tumors [27, 31, 32]. However, the precise expression patterns of LONP1 in PCa and the corresponding regulatory mechanisms behind these patterns remain poorly defined.

In this study, we demonstrated that aberrant overexpression of LONP1 is closely associated with an unfavorable prognosis among patients with PCa. Our findings revealed that LONP1 inhibits the expression of subunits of mitochondrial respiratory chain complex I, resulting in impaired oxidative bioenergetics in PCa cells. Additionally, it uncovered an innovative mechanism underlying how LONP1 contributes to tumor metastasis via its regulation of MPC1. Overall, this study may shed light on potential novel therapeutic targets for patients with PCa in the future.

## Materials and methods

### Cell culture

The normal human prostatic epithelial cell line (RWPE-1) and PCa cell lines (PC3, DU145, LNCaP, and LNCaP-C4-2B) were obtained from the American Type Culture Collection (ATCC) or Cell Bank of the Chinese Academy of Sciences. RWPE-1 cells were cultured in complete keratinocyte serum-free medium (K-SFM) containing 0.05 mg/mL bovine pituitary extract (BPE) and 5 ng/mL human recombinant epidermal growth factor (EGF). PC3 and LNCaP cells were maintained in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS), 100 units/mL penicillin and 100 μg/mL streptomycin at 37 °C in a humidified atmosphere containing 5% CO_2_. DU145 cells were cultured in Dulbecco’s Modified Eagle’s Medium while LNCaP-C4-2B cells were cultured in T-Medium under the same growth conditions. All cells used in the study underwent regular treatment with a mycoplasma removing agent (New Cell & Molecular Biotech, Suzhou, Jiangsu, China); mycoplasma contamination was detected using a MycoSEQ™ Mycoplasma Detection Kit (cat. no. 4460623; Thermo Fisher Scientific, Inc., Waltham, MA, USA).

### Plasmids and lentivirus transfection

To overexpress LONP1, we inserted the sequence of *LONP1* into the pCDH-CMV-MCS-EF1-copGFP lentiviral vector. A short hairpin RNA (shRNA) clone and compatible packaging plasmids (pMD2.G and psPAX2) were co-transfected into HEK293T cells for 48 h; after which the supernatant containing viral particles was collected by filtration using a 0.45-μm cellulose acetate filter (Millipore Sigma, Merck KGaA, Darmstadt, Germany). PCa cells were incubated with the virus-containing supernatant and supplemented with 8 μg/mL polybrene (Beyotime Institute of Biotechnology, Haimen, Jiangsu, China) for 6 h before being replaced with a fresh complete medium. After another 48 h had passed since infection, puromycin (Beyotime Institute of Biotechnology) was added at a final concentration of 2 μg/mL to screen for positive cells. The targeting sequences of the shRNA were shown to be the following: shLONP1-1#, 5′- GGAAGAGACCAATATTCCTAA-3′ (sense) and 5′-TTAGGAATATTGGTCTCTTCC-3′ (antisense); shLONP1-2#, 5′-GGAGAAGGTGTTACGGAAATC-3′ (sense) and 5′- GATTTCCGTAACACCTTCTCC-3′ (antisense).

### RNA extraction, reverse transcription, and quantitative real-time polymerase chain reaction

TRIzol® reagent (Thermo Fisher Scientific) was used to extract total RNA from PCa cells according to the manufacturer’s instructions, and cDNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific) in a volume of 20 μL. The ABI 7500 Real-Time PCR system (Applied Biosystems, Inc. Foster City, CA, USA) was used to perform reverse transcription-quantitative real-time polymerase chain reaction (RT-qPCR) using SYBR Green qPCR Master Mix (Takara Biotechnology, Inc., Dalian, Japan). The reaction mixture in each well contained a final volume of 10 μL based on 5 μL of SYBR Green qPCR Master Mix reagent, 10 μM of each pair of primers, and 50 ng of cDNA. The qPCR cycling was performed according to a previously described protocol. The relative quantification of the target gene was calculated using the 2^−ΔΔCt^ method, normalized to β-actin gene expression. The primer sequences used in the present study are shown in Table S1.

### Cell proliferation analysis

Cell proliferation was examined using a Cell Counting Kit-8 (CCK-8) assay kit (CK04; Dojindo Molecular Technologies, Inc., Kumamoto, Japan) according to the manufacturer’s instructions. Briefly, PCa cells (3 × 10^3^ cells/well) were seeded in 96-well plates for 4 days. To determine the viability of the cells, a 10 μL aliquot of CCK-8 solution was added to each well for an additional 2 h incubation period. Optical density (OD) at 450 nm was then detected using a Synergy H4 Hybrid Microplate Reader (BioTek Instruments, Inc., Winooski, VT, USA).

### Transwell assay

A cell migration assay was performed using 24-well Transwell cell culture plates (Corning Inc., Corning, NY, USA) with a polycarbonate membrane (pore size = 8 μm) at the bottom of the upper chamber. Cells were seeded in the upper chamber, where they were cultured with 200 μL of medium that did not contain FBS, while 700 μL of medium containing 10% FBS was added to the lower chamber. For Matrigel invasion assays, 50–100 μL of diluted Matrigel solution was gently added to the membrane of a transwell insert and then incubated at 37 °C and 5% CO_2_ for 30 min to 1 h to allow Matrigel to solidify. At the indicated time points, the non-migrated cells on the upper surface were removed by wiping with a cotton swab, and the migrated cells on the lower surface were fixed with 4% paraformaldehyde for 15 min, dried in a ventilated place, and stained with 0.1% crystal violet for 30 min. Five fields under the microscope (Olympus, Tokyo, Japan) were selected at random and the number of cells in each field was counted. This counting was repeated in triplicate to obtain reliable cell counts.

### Immunoprecipitation and Western blot analysis

For co-immunoprecipitation assays, whole cell lysates were obtained using lysis buffer (1% NP-40; 50 mM Tris-HCl, pH 7.4; 150 mM NaCl; 5 mM EDTA; 0.02% SDS) supplemented with a 1× protease inhibitor cocktail (Beyotime Biotechnology Co., Ltd. Shanghai, China) prior to lysis on a rotary shaker at 4 °C for 30 min. The cell lysates were then centrifuged at 12,000 rpm for 20 min at 4 °C. After centrifugation, the supernatant was collected and incubated with indicated primary antibodies or IgG control overnight at 4 °C. The following day, protein A/G agarose beads (cat. no. sc-2003; Santa Cruz Biotechnology) were added for an additional 2–4 h. Following this incubation, the beads that were bound to antigen-antibody immunocomplexes were retained and washed with phosphate-buffered saline (PBS) three times. The samples were then analyzed by Western blot.

For Western blot analysis, the cells were collected and lysed with lysis buffer (50 mM Tris-HCl, pH 6.8; 100 mM DTT; 2% SDS; 10% glycerol). The collected protein samples were quantitated using a bicinchoninic acid (BCA) assay reagent (cat. no. 23227; Thermo Fisher Scientific), and equal amounts (30 µg/lane) of total protein were loaded on 8–12% SDS gels to be separated by electrophoresis and transferred onto a nitrocellulose membrane (Millipore Sigma; Merck KGaA). The membranes were blocked with 5% skimmed milk in PBS with 0.1% Tween 20 (PBST) for 1 h at room temperature (RT) and then washed twice with PBST. The membranes were incubated with primary antibodies overnight at 4 °C, followed by incubation with horse radish peroxidase (HRP)-conjugated anti-rabbit or anti-mouse IgG secondary antibody for 1 h at RT. Finally, the signals were analyzed using a chemiluminescence phototope-HRP kit (Thermo Fisher Scientific), according to the manufacturer’s instructions. The antibodies used in the present study are listed in Table S2. Uncropped scans of the blots are provided in the Supplemental Material (WB original data).

### Gene expression correlation analysis

Pearson’s product-moment correlation analysis was performed to assess the relationship between the expression of the *LONP1* gene and the EMT signature score across multiple independent PCa cohorts. The EMT score, comprising 76 representative genes, was based on the study by Bayer et al. [33], where the authors demonstrated that the expression levels of these genes correlate with known EMT markers. The EMT scores were calculated by summing the z-scores of the gene expression levels for the following 76 genes: *ANKRD22, ANTXR2, AP1M2, AXL, BSPRY, C1ORF116, KDF1, XXYLT1, CARD6, CDH1, CDH3, CDS1, CLDN4, CLDN7, CRB3, DSP, ELMO3, ENPP5, EPB41L5, EPHA1, EPN3, EPPK1, ERBB3, EVPL, F11R, FN1, FXYD3, GALNT3, GALNT5, ADGRF1, ADGRG1, GRHL1, GRHL2, HNMT, PATJ, ITGB6, KLC3, KRT19, KRTCAP3, LIX1L, TSKU, MAL2, MAPK13, MMP2, MPP7, MPZL2, TC2N, MUC1, NRP1, PPARG, PRR5, PRSS22, PRSS8, RAB25, ESRP1, RBPMS, S100A14, SCNN1A, SERINC2, SH3YL1, SHROOM3, SPINT2, SSH3, ST14, STAP2, EPCAM, TACSTD2, TGFBI, TJP3, TMC4, TMEM125, TMEM30B, TMEM45B, TNFRSF21, VIM, and ZEB1*.

### Transcriptome sequencing

TRIzol^®^ reagent (Thermo Fisher Scientific) was utilized for total RNA extraction from PCa cells according to the manufacturer’s instructions. The purity and quantification of RNA were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific), while RNA integrity was evaluated with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Subsequently, total RNA was purified using the RNA Clean XP Kit (A63987, Beckman Coulter, Kraemer Boulevard Brea, CA, USA) and DNase set (79254, QIAGEN, Germany). Complementary DNA was synthesized with 1 μg of total RNA using VAHTS^®^ mRNA-seq V2 Library Prep Kit for Illumina (NR603, Vazyme, Nanjing, China), followed by amplification and subjected to paired-end150 (PE150) Hiseq. Each sample contained pooled RNA from 3 biological replicates and was mixed with equal mass to minimize variation across samples. The transcriptome sequencing and analysis were conducted by OE Biotech Co., Ltd. (Shanghai, China).

### Proteome sequencing

The collected samples were washed five times with phosphate buffer saline (PBS) buffer to remove blood and debris. Subsequently, 100 µg of proteins from each sample were extracted according to the phenol extraction method, followed by trypsin digestion at an enzyme/protein mass ratio of 1:50 overnight. Briefly, the proteins were subjected to reductive alkylation with dithiothreitol (DTT) at a final concentration of 5 mM for 30–60 min at 55 °C and iodoacetamide (IAA) at a final concentration of 10 mM for 15–30 min at room temperature in the dark. Subsequently, the proteins were precipitated by adding 6 times the volume of pre-cooled acetone to the solution and incubating it at −20 °C for over 4 h or overnight. Following precipitation, the samples were retrieved and centrifuged at 8000*g* for 10 min at 4 °C to collect the precipitate. Lastly, the samples were either lyophilized or evaporated after enzymatic digestion.

The tryptic peptides were then fractioned by high-pH high-performance liquid chromatography (HPLC) to reduce sample complexity. Briefly, tryptic peptides were dissolved in mobile phases A (2% acetonitrile, pH 9.5), loaded on an Agilent Zorbax Ext end RP column (5 μm, 150 mm × 2.1 mm), and eluted with a 60 min gradient from 0 to 95% mobile phases B (98% acetonitrile, pH 9.5) at a fluent flow rate of 300 μL/min. Subsequently, the eluted peptides were introduced into liquid chromatography–mass spectrometry (LC–MS) using a Q Exactive HF mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) equipped with a Nanospray Flex source (Thermo Fisher Scientific, Waltham, MA, USA). The raw data generated by LC-MS was thoroughly searched against the UniProt Mus Musculus database using Proteome Discoverer (version 2.4). The database search employed trypsin digestion specificity, with alkylation on cysteine considered as fixed modifications.

### Immunohistochemistry

Immunohistochemical staining was performed on paraffin-embedded, 5-μm-thick tumor tissue sections according to standard procedures. Briefly, the slides were deparaffinized and rehydrated, and the antigens were retrieved by heating in a microwave oven at 100 °C for 15 min using 10 mM sodium citrate buffer (pH 6.0). The slides were then blocked with 5% normal goat serum for 30 min at RT and incubated with antibodies against LONP1 (cat. no. 15440-1-AP; 1:200 dilution; ProteinTech Group), MPC1 (cat. no. #14462; 1:200 dilution; Cell Signaling Technology), Ki67 (cat. no. ab15580; 1:100 dilution; Abcam), α-SMA (cat. no. ab5694; 1:100 dilution; Abcam), AR (cat. no. ab 133273; 1:100 dilution; Abcam) overnight at 4 °C. After a 1-h incubation with an HRP-conjugated secondary antibody (cat. no. abs996; Absin) at RT, the slides were visualized with diaminobenzidine (DAB) and counterstained with hematoxylin.

A semi-quantitative analysis of LONP1 was performed by analyzing the percentage of positive cells and staining intensity in a total of five random low-power fields per sample. Immunoreactive score (IRS) was determined by the product of the staining proportion score (PS) and staining intensity score (IS). Specifically, PS was defined as 0 (0%), 1 (1–25%), 2 (26–50%), 3 (51–75%), or 4 (76–100%); IS was classified as 0 (negative, no brown particle staining), 1 (weak, light brown particle), 2 (moderate, moderate brown particle), or 3 (strong, dark brown particle). Based on the average of five low power fields IRS scores, we assessed the LONP1 expression of patients with different Gleason Scores or pathological stages.

### Lactate detection assay

Lactate production was analyzed using a lactate colorimetric assay kit, according to the manufacturer’s instructions (Njjcbio, Nanjing, Jiangsu, China). Briefly, the cells were transfected with the previously described plasmids. After 24 h, the supernatants were collected and incubated with 100 μL/well of enzyme working solution as well as 20 μL/well of chromogenic agent, at 37 °C for 10 min. A stopping solution (200 μL) was then added to each sample. The absorbance was measured using a Synergy H4 Hybrid Microplate Reader (BioTek Instruments) at 530 nm. Lactate production levels were calculated based on the known lactate concentration standards and normalized to the total protein abundance.

### Agilent Seahorse XF glycolysis stress test, cell mito stress test, and ATP production rate

The glycolysis test, cell mitochondrial stress test, and ATP production rate were performed as described in Romero et al. [34] using an Agilent Seahorse XFe96 analyzer under basal conditions and after injections of indicated compounds. A total of 1 × 10^4^ cells/well were seeded in the Seahorse XF96 cell culture plates in appropriate cell culture growth medium and stabilized overnight. Twenty-four hours after seeding, the culture medium was replaced with 180 μL of assay medium (Seahorse XF DMEM Medium, pH 7.4 supplemented with glucose (except for ECAR), pyruvate, and glutamine) and incubated at 37 °C in a non-CO_2_ incubator for 45–60 min. Subsequently, the cells were subjected to sequential stimulation with several indicated compounds (glucose, oligomycin, 2-deoxyglucose). ECAR and OCR were analyzed using Seahorse XF report generators. ATP production rates were calculated from ECAR and OCR measurements.

### Animal models

The *Lonp1* knockin mice (*Lonp1*^KI^) were generated through CRISPR/Cas9-mediated genome editing by Cyagen Biosciences Inc. The *Pten*^flox/flox^ transgenic mice were obtained from Dr. Jun Qin. The *Pten*^−/−^; *Lonp1*^KI^ mice were generated by crossing *Pten*^flox/flox^ and *Lonp1*^KI^ mice with *Probasin-Cre* mice, where Cre recombinase was under the control of a modified rat prostate-specific probasin promoter that was only activated in the prostate epithelium. The Cre-positive; *Lonp1*^KI^ mice and Cre-positive; *Pten*^−/−^; *Lonp1*^KI^ mice were identified as the test group; littermates, Cre-positive mice and littermates, Cre-positive; *Pten*^−/−^ mice were identified as the control group. Genotyping was performed based on PCR analysis of genomic DNA isolated from the tails or toes of mice using the mouse tissue direct PCR kit (cat. no. 10185ES70, Yeasen Biotechnology Co., Ltd, Shanghai, China). The primers used for PCR-based genotyping are listed in Table S3.

For subcutaneous injections, 4- to 6-week-old male BALB/c nude mice were inoculated with a total of 5 × 10^6^ PC3 cells stably transfected with either shCtrl or shLONP1-1. The tumor size was measured every 2 days using calipers in two dimensions to generate a tumor volume using the formula: width^2^ × length/2. All mice were maintained in a specific-pathogen-free (SPF) facility, and all related protocols were performed in compliance with the Research Ethical Committee of Fudan University Shanghai Cancer Center.

### In vivo lung metastasis models

Firstly, PC3 cells were incubated with 1 mL concentrated viruses encoding luciferase and supplemented with 8 μg/mL polybrene for 6 h, followed by replacement with fresh complete medium. After 48 h, flow cytometry was used to sort green fluorescent protein (GFP) positive PC3 cells labeled with luciferase. Subsequently, GFP-positive PC3 cells were exposed to 1 mL concentrated viruses encoding LONP1 and screened for positive cells using 2 μg/mL puromycin. Finally, the double-positive PC3 cells (GFP and puromycin) were treated with 1 mL concentrated viruses encoding MPC1 and screened for positive cells using 800 μg/mL G418.

Six-week-old male BALB/c nude mice were used for metastatic lung cancer xenograft models. A total of 2 × 10^6^ PC3 cells stably expressing indicated protein were injected into mice via tail vein injection. Noninvasive bioluminescence imaging was performed on an IVIS imaging machine after intraperitoneal injection of d-luciferin (200 μL at a concentration of 15 mg/mL) into each mouse 10 min prior to luminescence imaging. The mice were then anesthetized with 3% isoflurane in an induction chamber before being transferred to the IVIS imaging machine, where their noses were aligned with nosecones to ensure immobility during the imaging process. The luminescence image was recorded using the IVIS imaging machine.

### Statistical analysis

Statistical analyses were conducted using SPSS19.0 software, and graphs were generated using GraphPad Prism 8.0 software. All in vitro experiments were performed in biological triplicate. Data were presented as the mean ± SD. Continuous variables were compared by Student’s *t*-test for variables with normal distribution, or the Mann–Whitney *U* test for variables without normal distribution; categorical variables were compared by Pearson’s Chi-square test or Fisher’s exact test. Two-sided *P*-values < 0.05 were considered statistically significant.

## Results

### Aberrant upregulation of LONP1 is associated with poor clinical outcomes in patients with PCa

We conducted an analysis of PCa transcriptome sequencing datasets from The Cancer Genome Atlas (TCGA) and assessed the correlation between *LONP1* expression levels and clinical outcomes in PCa. Our results indicated that *LONP1* was aberrantly overexpressed in PCa tissues compared to that in their matched adjacent non-cancerous tissues (Fig. 1A) or normal ones (Fig. 1B). We also found that the expression of *LONP1* was correlated with certain clinicopathological features in patients with PCa. As indicated in Fig. 1C, D, *LONP1* transcript levels were correlated with disease progression, being higher in tumors with high Gleason Scores. Survival curves demonstrated that patients with higher *LONP1* expression exhibited much shorter survival possibilities than those with lower *LONP1* expression. Additionally, we found a strong positive correlation between *LONP1* expression and epithelial–mesenchymal transition (EMT) score across four different PCa study cohorts (Fig. 1E).

**Fig. 1:**
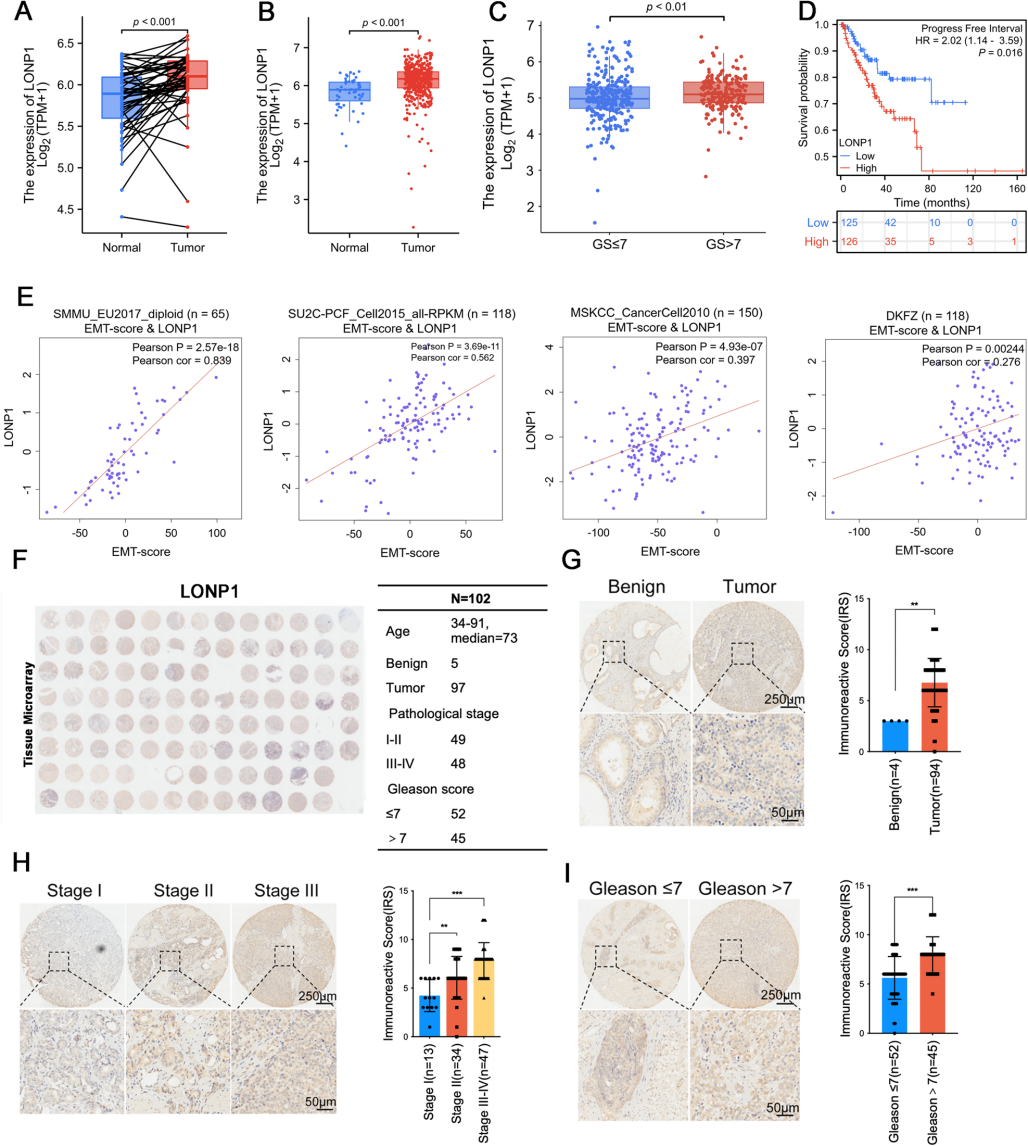
Aberrant upregulation of LONP1 is associated with poor clinical outcomes in patients with PCa. **A**–**D** *LONP1* expression of patients with PCa from TCGA database. **A** *LONP1* expression in PCa was higher than that in matched adjacent non-cancerous tissues. **B** *LONP1* was aberrantly overexpressed in PCa tumor tissues compared to normal tissues. **C** Upregulated expression of *LONP1* was significantly associated with Gleason Score. **D** Survival probability based on *LONP1* expression in PCa. *LONP1* high (red) group corresponds to the fourth quartile of expression, while *LONP1* low (blue) group corresponds to the first quartile. **E** Scatterplot showing the correlation between *LONP1* expression and epithelial–mesenchymal transition (EMT) score across four different PCa study cohorts, based on Bayer et al.’s work. Spearman correlation coefficient and *P* value are marked. **F** A full view of the immunohistochemistry staining of LONP1 in the PCa tissue microarray (tumor tissues, *n* = 97; adjacent nontumor tissues, *n* = 5). **G**–**I** Representative images showing immunohistochemistry staining of LONP1 in benign prostate/PCa tissues (**G**), PCa tissues at different pathological stages (**H**), as well as PCa tissues with Gleason Score > 7 compared with those with Gleason Score ≤ 7 (**I**). The plots show the mean value for each immunoreactivity score (IRS) with statistical evaluation. Scale bar, up: 250 μm; down: 50 μm. Data were shown as mean ± SEM. **P < 0.01; ***P < 0.001.

Subsequently, we employed immunohistochemical analysis to further explore the correlation between LONP1 expression and clinic pathological characteristics in a cohort of 102 patients with PCa (Fig. 1F). The results indicated that LONP1 expression in PCa tissues was markedly elevated than that in benign prostatic tissues (Fig. 1G). Statistical analysis of semi-quantitative images also showed a significant association between upregulated LONP1 expression and pathological stage (Fig. 1H) as well as Gleason Score (Fig. 1I) of PCa tumors. Taken together, our findings suggest that aberrant upregulation of LONP1 may facilitate tumorigenesis and progression of PCa and that its expression also exerts a crucial role in predicting clinical outcomes for patients with PCa.

### LONP1 promotes proliferation, migration, and invasion in PCa cells

To characterize the roles of LONP1 in the progression of PCa, we established gain- or loss-of-function models involving LONP1 knockdown in PC3 cells and LONP1 overexpression in DU145 cells based on the expression level of LONP1 in PCa cell lines (Fig. 2A, B, Fig. S1A–D). Subsequently, we investigated the effects of LONP1 on the malignant biological behavior of PCa cells. The results of CCK-8, colony formation, Transwell migration, and Matrigel invasion assays confirmed that depletion of LONP1 significantly inhibited cell proliferation, colony formation, migration, and invasion capabilities (Fig. 2C, E, G). Similar effects were observed by inhibiting Lon protease’s activity using CDDO-Me (a LONP1 inhibitor, Fig. S1E–H). Moreover, knockdown or inhibition of LONP1 promoted the apoptosis of PCa cells (Fig. S1J, K). Conversely, compared to the control group, overexpression of exogenous LONP1 significantly enhanced cell proliferation, colony formation, migration, and invasion, all of which are intimately linked with the promotion of malignancy in tumor cells (Fig. 2D, F, H). Notably, the high capacity of cell migration induced by LONP1 overexpression in PC3 and DU145 cells was apparently abolished by treatment with CDDO-Me (Fig. S1I).

**Fig. 2:**
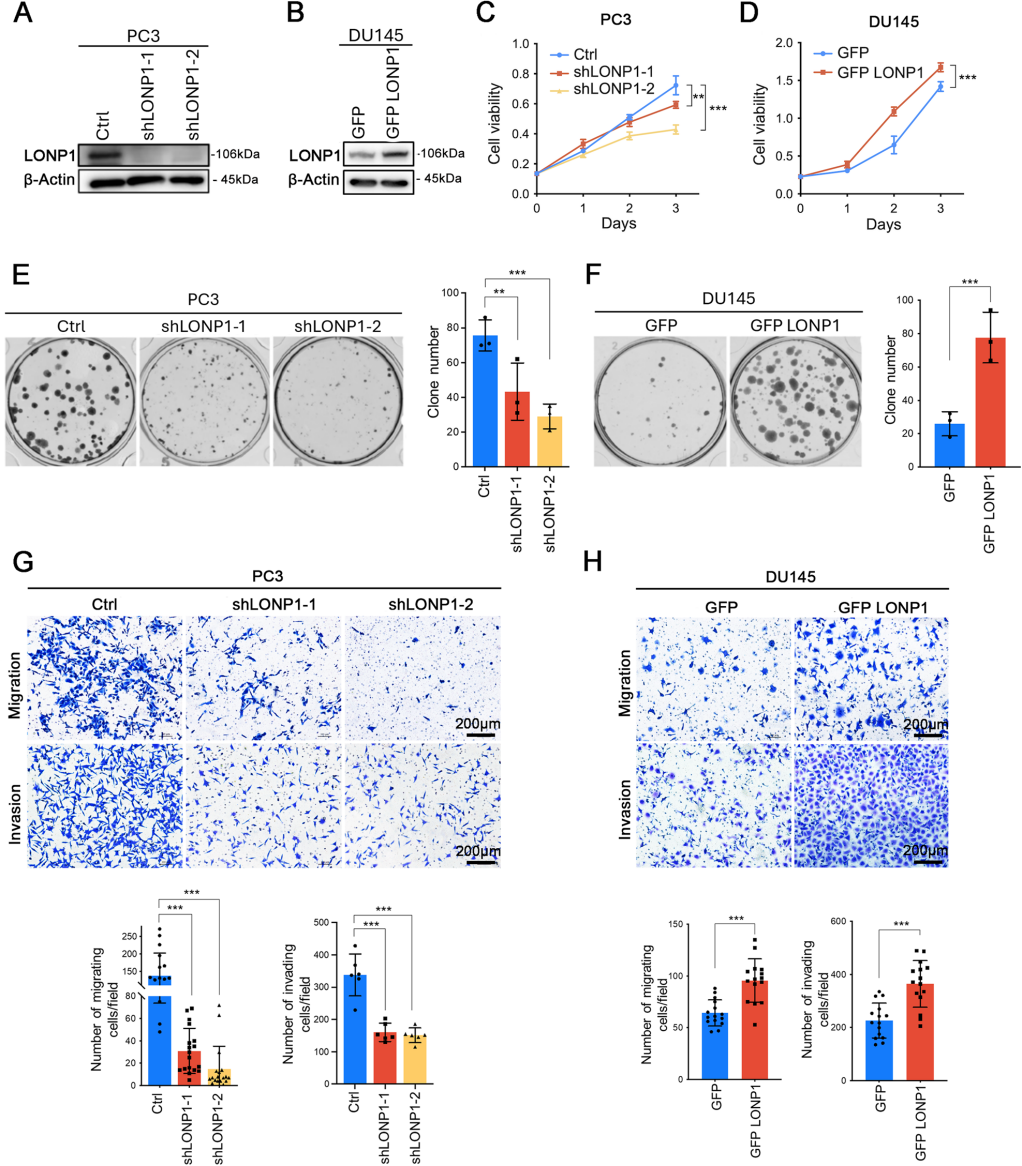
LONP1 promotes proliferation, migration, and invasion in PCa cells. **A** Immunoblotting of LONP1 in PC3 cells expressing shRNA against *LONP1* or vector control. **B** Immunoblotting of LONP1 in DU145 cells stably transfected with control plasmid (pCDH-CMV-MCS-EF1-copGFP) or LONP1 plasmid (pCDH-CMV-MCS-EF1-copGFP-LONP1). **C**, **D** Cell viability of PC3 with LONP1 knockdown (**C**) and DU145 with LONP1 overexpression (**D**) were determined by CCK-8 assay. **E**, **F** Colony-formation assay of PC3 cells with LONP1 knockdown (**E**) and DU145 cells with LONP1 overexpression (**F**). Left: representative images of colony formation; right: quantitative analysis of colony numbers per well. **G**, **H** Migration and invasion assays of LONP1-knockdown PC3 cells (**G**) and GFP-LONP1 expressing DU145 cells (**H**). Upper: representative images of migratory and invasive cells; lower: quantitative analysis of cell numbers. Scale bar: 200 μm. Data are represented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

Furthermore, we subcutaneously injected PC3 cells into the right flanks of nude mice, to establish a PCa xenograft mouse model. This was then used to study the effect of LONP1 on the growth of PCa cells in vivo. The results showed that, compared to the control group, the stable knockdown of LONP1 significantly decreased the tumor volumes (Fig. S2A, B) and weights (Fig. S2C). We then assessed the expression of the proliferation marker Ki-67 in the tumor tissues using immunohistochemical staining and found that it was significantly reduced in LONP1-depleted tumors (Fig. S2D). Collectively, these results suggest that upregulation of LONP1 promotes the proliferation and invasive properties in PCa cells, and thus, it may be closely related to the progression of PCa.

### LONP1 regulates the metabolic switch from oxidative phosphorylation to aerobic glycolysis in PCa cells

As previously reported, LONP1 is an ATP-dependent protease located in the mitochondrial matrix [35]; however, its role in modulating metabolic processes within the PCa context remains largely unknown. Based on our findings, we hypothesized that LONP1 promoted PCa progression by regulating glucose metabolism. To test this, RNA sequencing (RNA-seq) was performed on PC3 cells transduced with pLKO.1-shLONP1 and DU145 cells transduced with pcDNA3.1-LONP1. A total of 52 key genes were further identified by intersecting the differentially expressed genes acquired from 337 downregulated genes in LONP1 knockdown cells and 1941 upregulated genes in LONP1 overexpressing cells (Fig. 3A). The functional enrichment analysis on differentially expressed genes revealed a significant enrichment related to biological oxidations and metabolic process (Fig. 3B). Then, extracellular lactate levels and ATP production rate were detected. The results observed that PC3 cells with LONP1 knockdown displayed a significant reduction in lactate excretion. Conversely, the overexpression of exogenous LONP1 in DU145 cells significantly enhanced lactate excretion (Fig. 3C). However, both the knockdown and overexpression of LONP1 led to a reduction in ATP levels in PCa cells (Fig. 3D). To elucidate these findings, we conducted Agilent Seahorse XF glycolysis stress test and cell mito stress test to measure extracellular acidification rate (ECAR). The depletion of LONP1 resulted in a decrease in glycolytic activity, glycolytic capacity, and the reversal of glycolysis in PCa cells, confirming that the ECAR produced in the experiment was due to glycolysis (Fig. 3E). These results suggested that LONP1 may facilitate a metabolic shift from OXPHOS to glycolysis, thereby potentially enhancing the malignant biological behaviors of tumor cells. Exogenous expression of LONP1 in DU145 cells yielded the opposite results (Fig. 3G). To investigate the effects of LONP1 on oxidative metabolism, we measured oxygen consumption rate (OCR). Interestingly, PC3 cells with LONP1 knockdown displayed a significant reduction in both basal and maximal respiration, as well as spare respiratory capacity, compared to control cells (Fig. 3F). However, we didn’t observe an apparent increase of OCR in cells that overexpressed LONP1 (Fig. 3H). Taken together, these results suggested that overexpression of LONP1 is involved in the modulation of the metabolic switch from OXPHOS to aerobic glycolysis in PCa cells.

**Fig. 3:**
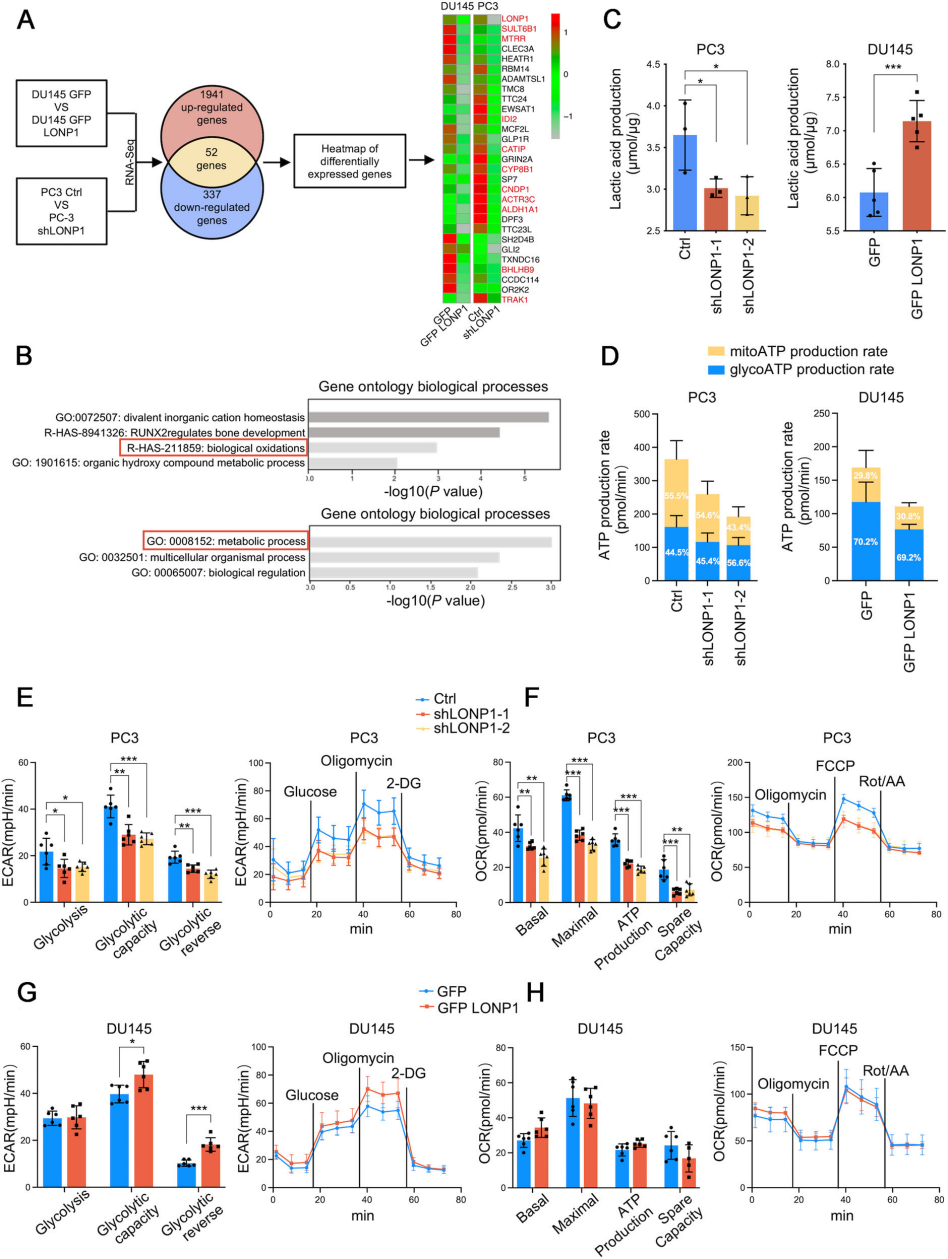
LONP1 regulates the metabolic switch from oxidative phosphorylation to aerobic glycolysis in PCa cells. **A** RNA-sequencing on LONP1-knockdown PC3 cells and GFP-LONP1 expressing DU145 cells. Heatmap showing the intersection of upregulated genes from GFP-LONP1 expressing DU145 cells and downregulated genes from LONP1- knockdown PC3 cells. The red-highlighted gene names have been previously reported to be associated with LONP1 function or implicated in cancer progression. **B** Cluster analysis of differentially expressed genes determined by Metascape database (www.metascape.org). **C**, **D** LONP1-knockdown PC3 cells and GFP-LONP1 expressing DU145 cells were assayed for lactate excretion (**C**) and ATP production (**D**). **E**, **G** LONP1-knockdown PC3 cells (**E**) and GFP-LONP1 expressing DU145 cells (**G**) were supplied with 10 mM glucose, 2 μM oligomycin, and 50 mM 2-DG at the indicated times. Left: ECAR was examined using a Seahorse XFe96 analyzer. Right: the glycolysis stress test parameters were automatically calculated using the Seahorse XF Glycolysis Stress Test Report Generator. **F**, **H** LONP1-knockdown PC3 cells (**F**) and GFP-LONP1 expressing DU145 cells (**H**) were supplied with 2 μM oligomycin, 2 μM FCCP, and 0.5 μM Rotenone/Antimycin A at the indicated times. Left: OCR was examined using a Seahorse XFe96 analyzer. Right: basal respiration, maximal respiration, ATP production, and spare respiratory capacity were automatically calculated using the Seahorse XF Mitochondria Stress Test Report Generator. Data are represented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

### LONP1 affects the mitochondrial structure and the expression of mitochondrial pyruvate carrier 1 in PCa cells

The human LONP1 is a primary quality control protease involved in regulating diverse aspects of mitochondrial biology [36, 37]. To explore the effects of LONP1 expression alterations on mitochondrial morphology, we directly examined the phenotype of mitochondria upon LONP1 knockdown or overexpression in PCa cells. As illustrated by transmission electron microscope (TEM) images in Fig. 4A, the mitochondria of LONP1-knockdown PC3 cells exhibited a noticeable enlargement in diameter and an augmented quantity, frequently presenting empty vacuoles and disrupted membranes. Notably, the cristae appeared sparser and disorganized in these cells. Conversely, exogenous overexpression of LONP1 in DU145 cells showed a mostly normal mitochondrial structure characterized by orderly, accordion-like folds of the cristae (Fig. 4A, B), suggesting that LONP1 knockdown significantly affects the integrity of mitochondrial structure and function. Based on the observation that LONP1 reprograms the metabolic profiles of PCa cells, we further investigated whether it affects the expression of key rate-limiting enzymes involved in glycolysis and the TCA cycle. As shown in Fig. 4C, D, no obvious alterations were observed in the expression levels of other rate-limiting enzymes in PCa cells upon LONP1 knockdown or overexpression. Interestingly, lentivirus-medicated knockdown of LONP1 markedly upregulated protein expression of mitochondrial pyruvate carrier 1 (MPC1), without affecting its mRNA levels, in PC3 cells. Conversely, exogenous expression of LONP1 in DU145 cells mediated the opposite effects (Fig. S3A, B), suggesting that LONP1 may regulate MPC1 expression at a post-translational level.

**Fig. 4:**
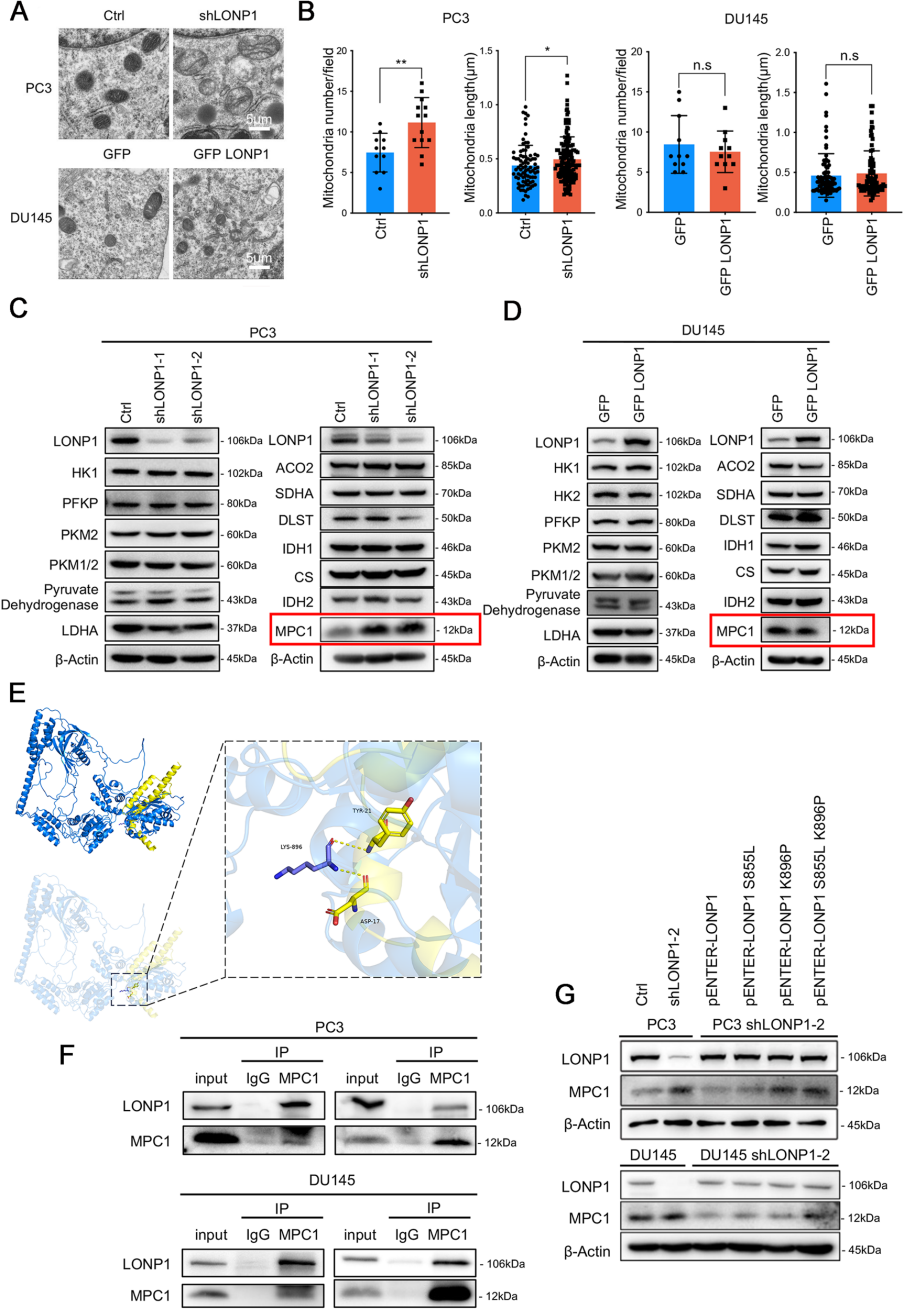
LONP1 affects the mitochondrial structure and the expression of mitochondrial pyruvate carrier 1 in PCa cells. **A** Transmission electron micrograph of mitochondria in LONP1-knockdown PC3 cells and GFP-LONP1 expressing DU145 cells. Scale bar: 5 μm. **B** The changes of mitochondria number and length in LONP1-knockdown PC3 cells and GFP-LONP1 expressing DU145 cells. **C**, **D** Immunoblotting of major enzymes in the glycolysis pathway and the tricarboxylic acid (TCA) cycle in LONP1-knockdown PC3 cells (**C**) and GFP-LONP1 expressing DU145 cells (**D**). **E** The protein structures of LONP1 and MPC1 were retrieved from the UniProt database (https://www.uniprot.org), PDB database (https://www.rcsb.org), and AlphaFold protein structure database (https://alphafold.com). The protein-protein rigid docking of LONP1 and MPC1 was conducted using GRAMM-X. Pymol (Version 2.4) was utilized for the analysis and visualization of protein–protein interaction. LONP1 (blue) and MPC1 (yellow) establish hydrogen bonds via amino acid residues such as LYS-896 and ASP-17 (indicated by yellow dashed lines), indicating potential interactions between LONP1 and MPC1. **F** The interaction between endogenous LONP1 and MPC1 was determined by co-IP and immunoblotting in PC3 and DU145 cells. Each set of the two panels was from duplicated experiments. **G** The protein expression level of MPC1 was examined by immunoblotting following LONP1 knockdown or LONP1 knockdown combined with the overexpression of LONP1 plasmids harboring mutations in the active site in PC3 and DU145 cells. Data are represented as mean ± SD. *P < 0.05; **P < 0.01.

Mitochondrial pyruvate carrier 1 (MPC1), a key metabolic protein located in the inner mitochondrial membrane [38, 39], is known to have substantially lower expression in various types of tumors, including PCa [40–43]. Given that LONP1 is an ATP-driven proteolytic machine, we hypothesize that MPC1 serves as a substrate that is hydrolyzed by LONP1. To investigate the interaction mechanism between LONP1 and MPC1, we utilized GRAMM-X for the protein-protein rigid docking. As depicted in Fig. 4E, LONP1 (blue) and MPC1 (yellow) establish hydrogen bonds via amino acid residues such as LYS-896 and ASP-17 (indicated by yellow dashed lines), suggesting a stable protein-protein docking model between LONP1 and MPC1. Subsequently, we validated physical interactions by co-immunoprecipitation using endogenously expressed LONP1 and MPC1 proteins in PCa cells (Fig. 4F). Notably, we constructed three LONP1 mutants at its proteolytic site (S855L and K896P) to completely abort LONP1 proteolytic activity, along with synonymous mutations on the sequence recognized by shLONP1 (Fig. S3C, D) to investigate whether MPC1 is a proteolytic substrate of LONP1. In this regard, we knocked down endogenous LONP1 expression in PCa cells using transfection with specific shRNA and then rescued it through ectopic expression of wild-type (WT) or mutant LONP1. As expected, the forced expression of LONP1 mutants in LONP1-knockdown PCa cells partially restored MPC1 expression compared to WT LONP1 (Fig. 4G). Collectively, these results provide evidence that LONP1 may act as an upstream regulator of MPC1 by stably and specifically interacting with MPC1, to enhance its proteolysis in PCa cells.

### LONP1 induces PCa metastasis by downregulating MPC1

As has been reported previously, high expression of MPC1 is closely associated with a favorable prognosis in PCa [42, 44], we hypothesized that the downregulation of MPC1 induced by LONP1-dependent proteolytic activity is responsible for promoting PCa metastasis. Therefore, we firstly ectopically overexpressed MPC1 in LONP1-overexpressing PC3 and DU145 cell lines (Fig. 5A, B) and observed that MPC1 overexpression effectively abrogated the promotion of migration mediated by LONP1 (Fig. 5C–F). We further investigated the effect of LONP1 expression on tumor metastasis in vivo through the tail vein metastasis model with luciferase-labeled PC3 cells (Fig. 5G). For accurate quantification of metastatic lung tumor burden, each mouse was intraperitoneally administered 200 μL d-luciferin before being transferred to the in vivo imaging system (IVIS). As illustrated by the luminescence images in Fig. 5H, stable overexpression of LONP1 markedly promoted lung metastasis of PCa cells compared to the control group, evidenced by stronger luciferase signals within the lungs. Notably, enforced expression of MPC1 or administration of CDDO-Me in LONP1-overexpressing PC3 cells could significantly attenuate the metastatic effects induced by LONP1 overexpression (Fig. 5H, I). Taken together, these findings suggest that LONP1 induces PCa metastasis is mainly mediated through inhibition of MPC1 expression.

**Fig. 5:**
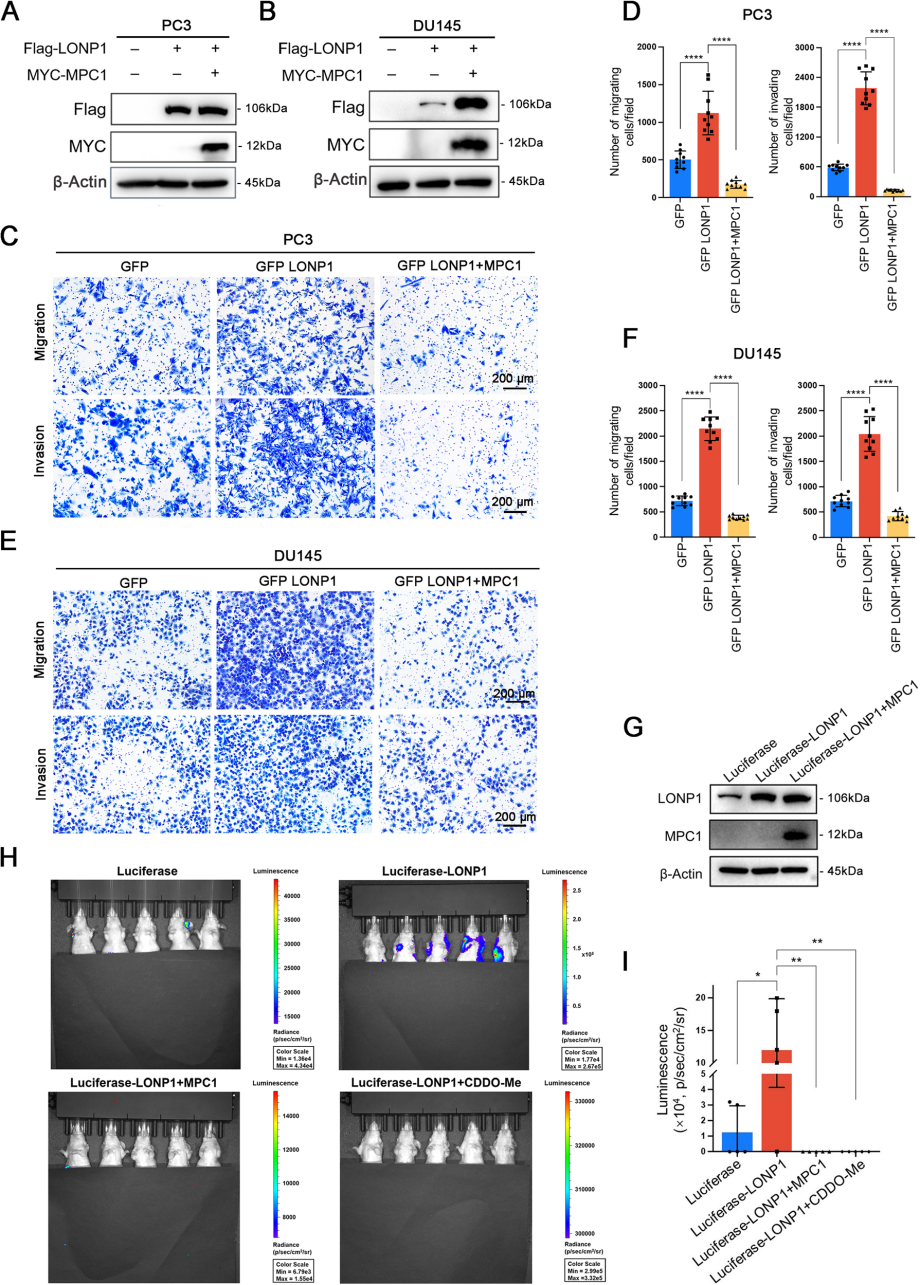
LONP1 mediates PCa invasion and metastasis by downregulating MPC1. **A**, **B** The protein expression levels of LONP1 and MPC1 were examined by immunoblotting following LONP1 overexpression alone or in combination with MPC1 overexpression in PC3 (**A**) and DU145 cells (**B**). **C**–**F** Migration and invasion assays of GFP-LONP1 expressing PC3 cells (**C**, **D**) and DU145 cells (**E**, **F**) were performed. Scale bar: 200 μm. **C**, **E** representative images of migratory and invasive cells; **D**, **F** quantitative analysis of cell numbers. **G** The protein expression levels of LONP1 and MPC1 were examined by immunoblotting following LONP1 overexpression alone or in combination with MPC1 overexpression in luciferase-labeled PC3 cells. **H**, **I** A total of 2 × 10^6^ luciferase-labeled PC3 cells stably harboring the indicated protein were injected into BALB/c nude mice via tail vein injection. Approximately 2 weeks later, the group 4 mice (*n* = 5) were administrated CDDO-Me three times per week (20 mg/kg per mouse) via intragastric administration during the experiment. After 9 weeks, tumor development in the lungs was monitored by bioluminescence imaging. Data are represented as mean ± SD. *P < 0.05; **P < 0.01; ****P < 0.0001.

### Lonp1 overexpression induces PCa metastasis in spontaneous prostate adenocarcinoma model

To investigate whether *Lonp1* overexpression has a causal role in PCa metastasis, a genetically engineered mouse was used to generate a PCa model. Firstly, we crossed *Lonp1*^KI^ mice (Fig. S4A) with *Probasin*-Cre mice to induce LONP1 expression specifically in the prostate epithelium. Histopathological analysis revealed that *Lonp1*^KI^ animals developed hyperplasia or low-grade prostatic intraepithelial neoplasia (LGPIN) lesions at 40 weeks of age. However, over a follow-up period of over 12 months, no development of prostate adenocarcinoma was detected, indicating that *Lonp1* knockin alone was insufficient to drive PCa.

Subsequently, we generated *Pten*^−/−^; *Lonp1*^KI^ mice by crossing *Lonp1*^KI^ mice with *Pten*^flox/flox^ mice. RT-qPCR and Western blot analysis confirmed that LONP1 overexpression occurred only in the prostate epithelium but not in other tissues such as the lung, liver, or kidney (Fig. S4B–G). Our findings demonstrated that the *Pten*^−/−^; *Lonp1*^KI^ mice exhibited larger dorsolateral prostate (DLP) and ventral prostate (VP) volume as well as the heavier weight of the whole prostate than that of the control group (Fig. 6A, B). In contrast to *Pten*^−/−^ mice developing PIN, *Lonp1* knockin resulted in the rapid acceleration of tumor progression. HE staining revealed disrupted structure of prostate glands in *Pten*^−/−^; *Lonp1*^KI^ mice, characterized by loss of epithelium cell polarity and disarrayed organization. The fusion of glands led to lack of distinct boundaries and irregular formations, accompanied by inadequately developed lumens (Fig. 6C). Importantly, smooth muscle sheaths surrounding the tumors (indicated by α-smooth muscle actin staining) showed discontinuity or disappearance, indicating invasive PCa development (Fig. 6D). Furthermore, tumor protein P63 staining revealed disruption of the basal cell layer in *Pten*^−/−^; *Lonp1*^KI^ mice, whereas the basal cell layer remained intact in *Pten*^−/−^ mice (Fig. 6E). The *Lonp1* knockin mice exhibited decreased MPC1 expression in prostate, which is consistent with our previous conclusions (Fig. S4H). After 40 weeks of age, *Pten*^−/−^; *Lonp1*^KI^ mice displayed obvious metastases where PCa cells spread to distant locations such as the para-aortic lymph nodes (LNs) and lung (Fig. 6F, G), as confirmed by HE and androgen receptor (AR) staining. Taken together, these results suggest that overexpression of LONP1 has a prominent impact on the metastasis of PCa in vivo.

**Fig. 6:**
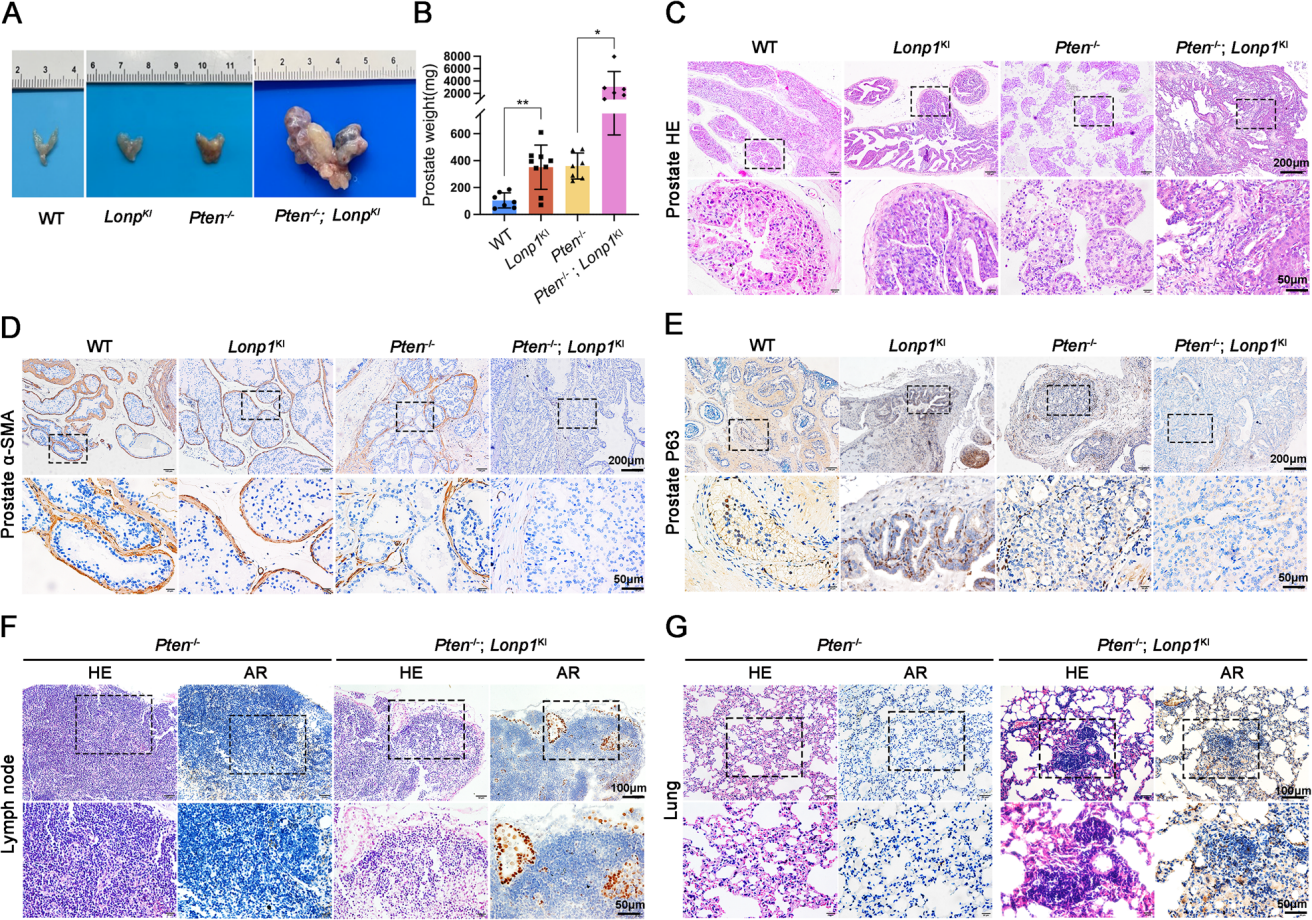
LONP1 overexpression induces tumorigenesis and metastasis in spontaneous prostate adenocarcinoma model. **A** Macroscopic images of the prostate tissues were dissected from WT, *Lonp1*^KI^, *Pten*^−/−^ and *Pten*^−/−^; *Lonp1*^KI^ mice at 40 weeks of age. **B** The weight of prostates excised from the mice at 40 weeks of age was measured. **C** HE staining was performed on prostates excised from the mice at 40 weeks of age. Scale bars: 100 and 20 μm. **D**, **E** Immunohistochemistry staining of α-SMA (**D**) and P63 (**E**) was performed on prostates at 40 weeks. Scale bars: 200 and 50 μm. **F**, **G** HE and AR staining were performed on para-aortic lymph nodes (**F**) and lungs (**G**) excised from *Pten*^−/−^ and *Pten*^−/−^; *Lonp1*^KI^ mice. Scale bars: 100 and 50 μm. Data are represented as mean ± SD. *P < 0.05; **P < 0.01.

### Integrated transcriptomic and proteomic analyses on prostate tumors uncover the diverse gene expression features induced by Lonp1

To understand how *Lonp1* knockin promotes PCa metastasis in vivo, we performed transcriptomic and proteomic analyses on prostates extracted from 40-week-old wild-type (WT), *Lonp1*^KI^, *Pten*^−/−^ and *Pten*^−/−^; *Lonp1*^KI^ mice. 

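*Lonp1* (Entrez gene 74142), which encodes the mitochondrial protease LONP1, stood at 314 to 855 CPM in the 6 libraries with the knockin and at 76.5 to 104 in the other 6. Its mean was 100 ± 4.38 CPM in WT, 513 ± 172 in *Lonp1* KI, 77.4 ± 1.58 in *Pten*-/- and 696 ± 159 in *Pten*-/-; *Lonp1* KI prostates (SD, n = 3 libraries each). The log2 fold change was 3.17 in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates (standard error 0.25, adjusted p = 5.9e-06 from edgeR's quasi-likelihood test) and 2.36 in *Lonp1* KI against WT prostates (standard error 0.24, adjusted p = 3.7e-04 from the same test). *Pten* (Entrez gene 19211), the deleted tumor suppressor, had 113 ± 9.86 CPM in WT, 85.0 ± 8.50 in *Lonp1* KI, 35.9 ± 3.47 in *Pten*-/- and 62.8 ± 2.34 in *Pten*-/-; *Lonp1* KI prostates (SD, n = 3 libraries each). Reads from exons outside a floxed part, and from cells without the recombinase, still count to *Pten*. In *Pten*-/- against WT prostates its log2 fold change was −1.66 (standard error 0.11, adjusted p = 2.8e-07 from edgeR). It was 0.80 on the log2 scale in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates (standard error 0.10, adjusted p = 9.5e-05 from edgeR), and 0.15 without passing the test once trends on gene length and GC content were removed, an alternative chosen after the data were seen. In *Lonp1* KI against WT prostates it was −0.41 (standard error 0.10, adjusted p = 0.017 from edgeR), a call lost with library totals as the scaling (−0.17), with FPKM (−0.16 and −0.18), with both trends removed (−0.26) and without WT-353 (−0.36), WT-371 (−0.29) or Lonp1KI-344 (−0.29). The transcriptome was read by paired-end RNA-seq of poly(A)-selected RNA from prostates at 40 weeks of age, with 3 libraries for each of the 4 genotypes. Libraries are named here by genotype and the number in their label, as in WT-353, and no number is shared between genotypes. The paper states that each sample pooled the RNA of 3 biological replicates, whereas the labels give a single number per library. Where nothing ties the libraries of a genotype to separate sets of animals, p-values measure the spread between these libraries. Total counts per library were 39018643 to 39760224 in WT (median 39758036), 36930631 to 38520227 in *Lonp1* KI (median 38005736), 34854677 to 37260282 in *Pten*-/- (median 36642629) and 38329560 to 39229396 in *Pten*-/-; *Lonp1* KI prostates (median 38838184). The authors deposited counts per gene and FPKM, and 255998 of 255998 nonzero FPKM values imply a gene length within 1 percent of that gene's median over the 12 libraries. The submitters' notes name Bowtie 0.12.2 and the genome builds mm8 and GRCm39 without saying which was used for what, and the counting program and gene annotation are not given in the sources used here. Counts were scaled by TMM and fitted in edgeR with 1 mean per genotype over the 17525 of 27149 genes kept by filterByExpr. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Some properties of the libraries bear on this scaling. The most abundant gene took 9.35 to 12.3% of the counts in WT and 0.850 to 0.980% in *Pten*-/-; *Lonp1* KI libraries. Transcripts of the mitochondrial genome took 5.70 to 7.38% of the counts in *Pten*-/- libraries and 1.62 to 2.35% in the other 9. In each *Pten*-/- library short genes were counted more, and long genes less, than in the average library, with Spearman's rho across genes between deviation and gene length from −0.33 to −0.28, whereas rho was −0.04 to 0.19 in the other 9 libraries. Genes are not independent replicates, so these coefficients describe the libraries.

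**Figure D1:**
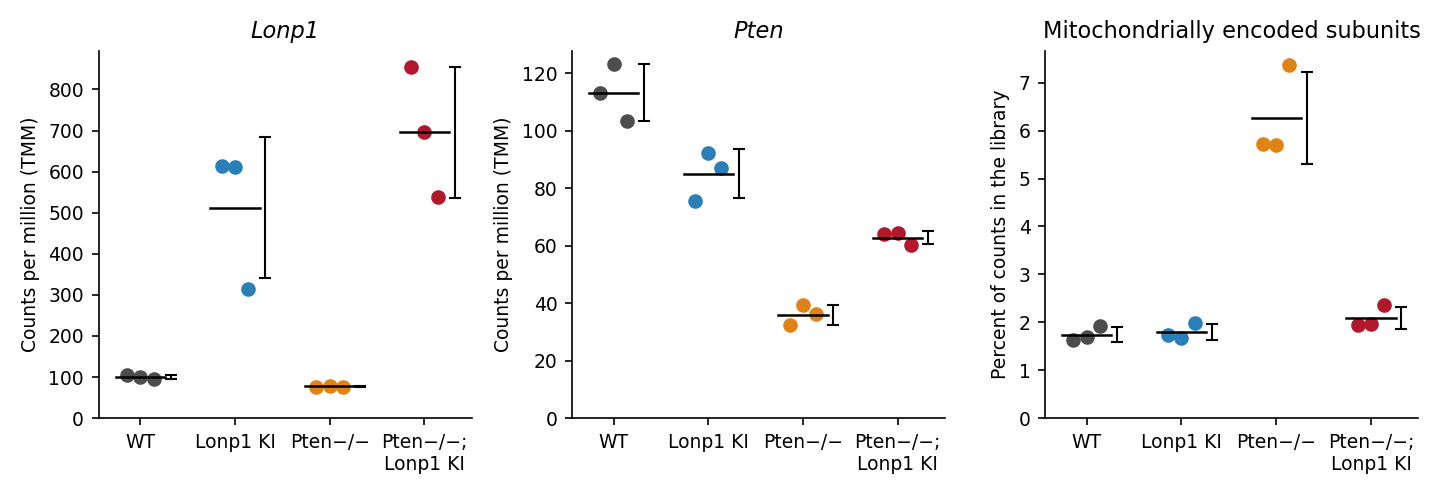
CPM (scaled by TMM) of *Lonp1* and *Pten*, and percent of counts in mitochondrially encoded subunits, for each of the 12 libraries. Points are libraries, horizontal lines are means and bars are SDs over 3 libraries. The lowest *Lonp1* value with the knockin is 314 and the highest without it is 104.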

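*Lonp1* KI prostates had higher levels of transcripts of immune cells, dividing cells and the extracellular matrix than WT prostates, and lower levels of epithelial transcripts. Of 14 macrophage markers, 13 rose and none fell (14 rose when adjusted over the list alone), with a median log2 fold change of 2.51. The complement gene *C1qa* had 242 ± 22.1 CPM in *Lonp1* KI and 40.9 ± 16.1 in WT prostates (SD, n = 3 libraries each), a log2 fold change of 2.57 (standard error 0.29, adjusted p = 5.7e-04 from edgeR). *Trem2*, a lipid receptor of macrophages, rose by 2.45 on this scale (standard error 0.23, adjusted p = 2.5e-04 from edgeR). *Ccl2*, a chemokine that attracts monocytes, had a log2 fold change of 4.93 (standard error 0.40, adjusted p = 1.2e-04 from edgeR). Of 10 genes of MHC class II presentation, 9 rose (10 when adjusted over the list alone) with a median of 1.86, among them *H2-Aa* at 1.86 (standard error 0.32, adjusted p = 0.0033 from edgeR). Of 15 markers of T and NK cells, 9 rose (13 when adjusted over the list alone), median 1.62, and *Cd3g* of the T-cell receptor complex rose by 1.64 (standard error 0.33, adjusted p = 0.0061 from edgeR). Of 15 markers of neutrophils and myeloid suppressor cells, 7 rose (8 over the list alone), median 2.12, with *Csf3r*, the receptor for granulocyte colony-stimulating factor, at 2.61. This list did not pass the set test camera on FPKM with a pseudocount of 1 (median 1.14). Of 15 genes of epithelial stress and the acute phase, 9 rose (11 over the list alone), median 2.07, and *Cfb*, complement factor B, stood at 3.04. Of 20 cell cycle genes, 17 rose (19 over the list alone), median 1.63. The cyclin gene *Ccnb2* rose by 2.06 (standard error 0.30, adjusted p = 0.0013 from edgeR) and *Mcm5*, part of the replicative helicase, by 2.09 (standard error 0.29, adjusted p = 0.0011 from edgeR). Of 46 extracellular matrix genes, 29 rose and none fell (40 rose over the list alone), median 1.18, led by the collagen genes *Col8a1* at 3.72 and *Col3a1* at 2.83 and the proteoglycan gene *Bgn* at 2.08. *Timp1*, an inhibitor of matrix metalloproteinases, had a log2 fold change of 4.47 (standard error 0.53, adjusted p = 8.2e-04 from edgeR). Markers of fibroblasts (6 of 12 rose, 7 over the list alone, median 1.72) and of endothelium (8 of 12 rose, 9 over the list alone, median 0.73) moved the same way, with *Plvap* of fenestrated endothelium at 1.39. Smooth muscle markers moved the other way, with a median of −0.92, and 2 of 12 fell (6 over the list alone). These were *Tagln* at −0.79 and *Smtn* at −0.72, whose calls were both lost without WT-371, WT-395, Lonp1KI-345 or Lonp1KI-350 and with library totals, upper quartiles or FPKM. Of 15 mesenchymal genes of the epithelial-mesenchymal transition, 9 rose (10 over the list alone), median 0.79. Of 15 pan-epithelial markers, 8 fell and none rose (9 fell over the list alone), median −0.45. The epithelial splicing regulator *Esrp1* had a log2 fold change of −0.74 (standard error 0.13, adjusted p = 0.0035 from edgeR) and the epithelial transcription factor *Ehf* one of −0.79 (standard error 0.15, adjusted p = 0.0051 from edgeR). Of 37 nuclear-encoded subunits of complex I, none fell and 1 rose by edgeR (none over the list alone), and the median was 0.05. The riser, *Ndufa11*, stood at 0.29 (standard error 0.09, adjusted p = 0.049 from edgeR), a call lost without WT-353 (0.31), WT-371 (0.31), Lonp1KI-344 (0.27), Lonp1KI-350 (0.29), PtenLonp1KI-404 (0.29) or PtenLonp1KI-522 (0.29). DESeq2 and limma-voom each called *Ndufa1* lower (−0.41 and −0.47) and *Ndufc2* higher (0.23 with either) besides, where edgeR gave −0.40 (adjusted p = 0.065) and 0.23 (adjusted p = 0.052), and *Ndufc2* was also called with library totals (0.47), on FPKM (0.47 with either pseudocount), with upper quartiles (0.30) and without Pten-79 (0.30), Pten-585 (0.28), Pten-588 (0.28) or PtenLonp1KI-528 (0.23). *Ndufa6* was at −0.09 (adjusted p = 0.68 from edgeR), *Ndufa13* at −0.02 (adjusted p = 0.92) and *Ndufs8* at 0.18 (adjusted p = 0.17). The set test camera called the complex I list higher without WT-395 (0.17) or Lonp1KI-345 (0.16), with library totals (0.28) and on FPKM (0.29 with either pseudocount), and *Ndufs8* itself was called with library totals (0.42) and on FPKM (0.41 and 0.42). Apart from complex I, each list named passed camera with a preset correlation between genes, with adjusted p from 8.9e-15 for the extracellular matrix to 0.0011 for smooth muscle, and none passed with an estimated correlation (adjusted p = 0.11 for the acute phase genes to adjusted p = 0.83 for the pan-epithelial and smooth muscle markers). By the set test fry, smooth muscle did not pass (adjusted p = 0.10). The adjusted p from fry was 1.5e-04 for the acute phase genes, 4.0e-04 for macrophages, 0.0071 for the cell cycle, 0.0092 for the matrix and 0.036 for pan-epithelial markers. In all, 3444 genes changed, 1874 higher and 1570 lower, and 1405 changed by at least 2-fold, 1252 higher and 153 lower. With library totals as the scaling 3244 were higher and 294 lower, the median gene then standing 0.23 above its value with TMM, and on FPKM 2802 were higher and 321 lower with a pseudocount of 1 and 2936 and 283 with a pseudocount of 0.1. The lower genes were the more numerous with limma-voom (2213 higher and 2561 lower), and with the length trend (1730 and 1953) or the length and GC trends (1772 and 2113) removed, the last 2 chosen after the data were seen. The split also leaned on single libraries. It was 1329 higher and 439 lower without WT-353, 1695 and 515 without WT-371, 1713 and 633 without Lonp1KI-344, and 1483 and 613 without Lonp1KI-345. It was 1778 and 997 without WT-395, and 1397 and 812 without Lonp1KI-350. Pten-79, Pten-585 and Pten-588 enter this comparison through the shared spread, the gene filter and the scaling. Without each in turn 931, 906 and 957 genes were lower, and the median gene stood 0.06, 0.05 and 0.05 higher than with all libraries.

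**Figure D2:**
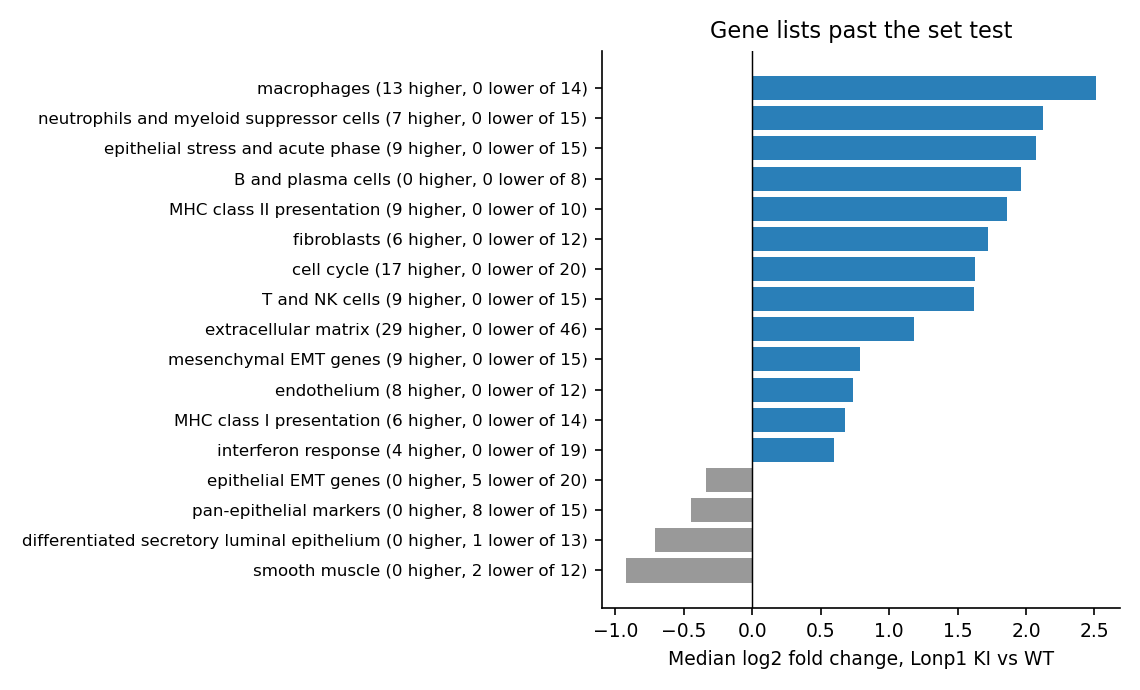
Median log2 fold change of *Lonp1* KI against WT prostates for the 17 of 48 gene lists past camera with a preset correlation, with the members called higher or lower by edgeR in parentheses. Bars start at 0, blue for lists above it and gray for lists below it, and the macrophage list reaches 2.51.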

Whole-gene expression profile analysis identified a distinct signature enriched in *Lonp1*^KI^ mice. 

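Transcripts of nuclear-encoded subunits of complex I, the enzyme that takes electrons from NADH into the respiratory chain, were lower in *Pten*-/-; *Lonp1* KI than in *Pten*-/- prostates. Of 37 subunits, 34 fell, 1 rose and 2 did not pass the test (35 fell when adjusted over the list alone), with a median log2 fold change of −0.73. *Ndufa6* (Entrez gene 67130) had 151 ± 30.8 CPM in *Pten*-/- and 89.3 ± 2.48 in *Pten*-/-; *Lonp1* KI prostates (SD, n = 3 libraries each), a log2 fold change of −0.76 (standard error 0.14, adjusted p = 9.96e-04 from edgeR's quasi-likelihood test). *Ndufa13* (Entrez gene 67184) had 211 ± 16.7 and 102 ± 13.2 CPM in the same groups (SD, n = 3 each), a log2 fold change of −1.05 (standard error 0.12, adjusted p = 3.3e-05 from edgeR). *Ndufs8* (Entrez gene 225887), an iron-sulfur subunit, had 151 ± 14.6 and 68.8 ± 2.21 CPM (SD, n = 3 each), a log2 fold change of −1.14 (standard error 0.09, adjusted p = 4.8e-06 from edgeR). In WT prostates these genes stood at 110 ± 8.36, 119 ± 0.872 and 57.5 ± 4.41 CPM (SD, n = 3 each). The falls of *Ndufa5* (−1.39, standard error 0.16, adjusted p = 4.6e-05 from edgeR) and *Ndufv3* (−1.29, standard error 0.10, adjusted p = 3.6e-06 from edgeR) were larger. *Ndufs1*, which carries iron-sulfur clusters and was singled out after its values were seen, was the riser at 0.33 (standard error 0.10, adjusted p = 0.017 from edgeR), a call lost without Pten-79 (0.30), Pten-585 (0.28) or PtenLonp1KI-404 (0.30), with upper-quartile scaling (0.18) and with length and GC trends removed (0.10). All 19 subunits labelled in Fig. S5A fell, with a median of −0.90, and since the study chose them on these samples they are not independent evidence of the direction. Of 17 assembly factors of complex I, 8 fell (9 over the list alone) and *Acad9*, also named after its values were seen, rose by 0.61 (standard error 0.14, adjusted p = 0.0041 from edgeR), with a list median of −0.44 that no longer passed camera with library totals (−0.25). Other parts of oxidative phosphorylation moved with complex I. All 13 mitochondrially encoded subunits fell, with a median of −1.89. *CYTB* of complex III had a log2 fold change of −2.13 (standard error 0.15, adjusted p = 3.3e-06 from edgeR) and *COX1* of complex IV one of −1.81 (standard error 0.12, adjusted p = 2.5e-06 from edgeR), and nuclear copies of mitochondrial DNA can share their reads. All 11 nuclear-encoded subunits of complex IV fell, median −0.70, with *Cox6b1* at −1.02. Of 18 subunits of ATP synthase 15 fell, median −0.64, with *Atp5h* at −1.32. Of 9 nuclear-encoded subunits of complex III 6 fell, median −0.52, a set call lost without Pten-588 (−0.41) or PtenLonp1KI-528 (−0.53), with library totals (−0.33) and on FPKM (−0.32 with either pseudocount). Of 4 subunits of complex II, *Sdhb* fell (−0.61, standard error 0.10, adjusted p = 4.7e-04 from edgeR), and the list's median was 0.05. Outside the mitochondrion, 79 of 81 cytosolic ribosomal protein genes fell (80 over the list alone), median −0.84, with *Rpl28* at −1.17 and *Rpl21* at −1.62, and processed pseudogenes can share reads with such genes. Fold changes followed gene length in this comparison, with a Spearman's rho across genes of 0.35 over all tested genes and 0.34 over those outside the respiratory chain and ribosome lists. The median log2 fold change was −0.70 in the shortest decile of genes and 0.42 in the longest. The lengths implied by the deposited FPKM had a median of 845 bases for complex I subunits, 795 for cytosolic ribosomal protein genes and 3454 for all tested genes. With each library's length trend removed, an alternative chosen after the data were seen, the complex I median was −0.12 (9 lower and 7 higher), *Ndufa6* stood at 0.13 without passing the test, and the medians were 0.17 for complex IV, 0.05 for ATP synthase, 0.15 for complex III and −0.13 for the cytosolic ribosome (28 lower and 6 higher), while the mitochondrially encoded subunits stood at −1.29 (11 of 13 lower). The median of the assembly factors was then −0.08 (4 lower and 2 higher). By camera with a preset correlation the complex I list was lower (adjusted p = 3.5e-12), as were the mitochondrially encoded subunits (adjusted p = 1.5e-08), complex IV (adjusted p = 1.7e-05), ATP synthase (adjusted p = 1.8e-05) and the cytosolic ribosome (adjusted p = 2.3e-22). With an estimated correlation the adjusted p was 0.62 for complex I, the mitochondrially encoded subunits, complex IV, the assembly factors and the cytosolic ribosome, 0.74 for ATP synthase and 0.77 for complex III, and fry, which asks whether a list's genes move one way, gave an adjusted p = 1.4e-04 for complex I.

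**Figure D3:**
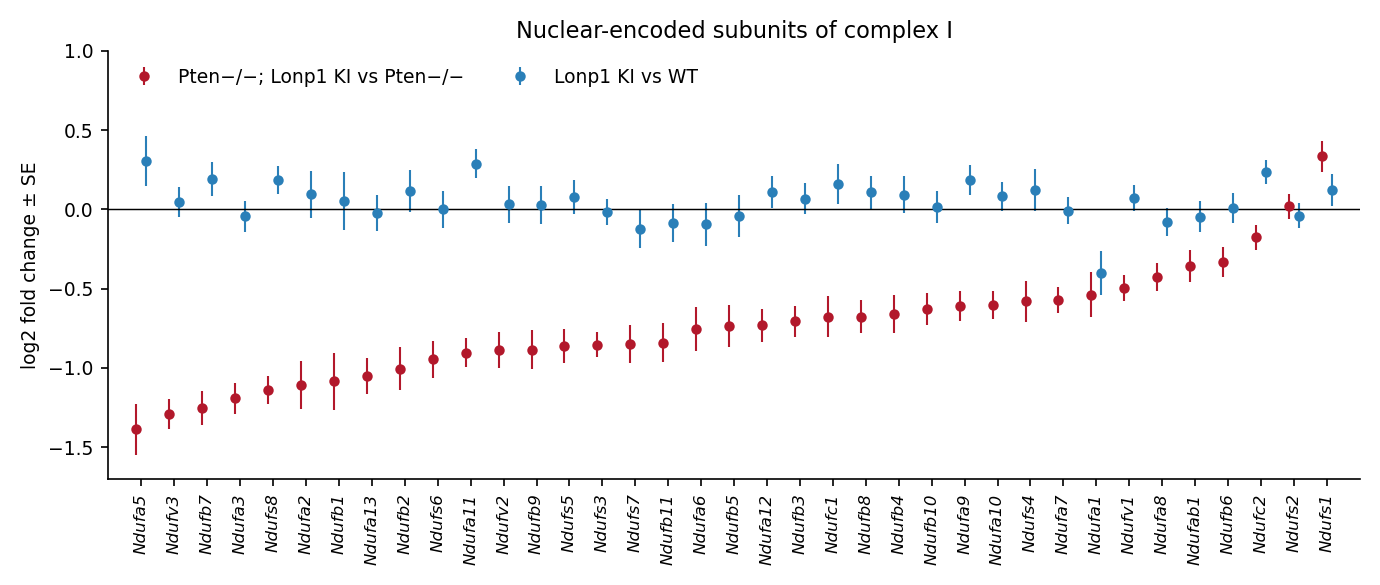
log2 fold change ± standard error of the 37 nuclear-encoded subunits of complex I, in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates (red) and in *Lonp1* KI against WT prostates (blue), ordered by the first. The red points run from −1.39 for *Ndufa5* to 0.33 for *Ndufs1*.

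**Figure D4:**
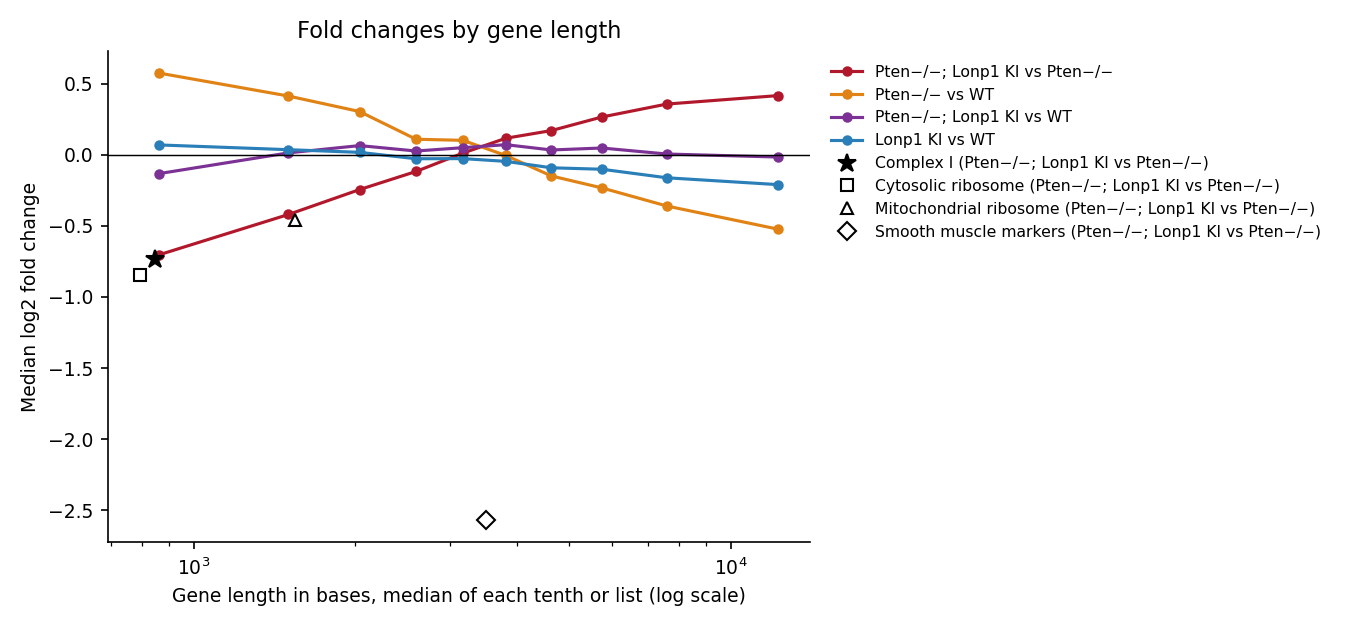
Median log2 fold change of all tested genes in deciles by gene length (log axis, bases), for 4 comparisons, with the medians of 4 gene lists in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates placed at their median length. In that comparison the line runs from −0.70 in the shortest decile to 0.42 in the longest, complex I and the ribosome lists lie near it, and the smooth muscle markers lie below it.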

RNA-seq analysis revealed a significant decrease in the expression of subunits of mitochondrial respiratory chain complex I (e.g., *Ndufa6*, *Ndufa13*, *Ndufs8*) in *Pten*^−/−^; *Lonp1*^KI^ mice when compared to *Pten*^−/−^ mice (Fig. S5A). Mitochondrial complex I, also known as Nicotinamide adenine dinucleotide (NADH) dehydrogenase (ubiquinone), is the largest multimeric enzyme of the mitochondrial respiratory chain, being composed of 38 nuclear-encoded subunits and 7 subunits encoded by the mitochondrial genome [45]. In mitochondria, it catalyzes the oxidation of NADH into NAD^+^, transfers electrons to the lipid-soluble carrier ubiquinone (Q), and generates a proton gradient that contributes to ATP synthesis through oxidative phosphorylation [46, 47]. 

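Genes lower in *Pten*-/-; *Lonp1* KI than in *Pten*-/- prostates were over-represented in GO terms of the respiratory chain and of the ribosome. Mitochondrial respiratory chain complex I assembly had 46 of its 61 background genes among the lower ones, where 13.1 were expected (adjusted p = 8.9e-17, one-sided Fisher's exact test). Mitochondrial electron transport, NADH to ubiquinone had 20 of 26 (5.6 expected, adjusted p = 4.8e-07 from the same test), and NADH dehydrogenase (ubiquinone) activity had 15 of 17 (3.66 expected, adjusted p = 1.4e-06). Proton motive force-driven mitochondrial ATP synthesis had 54 of 62 (13.3 expected, adjusted p = 1.8e-25). The term for complex I itself had 44 of 51 and aerobic respiration 48 of 59. Structural constituent of ribosome ranked first, with 135 of 158 genes lower where 34.0 were expected (adjusted p = 5.8e-63), and mitochondrial inner membrane had 241 of 490. Of the 10 terms with the smallest p, 8 concerned the ribosome or translation, the others being mitochondrial inner membrane and proton motive force-driven ATP synthesis, and these terms share many genes. The background was 16281 tested genes with a GO term in the deposited tables, 3504 of them lower, and 73 of 4109 terms with 10 to 500 background genes had an adjusted p under 0.05. GSEA ranked 25805 genes by the signal-to-noise ratio of FPKM between the 6 libraries. The normalized enrichment score was −2.97 for complex I assembly, −2.34 for NADH to ubiquinone transport, −2.52 for NADH dehydrogenase activity and −3.28 for ATP synthesis, and none of the 1000 permutations of gene sets gave a score as low. These permutations shuffle genes, which are not replicates. By camera over all 12 libraries, the median log2 fold changes of these terms were −0.68, −0.67, −1.11 and −0.83, and the adjusted p with an estimated correlation was 0.12 for each. Among genes lower by at least 2-fold, complex I assembly (13 of 61, adjusted p = 0.11) and NADH to ubiquinone transport (7 of 26, adjusted p = 0.24) no longer passed Fisher's exact test. With the length trend removed, an alternative chosen after the data were seen, 15 terms had an adjusted p under 0.05 by Fisher's exact test. These 4 terms were not among them (adjusted p = 0.65, 0.56, 0.11 and 0.31). GSEA on edgeR's statistic then gave scores of −1.63 (q = 0.015), −1.54 (q = 0.019), −2.05 and −1.97 (no permutation as low). With GC content removed as well, NADH dehydrogenase activity did pass Fisher's exact test (10 of 17, adjusted p = 0.043).

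**Figure D5:**
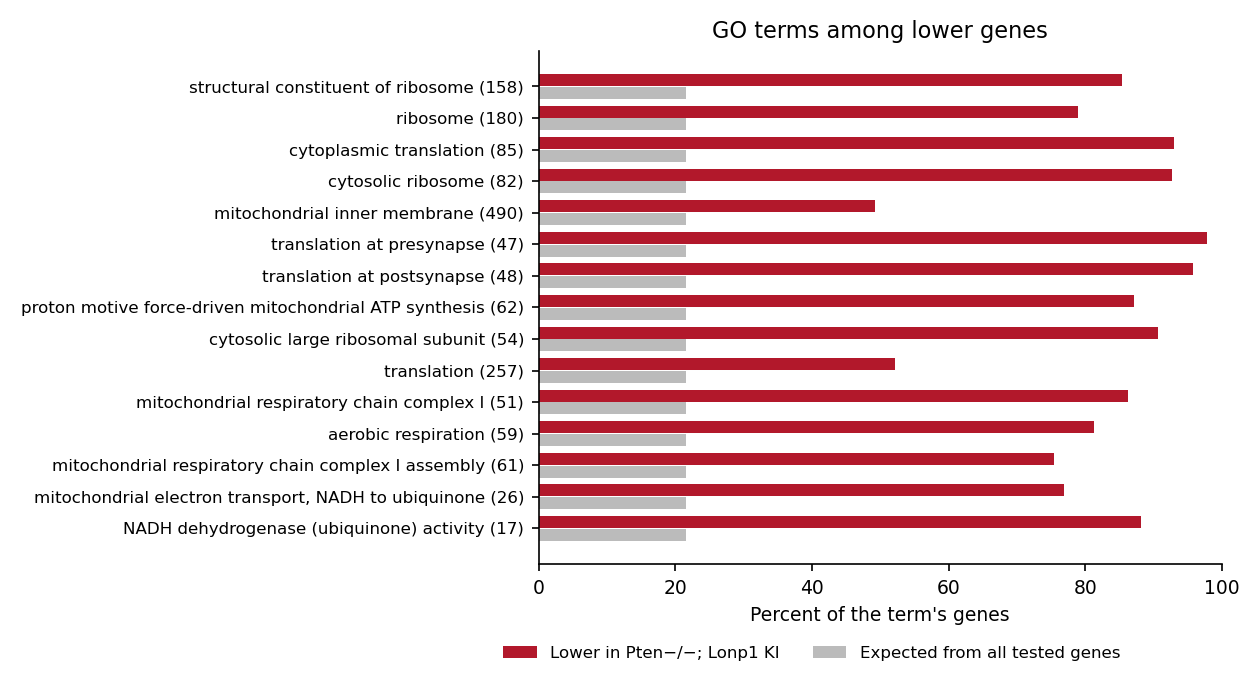
Percent of each GO term's background genes that were lower in *Pten*-/-; *Lonp1* KI than in *Pten*-/- prostates (red) and the percent expected from all background genes (gray), for the 10 terms with the smallest p and 5 terms of the respiratory chain. Numbers in parentheses are background genes per term, and each red bar is longer than its gray bar.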

Consistently, gene ontology (GO) enrichment analysis and GSEA indicated enrichment of downregulated genes in *Pten*^−/−^; *Lonp1*^KI^ mice related to mitochondrial respiratory chain complex I assembly, mitochondrial electron transport, and ATP synthesis processes (Fig. S5B–F). Additionally, we performed supplementary validation using RNA-seq data obtained from PC3 cells transduced with pLKO.1-shLONP1 and DU145 cells transduced with pcDNA3.1-LONP1. The findings confirmed that multiple subunits of the mitochondrial respiratory chain complex I were downregulated in LONP1-overexpressing cells and conversely upregulated in LONP1-knockdown cells. Collectively, our study demonstrated that the overexpression of LONP1 in both murine prostate tumors and human PCa cells results in the inhibition of mitochondrial respiratory chain complex I activity (Fig. S5G).

In parallel, we also analyzed the proteomic properties of prostate tumors from the spontaneous prostate adenocarcinoma model. The findings revealed that downregulated proteins in *Lonp1*^KI^ mice or *Pten*^−/−^; *Lonp1*^KI^ mice were significantly enriched in the assembly of mitochondrial respiratory chain complex I when compared to the corresponding control group, which was consistent with the results of transcriptome analysis (Fig. S6A–E, Fig. 7A–F). Immunohistochemical analysis further confirmed lower expression levels of representative proteins such as Ndufa13 and Ndufs8 in prostate tumors derived from *Lonp1*^KI^ mice and *Pten*^−/−^; *Lonp1*^KI^ mice when compared to those from the control group (Fig. 7G, H). These results collectively support that LONP1 induces metabolic remodeling of PCa cells by enhancing the proteolysis of MPC1 and reducing pyruvate flux into mitochondria, as well as inhibiting the expression of various subunits of mitochondrial respiratory chain complex I, ultimately impeding cellular oxidative phosphorylation. Notably, as mentioned above, *Pten*^−/−^; *Lonp1*^KI^ mice exhibited typical aggressive PCa characteristics and showed lymph node and lung metastases. Consistently, the proteomic analysis also indicated the downregulation of extracellular matrix (ECM) constituents, cellular local adhesion, and ECM-receptor interaction in *Pten*^−/−^; *Lonp1*^KI^ mice (Fig. S6F–H). These results indicate that LONP1 might downregulate the expression of cell adhesion molecules through ECM remodeling to facilitate the invasion and metastasis of PCa cells.

**Fig. 7:**
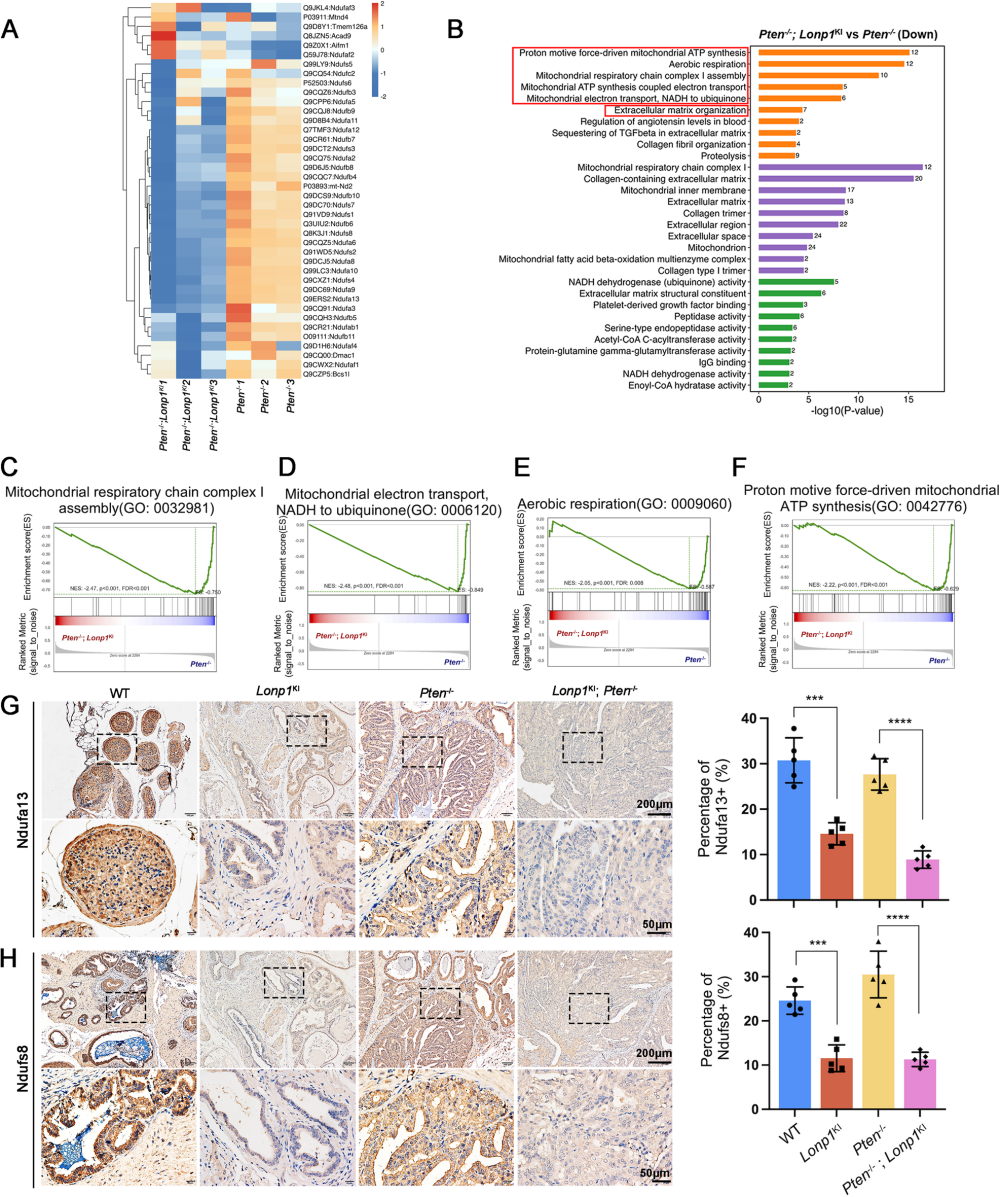
Integrated transcriptomic and proteomic analyses on prostate tumors uncover the diverse gene expression features induced by Lonp1. **A** Heatmap summarizing differentially expressed proteins identified through proteomic analysis in prostates extracted from *Pten*^−/−^ and *Pten*^−/−^; *Lonp1*^KI^ mice. **B** A gene ontology (GO) enrichment analysis was conducted for the significantly downregulated proteins in *Pten*^−/−^; *Lonp1*^KI^ prostate tumors compared to *Pten*^−/−^ prostate tissue. **C**–**F** Gene set enrichment analysis (GSEA) was conducted for the significantly downregulated proteins in *Pten*^−/−^; *Lonp1*^KI^ prostate tumors compared to *Pten*^−/−^ prostate tissue. **G**, **H** Representative immunohistochemical staining for Ndufa13 (**G**) and Ndufs8 (**H**) in prostates obtained from 40-week-old mice. Scale bars: 200 and 50 μm. Dot plots show the mean value for the percentage of Ndufa13 or Ndufs8-positive cells with statistical evaluation (*n* = 5). Data are shown as mean ± SEM. ***P < 0.001; ****P < 0.0001.

Taken together, integrated transcriptomic and proteomic analyses uncover the diverse gene expression features induced by *Lonp1* at both the transcript and protein levels. This contributes to providing novel insights into the tumor-promoting role of LONP1 and establishing mechanistic foundations for LONP1-targeting therapies.

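Beyond the respiratory chain, *Pten*-/-; *Lonp1* KI prostates differed from *Pten*-/- prostates in transcripts of smooth muscle, of the interferon response, of MHC class II presentation and of the extracellular matrix. All 12 smooth muscle markers fell, with a median log2 fold change of −2.57. *Acta2*, which encodes α-smooth muscle actin, fell from 485 ± 120 to 69.8 ± 26.3 CPM (SD, n = 3 libraries each), *Tagln* had a log2 fold change of −2.59 (standard error 0.23, adjusted p = 9.9e-06 from edgeR) and *Cnn1* one of −3.97 (standard error 0.47, adjusted p = 9.8e-05 from edgeR). *Myl9* fell from 222 ± 80.2 to 28.5 ± 10.3 CPM (SD, n = 3 each). Of 19 interferon response genes, 16 rose and none fell, with a median of 1.10. The antiviral genes *Ifit2* and *Rsad2* had log2 fold changes of 2.18 (standard error 0.21, adjusted p = 1.8e-05 from edgeR) and 2.25 (standard error 0.36, adjusted p = 6.5e-04 from edgeR). Of 10 genes of MHC class II presentation, 9 fell, with a median of −1.29. *H2-Oa* had a log2 fold change of −2.37 (standard error 0.35, adjusted p = 2.6e-04 from edgeR) and *Cd74*, the invariant chain, one of −1.36 (standard error 0.32, adjusted p = 0.0056 from edgeR), which was −0.90 without passing the test once the length trend was removed. Macrophage markers had a median of −0.52 and did not pass the set test, but did without Pten-588 (−0.80). Of 46 extracellular matrix genes, 14 fell and 3 rose, with a median of −0.61. Among those that fell were the proteoglycan genes *Fmod* (−1.90, standard error 0.23, adjusted p = 6.9e-05 from edgeR) and *Bgn* (−1.62, standard error 0.31, adjusted p = 0.0016 from edgeR). The laminin genes *Lamc1* (0.82, standard error 0.14, adjusted p = 6.1e-04 from edgeR) and *Lama5* (0.84, standard error 0.17, adjusted p = 0.0021 from edgeR) and the thrombospondin gene *Thbs1* (1.47, standard error 0.32, adjusted p = 0.0037 from edgeR) rose, of which *Lama5* and *Thbs1* were named after their values were seen. The matrix list did not pass camera without Pten-79 (−0.48) or PtenLonp1KI-522 (−0.48). Of 23 genes of integrins and focal adhesion, 8 rose and 3 fell, with a median of −0.13. That list did not pass camera (adjusted p = 0.56). Of 16 hypoxia response genes, 8 rose and none fell, with a median of 0.75, among them *Vegfa* at 1.71 (standard error 0.23, adjusted p = 1.6e-04 from edgeR) and the demethylase gene *Kdm3a* at 1.21, and the list's call was lost without PtenLonp1KI-404 (0.74) or PtenLonp1KI-522 (0.65), on FPKM (0.90 and 0.95) and with length and GC trends removed (0.50). Markers of endothelium (7 of 12 fell, 9 over the list alone, median −0.63), of fibroblasts (median −1.13) and of B and plasma cells (median −2.26) passed camera as lower too. The adjusted p was 0.028 for each, and 0.77 with an estimated correlation. The falls of matrix and MHC class II transcripts are therefore not read as changes within a cell type. Over the other settings fixed before the data were examined these medians were −0.80 to −0.44, −1.68 to −0.85 and −2.61 to −1.41, and camera's call was lost in 1, 4 and 4 of them, among them the fits without PtenLonp1KI-522 or PtenLonp1KI-404. Adipocyte markers also passed camera as lower (median −2.51, 3 of 12 fell, 8 over the list alone, adjusted p = 0.018, and 0.77 with an estimated correlation). Their median was −4.53 to −1.98 over the same settings, with no call lost. Seminal vesicle transcripts had a median of −4.24 (−5.48 to −1.87 over the same settings). They did not pass camera (adjusted p = 0.082) but did in 6 of those settings. Of 20 epithelial genes of the epithelial-mesenchymal transition, 9 rose and 6 fell, with a median of 0.28. This list did not pass camera (adjusted p = 0.40), except with length and GC trends removed. Its risers included the E-cadherin gene *Cdh1*, from 567 ± 24.6 to 1217 ± 275 CPM (SD, n = 3 each), and the desmosome gene *Dsp*, at 1.64. With the length trend removed, chosen after the data were seen, the smooth muscle median was −2.49 (12 of 12 lower), the interferon median 1.37 (16 higher) and the matrix median −0.78 (22 lower and 2 higher). By camera with a preset correlation, the adjusted p was 7.4e-06 for smooth muscle, 7.1e-05 for interferon response, 0.0064 for MHC class II, 0.023 for the matrix and 0.028 for hypoxia, and with an estimated correlation it was 0.62 for smooth muscle, 0.77 for interferon, MHC class II and hypoxia, and 0.81 for the matrix. By fry the matrix did not pass (adjusted p = 0.20). The adjusted p from fry was 6.4e-04 for smooth muscle, 0.0070 for interferon, 0.023 for hypoxia and 0.028 for MHC class II. In all, 7965 genes changed, 4274 higher and 3691 lower, and 3132 did by at least 2-fold, 1542 higher and 1590 lower. Complete separation of the libraries of both groups was seen for 9574 genes (54.6%, where 10% is given by chance). The split was 3431 higher and 4857 lower with upper-quartile scaling, 5590 and 2359 with library totals, and 5175 and 2214 or 5108 and 2180 on FPKM with a pseudocount of 1 or 0.1, and the median gene stood 0.19 higher with library totals and 0.16 lower with upper quartiles than with TMM. The paper reasons that LONP1 inhibits the expression of complex I subunits and impedes oxidative phosphorylation. For this it draws on the lower complex I transcripts in these prostates, on its proteomic data and on stained sections. Those proteins were reported as lower with the knockin on both *Pten* backgrounds, and transcripts do not measure protein. The paper also draws on RNA-seq of PC3 cells with LONP1 knockdown and of DU145 cells overexpressing LONP1. Lactate, ATP, acidification and oxygen consumption were measured in these human cells too. Its other arm is proteolysis of MPC1 by LONP1, drawn from co-immunoprecipitation, LONP1 mutants and staining.

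**Figure D6:**
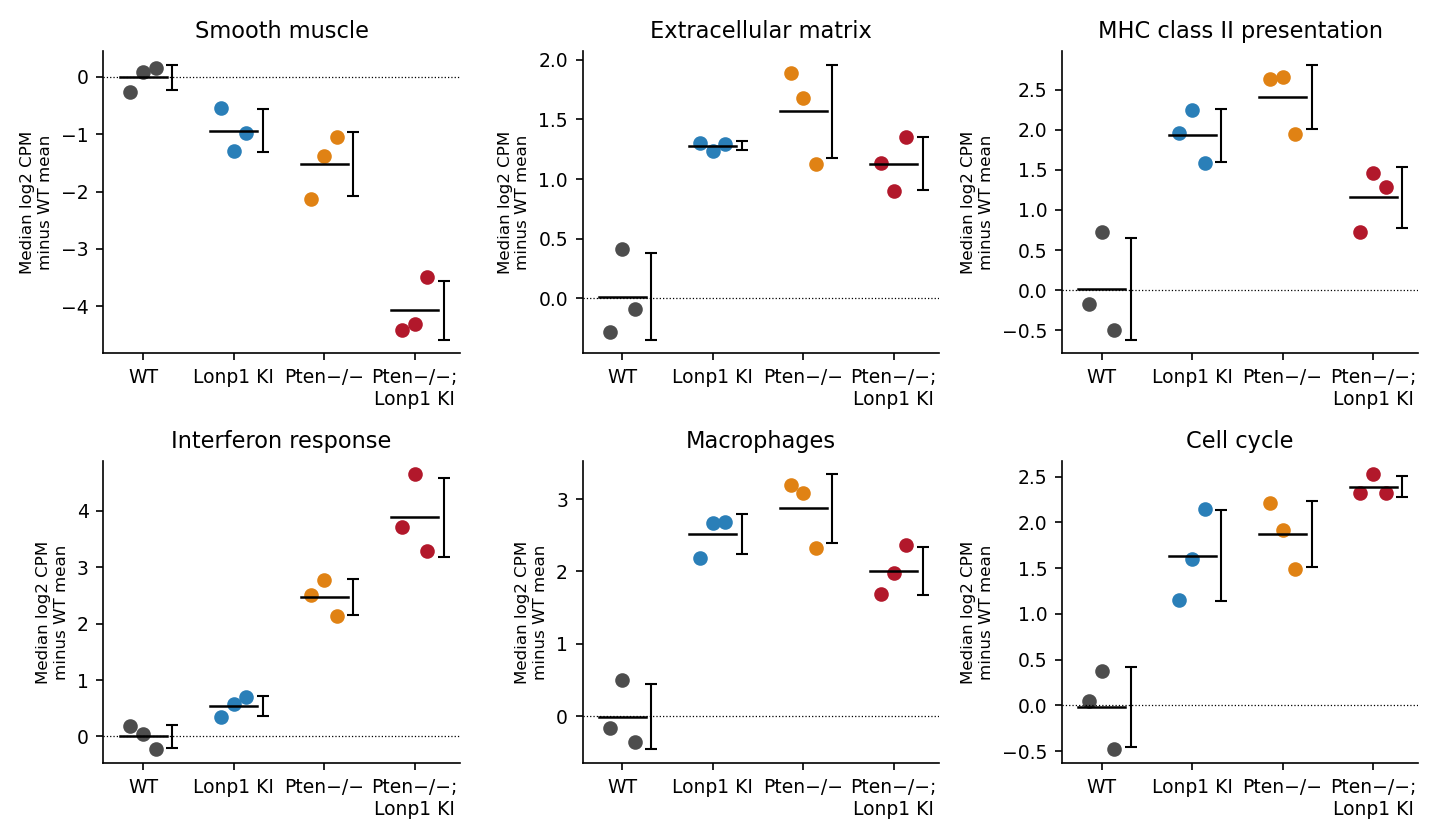
Median log2 CPM of 6 gene lists in each library, minus the mean of the WT libraries. Points are libraries, horizontal lines are means and bars are SDs over 3 libraries. For smooth muscle the means are −0.01 ± 0.22 in WT, −0.94 ± 0.37 in *Lonp1* KI, −1.52 ± 0.56 in *Pten*-/- and −4.07 ± 0.51 in *Pten*-/-; *Lonp1* KI prostates, and for the interferon response they are 0.00 ± 0.21, 0.55 ± 0.18, 2.47 ± 0.32 and 3.88 ± 0.69 in the same order.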

## Discussion

LONP1 has been demonstrated to be highly expressed in many tumor types and promotes the malignant behavior of tumor cells by affecting various oncoproteins. However, the distinct expression patterns and roles of LONP1 in PCa remain largely unknown. Starting from the observation that LONP1 expression closely correlates with adverse clinicopathological features and poor prognosis in patients with PCa, our study here underscored that the elevated LONP1 expression promotes tumor progression and metastasis both in vitro and in vivo. We have found that the tumor-promoting effects of LONP1 are primarily attributed to metabolic reprogramming, particularly the activation of a metabolic switch from OXPHOS to aerobic glycolysis in PCa cells.

The reprogramming of energy metabolism emerges as a distinctive hallmark in cancer [48], characterized by significantly elevated glucose uptake and preferential conversion of glucose into lactate, even under aerobic conditions [49]. This phenomenon, known as the Warburg effect or aerobic glycolysis, confers a selective advantage on cancer cells by facilitating their fulfillment of increased biosynthetic demands within the distinct tumor microenvironment. Consequently, tumors are also considered as metabolic diseases [50]. Based on the aberrant metabolic characteristics of cancer cells, selectively targeting key proteins involved in metabolic reprogramming may provide an effective therapeutic strategy for cancer. More recent investigations demonstrated that synthetic triterpenoid 2-cyano-3, 12-dioxooleana-1,9(11)-dien-28-oic acid (CDDO) and its -methyl derivatives (CDDO-Me) effectively inhibit LONP1 by a noncompetitive mechanism, blocking ATPase activity and thus proteolysis [51]. Extensive research has revealed the robust capacity of these molecules to exert antiproliferative, antiangiogenic, antimetastatic, and proapoptotic activities in cancer cells [52]. In our current study, we illustrated that the inhibition of LONP1’s activity using CDDO-Me significantly suppressed PCa cell growth and metastasis both in vitro and in vivo. This work provides promising evidence and rationale for the clinical therapeutic application of CDDO-Me in human patients with PCa.

As a regulator of mitochondrial metabolism, LONP1 plays a critical role in modulating various key metabolic proteins. For example, it is responsible for selective degradation of pyruvate dehydrogenase kinase 4 (PDK4) in cardiac mitochondria isolated from mice, preventing the phosphorylation of pyruvate dehydrogenase (PDH) E1α subunit and PDH inhibition [53]. Interestingly, our study demonstrated that LONP1 functions as a protease responsible for degrading MPC1, a key metabolic protein involved in the transport of pyruvate from the cytosol into mitochondria, where it is fully oxidized to acetyl CoA by the action of PDH, the gatekeeper linking glycolysis with the TCA cycle. These findings provided another mechanism by which LONP1 modulates metabolic reprogramming in PCa cells by downregulating MPC1 expression and promoting the conversion of excess pyruvate to lactate instead of transporting it into the mitochondria for OXPHOS maintenance.

The comprehensive transcriptomic and proteomic profiles of the prostate derived from the spontaneous prostate adenocarcinoma mouse had not been fully characterized previously. In our current study, diverse gene expression features induced by *Lonp1* at both the transcript and protein levels within prostate tissues were observed, affording us the opportunity to explore the functional features of *Lonp1* on PCa tumorigenesis and progression at the in vivo level, and provide a valuable resource for future functional and mechanistic studies of mouse prostate adenocarcinoma. Previous studies have shown that LONP1 facilitates the assembly and regulation of cytochrome c oxidase (COX) complexes in the electron transport chain (ETC) through its chaperone activity [54]. Furthermore, Cheng et al. reported that the overexpression of LONP1 increases the protein level of NDUFS3 and NDUFS8 [55], two important functional components within the catalytic core of mitochondrial complex I, which are responsible for electron transfer to ubiquinone. However, our research demonstrated that the overexpression of LONP1 in mouse prostate tumors inhibits mitochondrial complex I activity, as evidenced by widespread decreases in various subunits at both the transcript and protein levels. This ultimately leads to compromised aerobic respiration and enhances PCa cell aggressiveness and metastatic potential. Similar observations have been found in breast cancer research where specific enhancement of mitochondrial complex I activity has been shown to impede tumor growth and metastasis by modulating the NAD^+^/NADH redox balance, mTORC1 activity as well as autophagy within tumor cells [56]. Notably, although the underlying mechanism behind LONP1 suppresses the expression of mitochondrial complex I is not clear, one possibility is that LONP1 induces posttranslational modification, lactylation by downregulating MPC1, since lactylation has been reported to regulate the expression of nuclear genes [57, 58].

Our study provides vital new insights into the role of LONP1 as a facilitator of tumor progression in PCa. We demonstrate that LONP1 functions as a protease responsible for degrading MPC1, which in turn suppresses pyruvate flux and acetyl-CoA synthesis in mitochondria. Meanwhile, we prove that LONP1 can downregulate the activity of mitochondrial respiratory chain complex I–key components involved in the OXPHOS process. The findings reveal that LONP1 mediates the metabolic switch from OXPHOS to glycolysis through two distinct mechanisms, ultimately promoting the invasion and metastasis of PCs cells. This discovery also opens a fresh scenario for the therapeutic targeting of LONP1 in certain cases of PCa (Fig. 8).

**Fig. 8:**
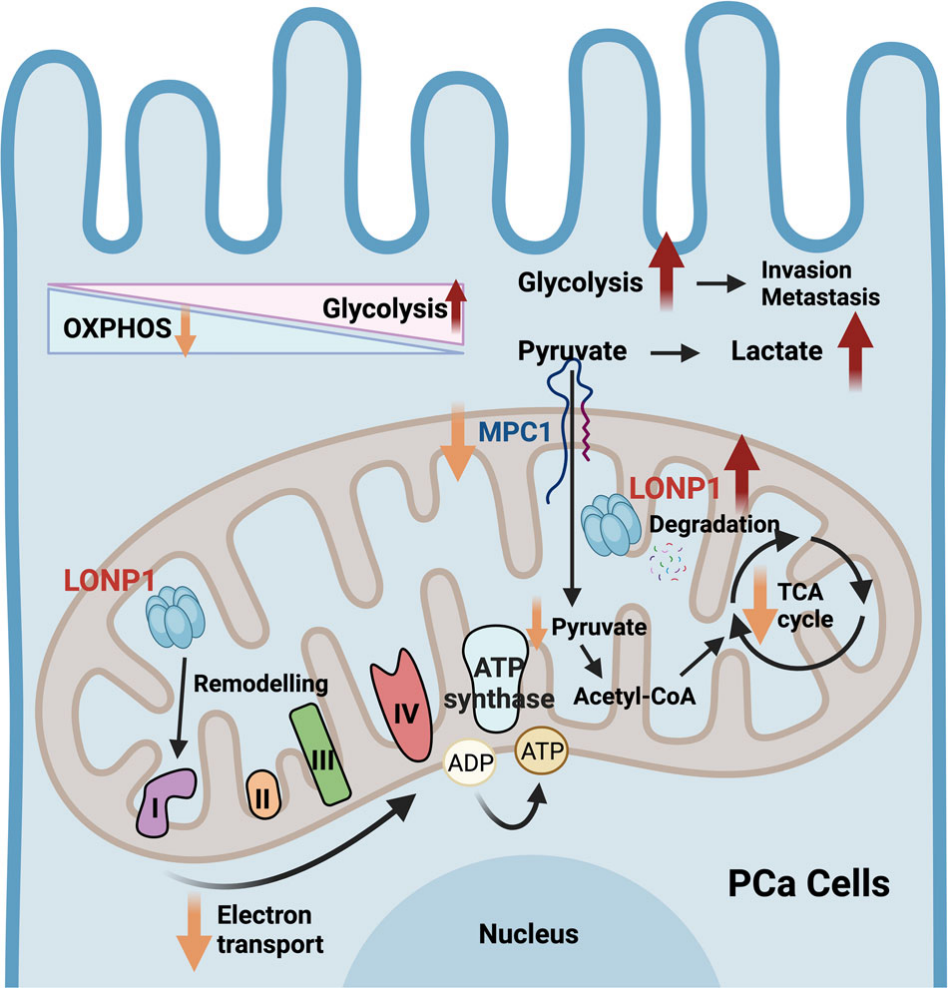
Schematic model showing how LONP1-mediated metabolic reprogramming, particularly the activation of a metabolic switch from OXPHOS to aerobic glycolysis in PCa cells.

## Supplementary information

Supplemental Materials

Original Data

## Data Availability

All data are included in this article and its supplementary materials or available upon request to the corresponding author. The gene expression matrices files generated in this study were deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE268736). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (https://proteomecentral.proteomexchange.org) via the iProX partner repository with the dataset identifier PXD053059.

# Supplementary material for: Lon protease 1-mediated metabolic reprogramming promotes the progression of prostate cancer
**Source:** Cell Death Dis. 2025 Feb 19;16(1):116. doi: 10.1038/s41419-025-07449-8
**Supplement:** Supplementary file 1 — Supplemental Materials

1   **Supplementary Figure Legends**

2   **Figure S1: LONP1 promotes proliferation, migration, and invasion in PCa cells.**

3   **A–B** The protein and mRNA levels of LONP1 in four PCa cell lines were compared
4   with a normal prostate epithelial cell line RWPE-1 by Western blot (**A**) and RT-qPCR
5   analysis (**B**). **C–D** The knockdown (**C**) or overexpression efficiency (**D**) of LONP1 in
6   PCa cells was examined by RT-qPCR analysis. **E–H** PC3 and DU145 cells lines were
7   seeded in 96-well plates (2×10^4 cells per well) and treated with specific concentrations
8   (0.15, 0.3125, 0.625, 1, 1.25, 2, 2.5, 5 and 10 μM) of CDDO-Me for 24 or 48 h. The
9   viability of PCa cell lines was examined by CCK-8 assay. **I** Migration assays of GFP-
10   LONP1 expressing PCa cells in the presence or absence of CDDO-Me (0.3125 μM)
11   were performed. Left: representative images of migratory and invasive cells, scale bar:
12   200 μm ; right: quantitative analysis of cell numbers. **J–K** The apoptotic rates in PCa
13   cells with LONP1 knockdown (**J**) or inhibitor CDDO-Me (**K**) were evaluated by
14   Annexin V-FITC/PI staining. Left: representative results of apoptosis flow cytometry;
15   right: quantitative analysis of apoptotic rates. Data are shown as mean $\pm$ SD. $**P < 0.01$;
16     $***P < 0.001$; $****P < 0.0001$.

17   **Figure S2. LONP1 promotes the proliferation of PCa cells *in vivo*.** **A** A total of $5 \times$
18   10^6 PC3 cells stably transfecting with either Ctrl or shLONP1 were injected
19   subcutaneously into each mouse to establish a PCa xenograft mouse model ($n = 7$).
20   Tumor volumes were measured with calipers at the indicated time points. After 8 weeks,
21   tumors obtained from the animals in each group were extracted and photographed. **B–**
22   **C** Tumor volume (**B**) and weight (**C**) were then assessed. Data are shown as mean $\pm$
23   SD. **D** Representative immunohistochemical staining for LONP1 and Ki67 in tumor
24   tissues obtained from each experimental group. Scale bars: 200 and 50 μm . Dot plots
25   show the mean value for the percentage of LONP1 or Ki67-positive cells with
26   statistical evaluation ($n = 5$). Data are shown as mean $\pm$ SD. $*P < 0.05$; $****P < 0.0001$.

27   **Figure S3. LONP1 affects the mitochondrial structure and the expression of**
28   **mitochondrial pyruvate carrier 1 in PCa cells.** **A–B** RT-qPCR analysis of major

enzymes in the glycolysis pathway and the tricarboxylic acid (TCA) cycle in LONP1-knockdown PC3 cells (A) and GFP-LONP1 expressing DU145 cells (B). C–D Schematic diagram of synonymous mutation in shLONP1-2 targeting sequence within α domain and point mutations within C-terminal P domain of *LONP1* that impair hydrolysis (S855L and K896P).

Figure S4. LONP1 overexpression induces tumorigenesis and metastasis in spontaneous prostate adenocarcinoma model. A Left: Schematic representation of a mouse model utilizing CRISPR/Cas9 technology for the conditional *Lonpl*^{KI} in prostate epithelial cells; right: Diagram of animal hybridization. B Genotyping of mice through the extraction of genomic DNA from their tails or toes. C RT-qPCR analysis of *Lonpl* expression in prostate, lung, liver, and kidney tissues obtained from WT or *Lonpl*^{KI} mice. D–G Immunoblotting to detect the protein levels of LONP1 in prostate, lung, liver, and kidney tissues obtained from WT or *Lonpl*^{KI} mice. H Representative immunohistochemical staining for *Lonpl* and *Mpc1* in prostates obtained from 40-week-old mice. Scale bars, up: 200 μ m; down: 50 μ m. Dot plots show the mean value for the percentage of *Lonpl* or *Mpc1*-positive cells with statistical evaluation (n = 5). Data are shown as mean $\pm$ SEM. ***P < 0.001; ****P < 0.0001.

Figure S5. Transcriptomic analysis on prostate tissues uncovers the diverse gene expression features induced by *Lonpl*. A Heatmap summarizing differentially expressed genes in prostates extracted from *Pten*^{-/-}; *Lonpl*^{KI} prostate tumors compared to *Pten*^{-/-} prostate tissue. B GO enrichment analysis was performed on the significantly downregulated genes in *Pten*^{-/-}; *Lonpl*^{KI} prostate tumors compared to *Pten*^{-/-} prostate tissue. C–F GSEA was conducted for the significantly downregulated genes in *Pten*^{-/-}; *Lonpl*^{KI} prostate tumors compared to the control group.

Figure S6. Proteomic analysis on prostate tissues uncovers the diverse gene expression features induced by *Lonpl*. A Heatmap summarizing differentially expressed proteins identified through proteomic analysis in prostates extracted from WT and *Lonpl*^{KI} mice. B–E GSEA was conducted for the significantly downregulated proteins in *Lonpl*^{KI} prostates compared to the control group. F–H GSEA was conducted

58 for the significantly downregulated proteins in *Pten*^{-/-}; *Lonpl*^{KI} prostate tumors
59 compared to *Pten*^{-/-} prostate tissue.

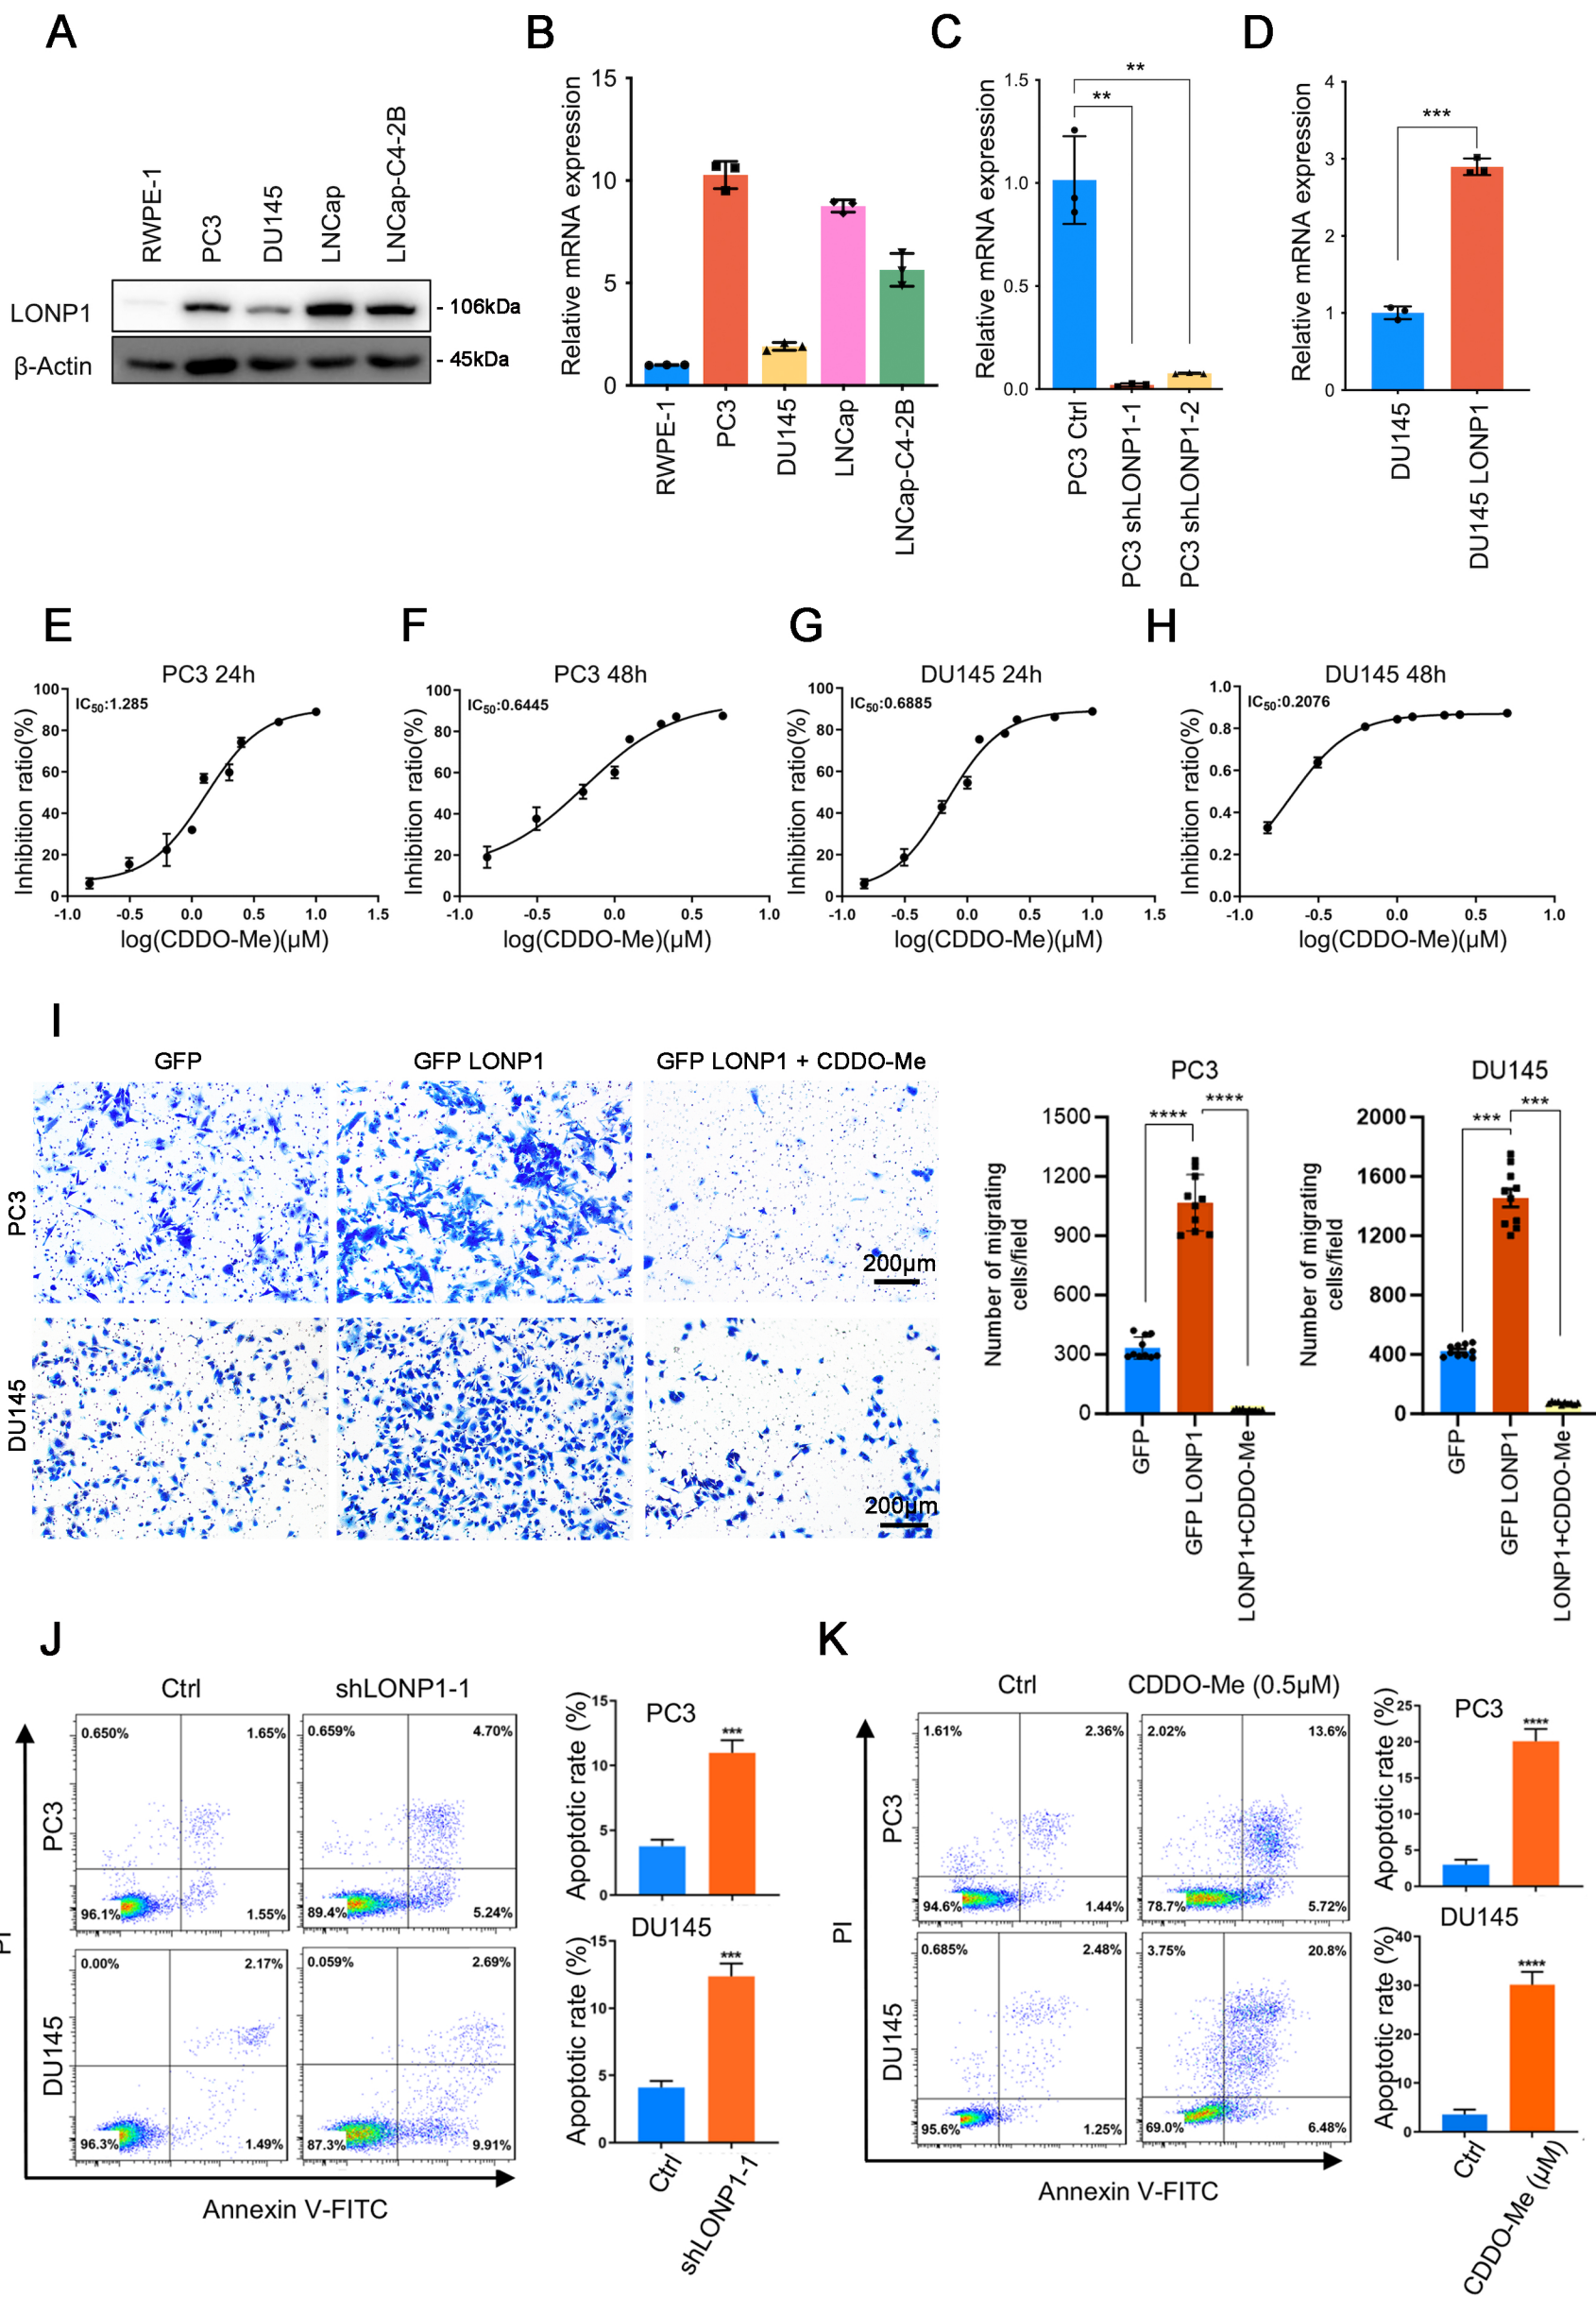

A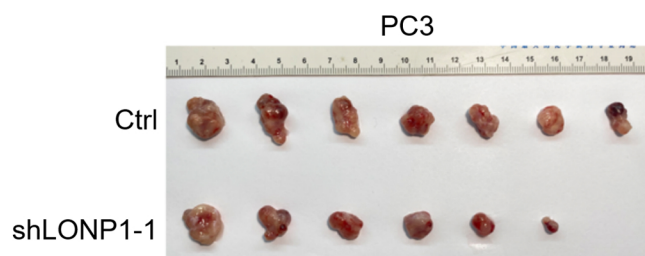**B**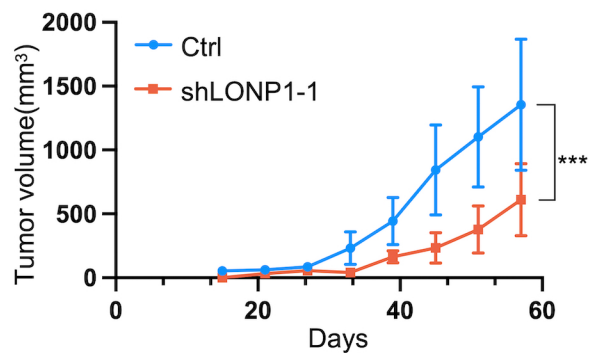**C**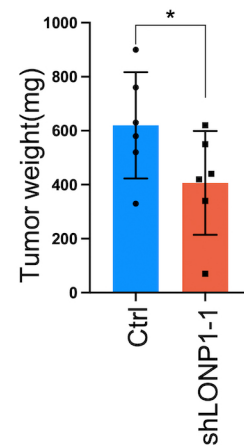**D**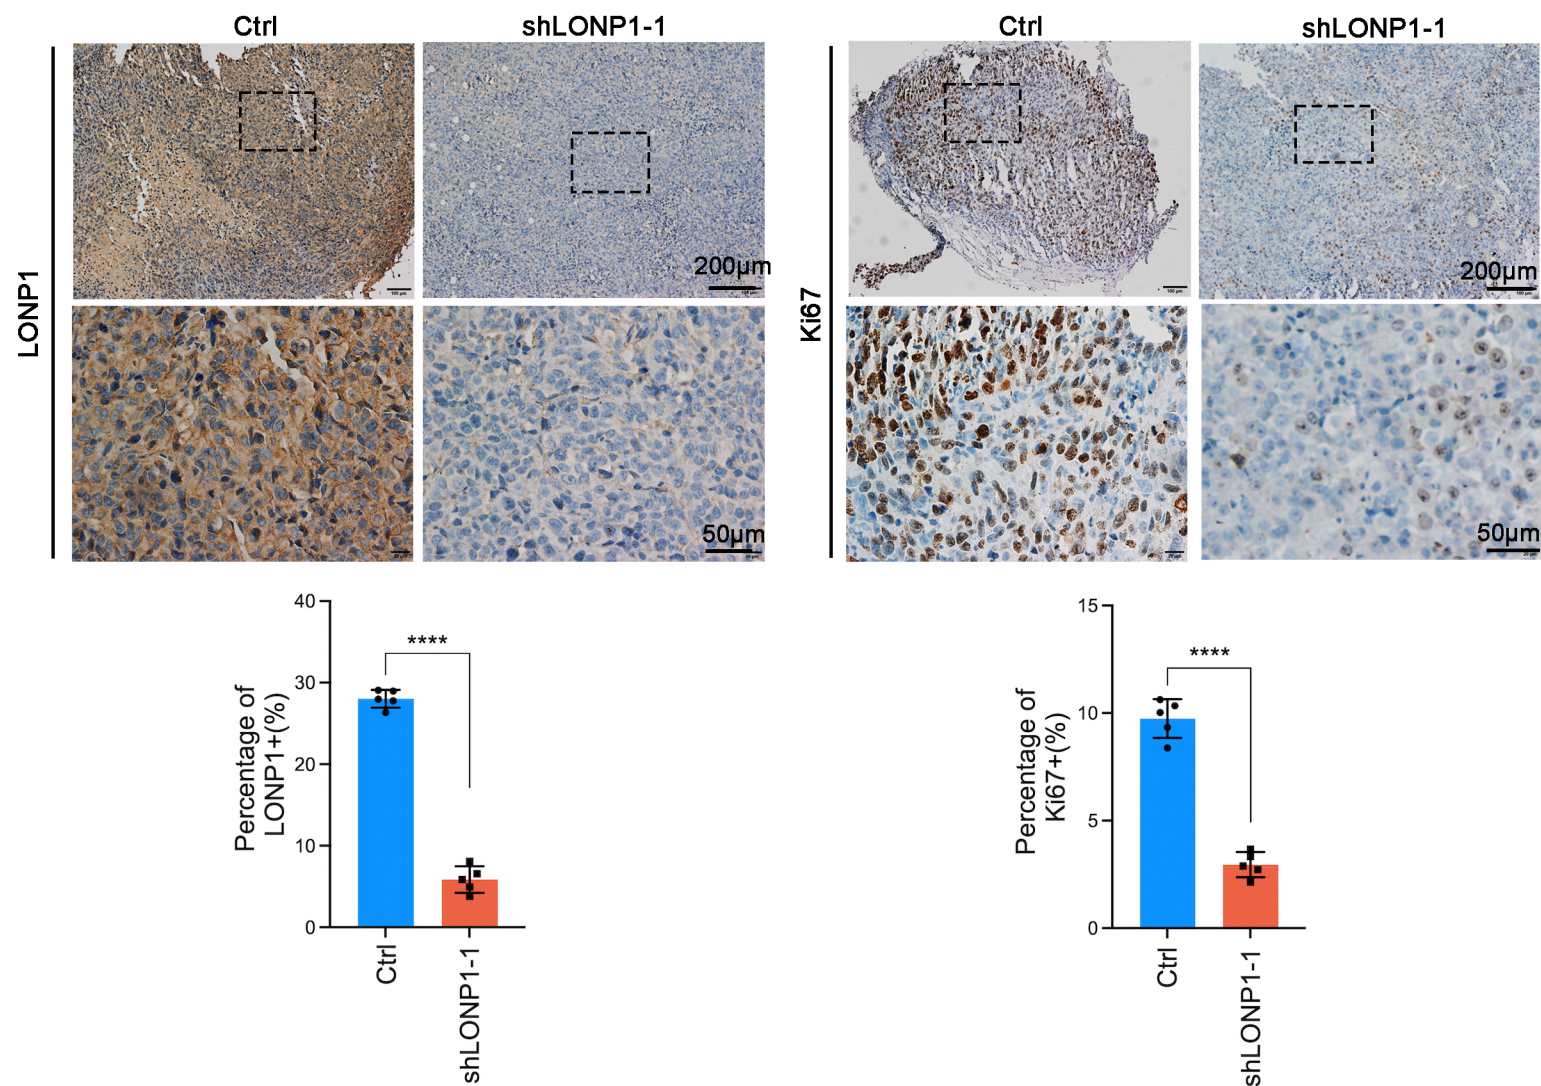

A

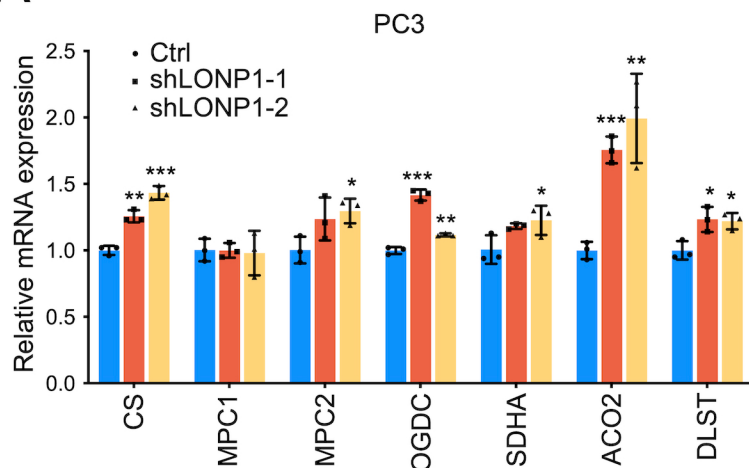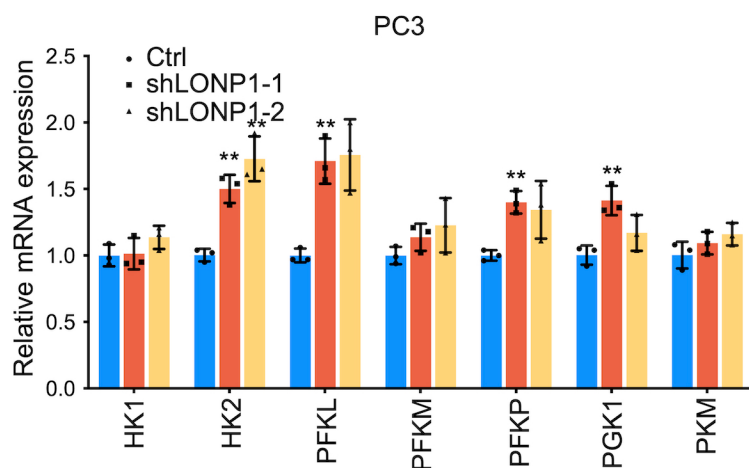

B

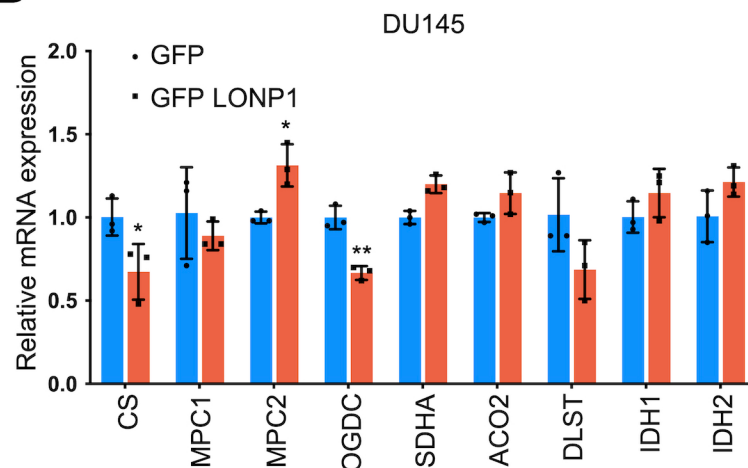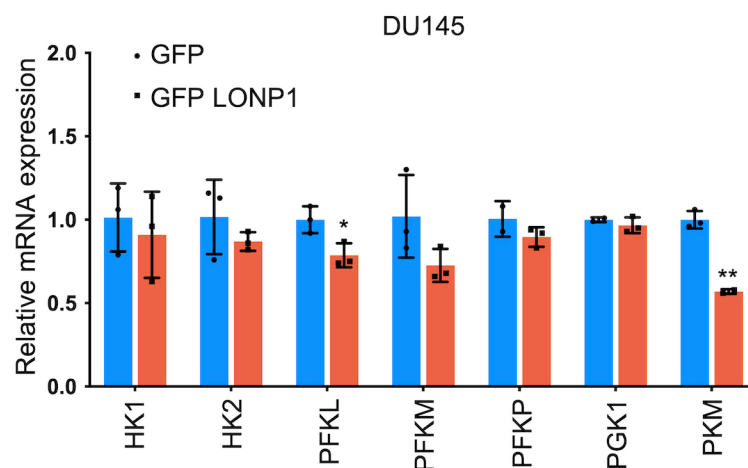

C

shLONP1-2 targeting sequence:
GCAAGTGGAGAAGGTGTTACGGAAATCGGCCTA

↓ synonymous mutation

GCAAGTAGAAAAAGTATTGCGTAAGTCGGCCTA

LONP1 proteolytic site sequence:
Ser(855): CACCCCCAAGGACGGCCCCAAGCGCA
Lys(896): ATCCTGCCTGTTGGTGGCATCAAGGAG

↓ nonsynonymous mutation

S855L: CACCCCCAAGGACGGCCCCACTTGCA
K896P: ATCCTGCCTGTTGGTGGCATCCCTGAG

D

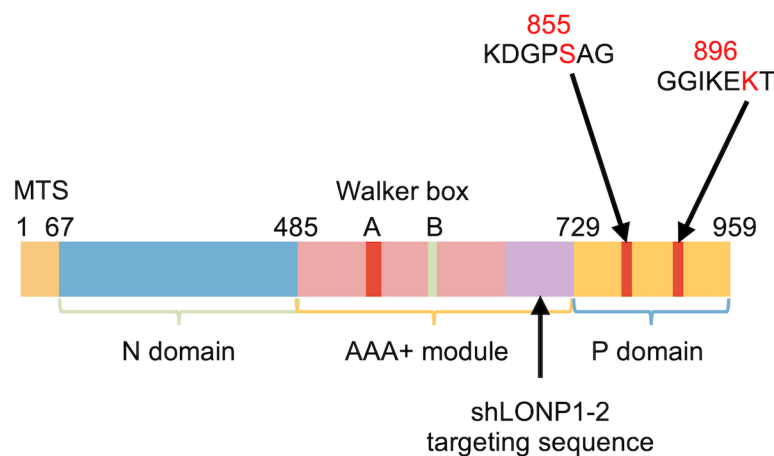

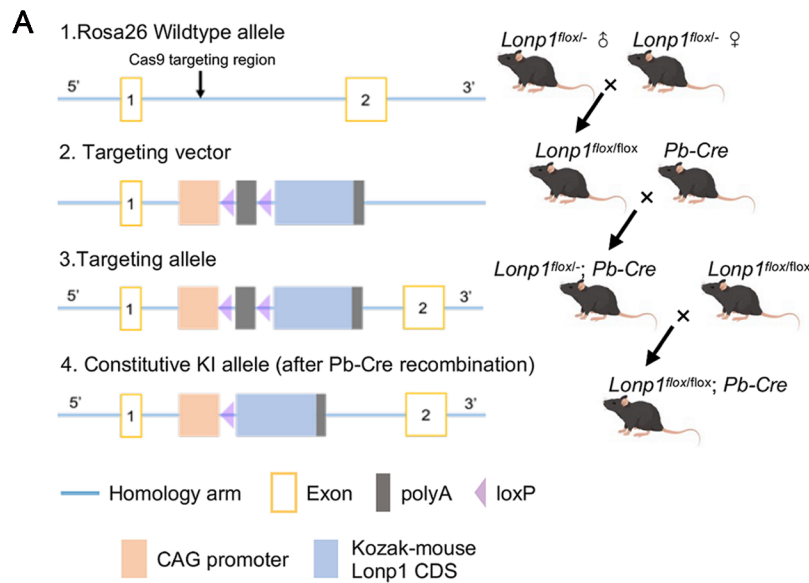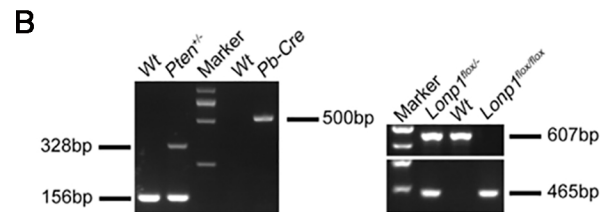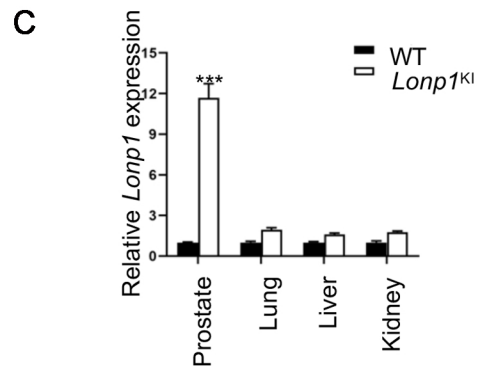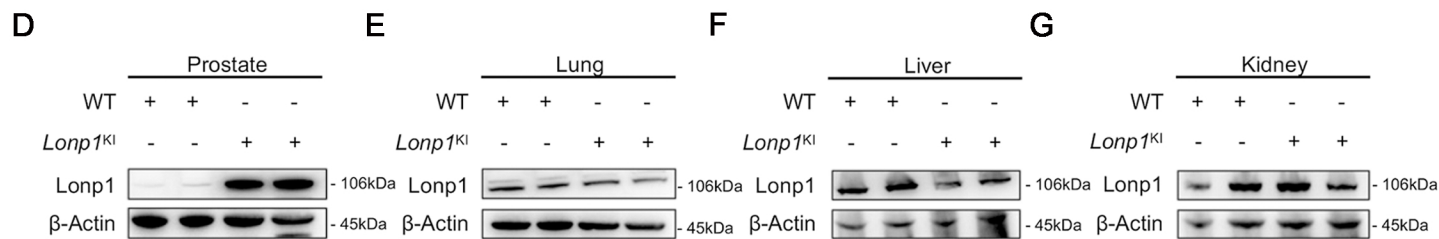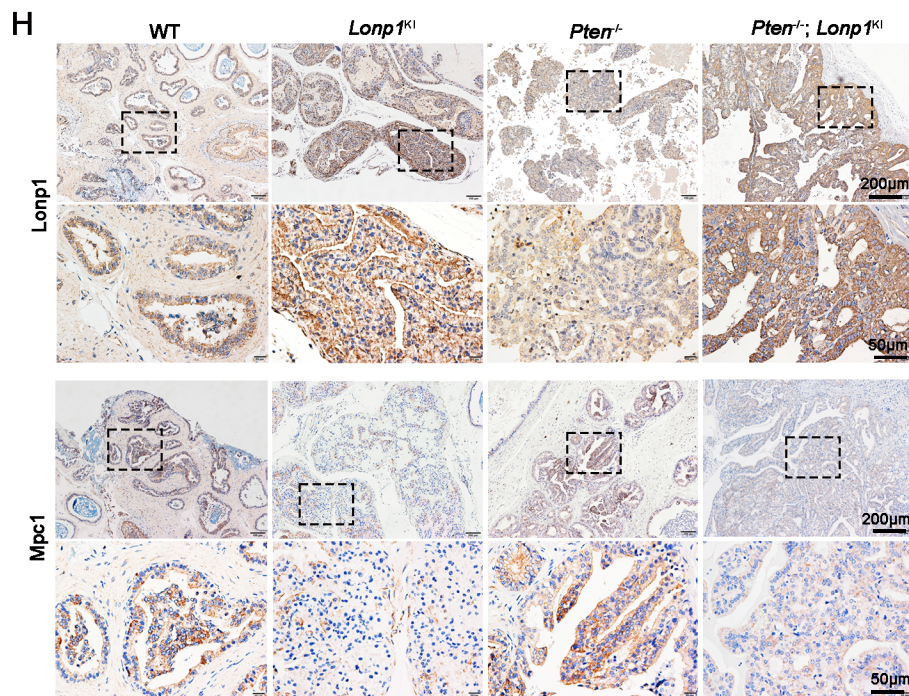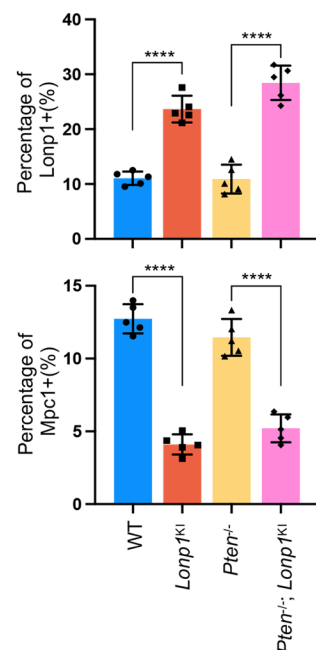

A

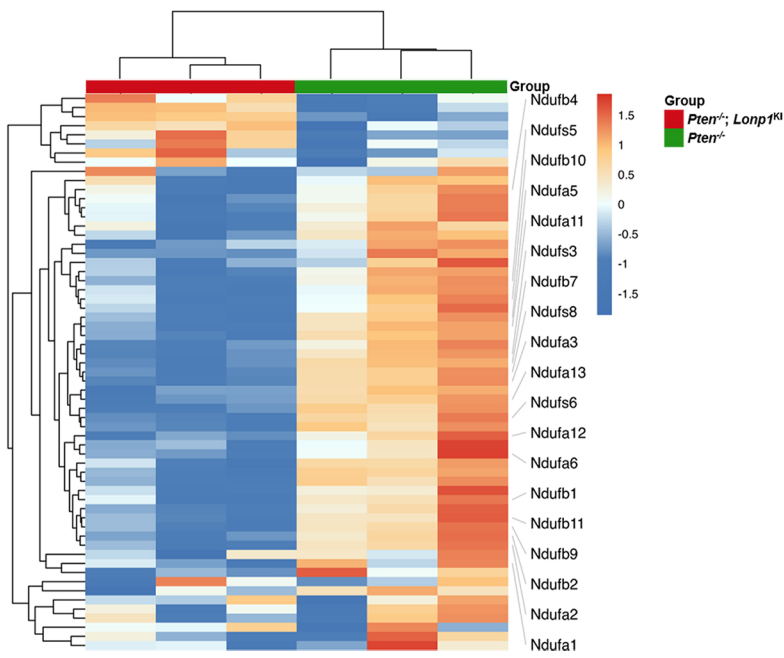

B

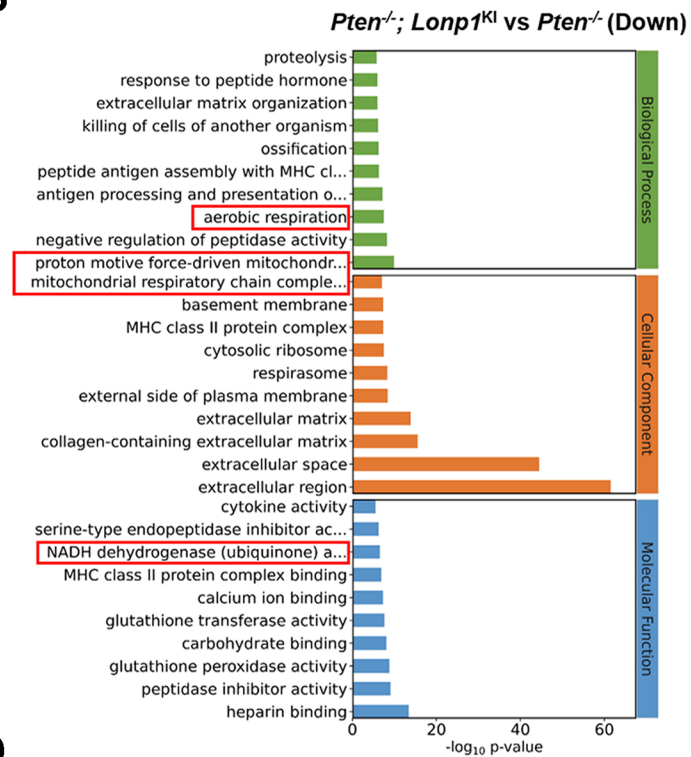

C

NADH dehydrogenase (ubiquinone) activity (GO:0008137)

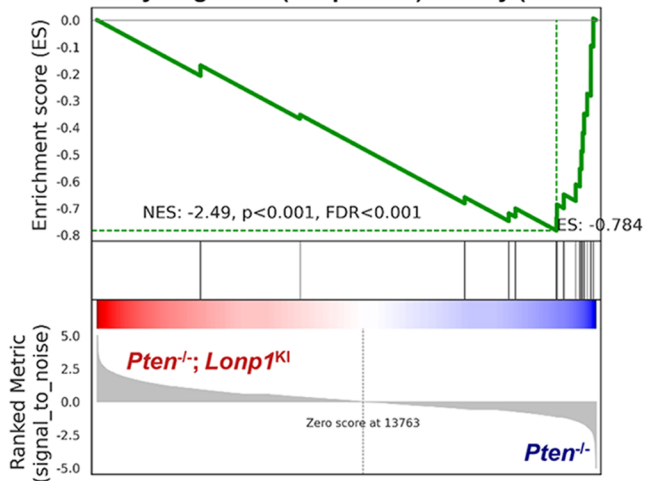

D

Mitochondrial respiratory chain complex I assembly (GO:0032981)

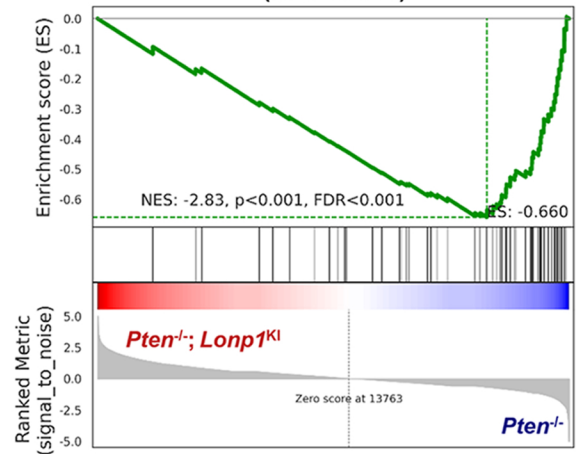

E

Mitochondrial electron transport, NADH to ubiquinone (GO:0006120)

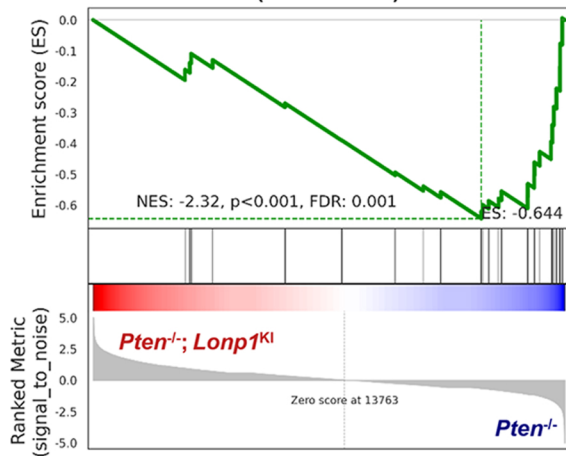

F

Proton motive force-driven mitochondrial ATP synthesis (GO:0042776)

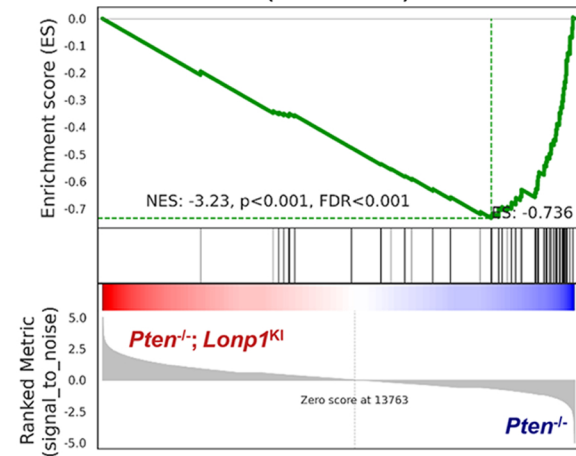

A

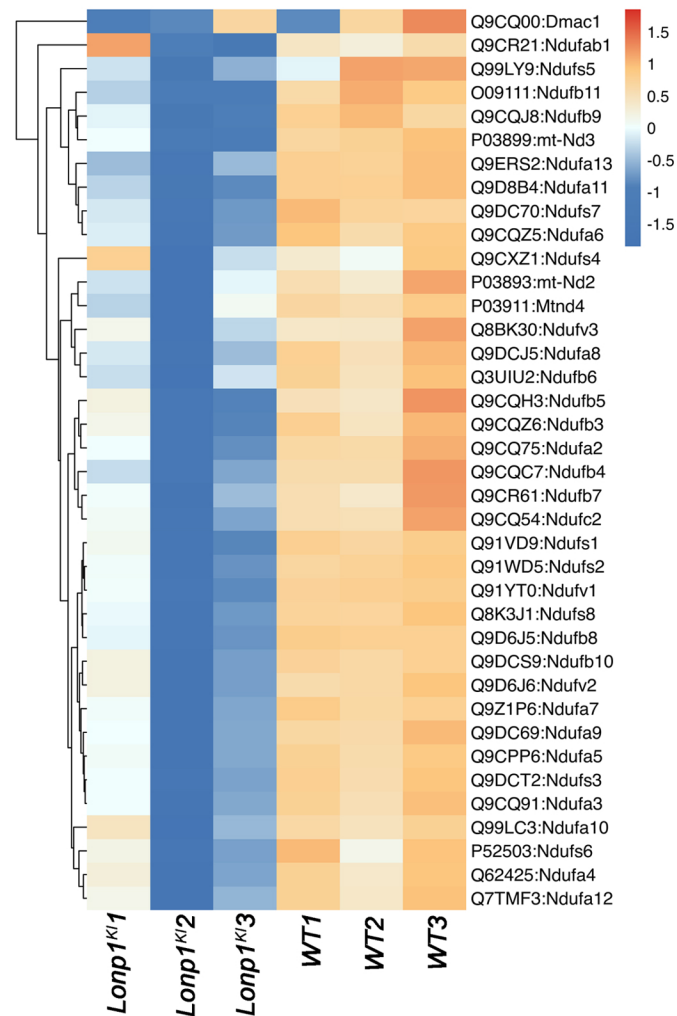

B

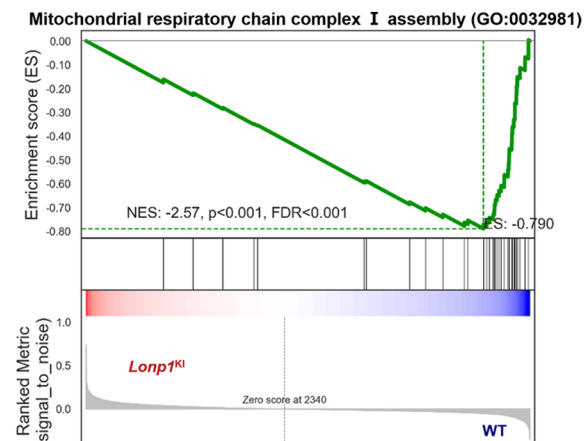

C

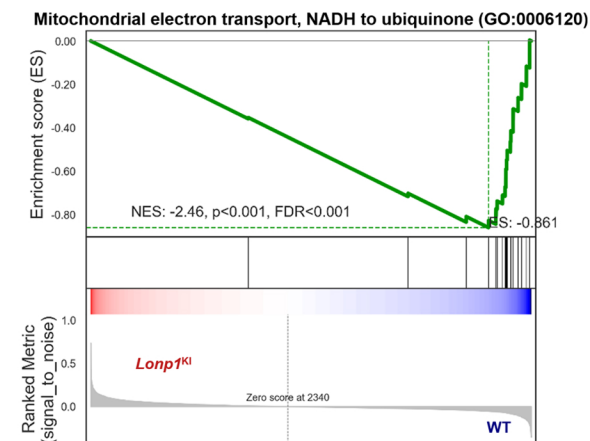

D

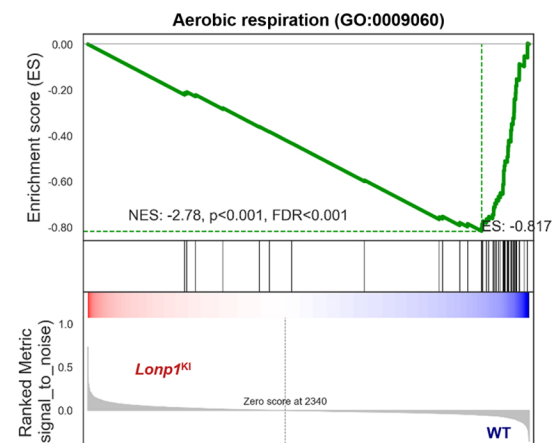

E

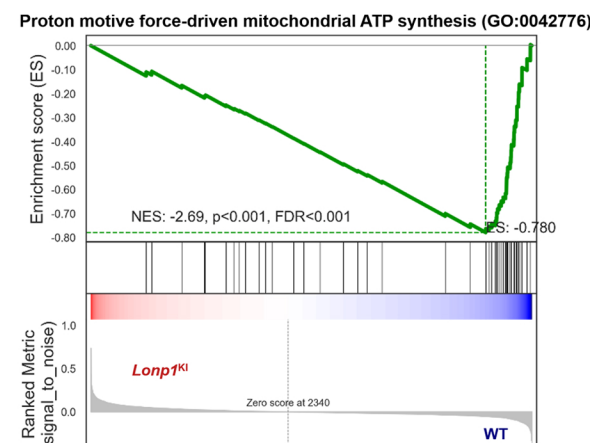

F

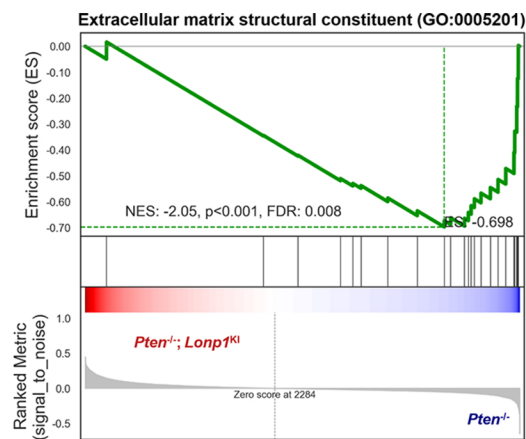

G

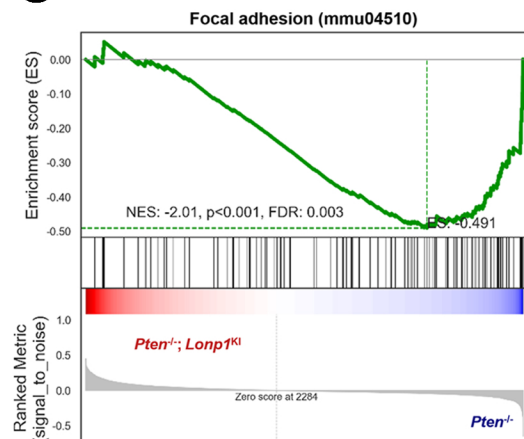

H

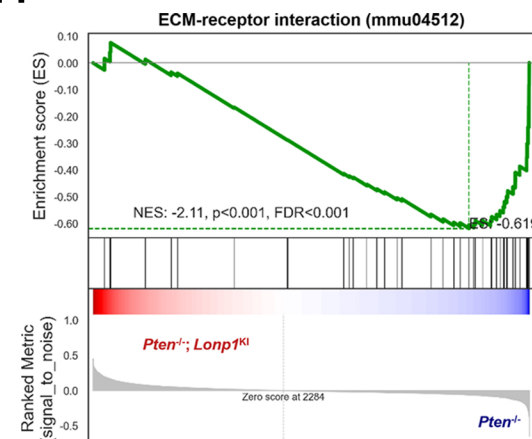

Table S1 qPCR primer sequences of human genes

Gene Symbol	Primer	Sequence 5' → 3'
<i>LONP1</i>	Forward	CCTGACTGCAGAGATCGTGA
	Reverse	CCCATGTCGCTCAGGTAGAT
<i>ACTB</i>	Forward	CATGTACGTTGCTATCCAGGC
	Reverse	CTCCTTAATGTCACGCACGAT
<i>HK1</i>	Forward	GGATCCCTCAACCCTGGAAA
	Reverse	TTCTTTGGCATTGTGGAGGC
<i>HK2</i>	Forward	CAGATGGGACAGAACACGGA
	Reverse	TTCCGGATCAGAGCCACAAC
<i>PFKL</i>	Forward	GTACCTGGCGCTGGTATCTG
	Reverse	CCTCTCACACATGAAGTTCTCC
<i>PFKM</i>	Forward	CCGTTCTGAGTGGAGTGA
	Reverse	AGAGTCAGTGCCAATGGTCA
<i>PFKP</i>	Forward	ATTCGAGGCCTACCTGGGAC
	Reverse	TTGGACACAGTAGCGGGAAC
<i>PGK1</i>	Forward	TGGACGTTAAAGGGAAGCGG
	Reverse	GCTCATAAGGACTACCGACTTGG
<i>PKM</i>	Forward	ATGTCGAAGCCCCATAGTGAA
	Reverse	TGGGTGGTGAATCAATGTCCA
<i>CS</i>	Forward	TTCCGACCCTTACCTGTCCT
	Reverse	ATAGCCTGGAACAACCCGTC
<i>MPC1</i>	Forward	GCGGACTATGTCCGAAGCAA
	Reverse	GGAAGACCCCAGTTGGCTAC
<i>MPC2</i>	Forward	TACCACCGGCTCCTCGATAA
	Reverse	ACAGCAGATTGAGCTGTGCT
<i>OGDC</i>	Forward	GGCCAGATCCAGCTTTGATGA
	Reverse	AGGAGGTCAAAGGGGAATGGC
<i>SDHA</i>	Forward	CCTATGTGGACGTTGGCACT
	Reverse	CACAGTCAGCCTCGTTCAAAG
<i>ACO2</i>	Forward	CAAGAGCTTTGCCAGGATCCAC
	Reverse	GGTGTGGTTCAGGAGGATGGT
<i>DLST</i>	Forward	CGAAGGAGGCACTCCACTTT
	Reverse	GGCATCTGAGTGGGTATGGG

Table S2 The antibodies used in the present study

Antibodies	Source	Identifier
LONP1	Proteintech	15440-1-AP
actin	Proteintech	81115-1-RR
HK1	Cell Signaling Technology	#2024
HK2	Cell Signaling Technology	#2867
PFKP	Cell Signaling Technology	#8164
PKM1/2	Cell Signaling Technology	#3190
PKM2	Cell Signaling Technology	#4053
PDH	Cell Signaling Technology	#3205
LDHA	Cell Signaling Technology	#3582
ACO2	Cell Signaling Technology	#6571
SDHA	Cell Signaling Technology	#11998
CS	Cell Signaling Technology	#14309
IDH1	Cell Signaling Technology	#3997
IDH2	Cell Signaling Technology	#56439
DLST	Cell Signaling Technology	#11954
MPC1	Cell Signaling Technology	#14462
FLAG tag	Proteintech	66008-4-Ig
MYC tag	Cell Signaling Technology	#2276
α -SMA	Cell Signaling Technology	#19245
P63	Abcam	ab124762
AR	Abcam	ab133273
NDUFA13	Abclonal	A5412
NDUFS8	Abclonal	A13034
Ki67	Cell Signaling Technology	#9027
CD8	Abcam	ab217344

Table S3 PCR primer sequences of mice genotyping

Gene Symbol	Primer	Sequence 5' → 3'
<i>Lonpl</i>	Forward 1	AAGCACGTTTCCGACTTGAGTTG
	Reverse 1	GGGTGAGCATGTCTTTAATCTACC
<i>Lonpl</i>	Forward 2	TACTATTGTCACCTGCACTGCTGTC
	Reverse 2	CTTTATTAGCCAGAAGTCAGATGC
<i>Pten</i>	Forward	CAAGCACTCTGCGAACTGAG
	Reverse	AAGTTTTTGAAGGCAAGATGC
<i>Pb-Cre</i>	Forward	CGGTCGATGCAACGAGTGAT
	Reverse	CCACCGTCAGTACGTGAGAT

# Supplementary material for: Lon protease 1-mediated metabolic reprogramming promotes the progression of prostate cancer
**Source:** Cell Death Dis. 2025 Feb 19;16(1):116. doi: 10.1038/s41419-025-07449-8
**Supplement:** Supplementary file 2 — Original Data

Figure 2A

WB original data

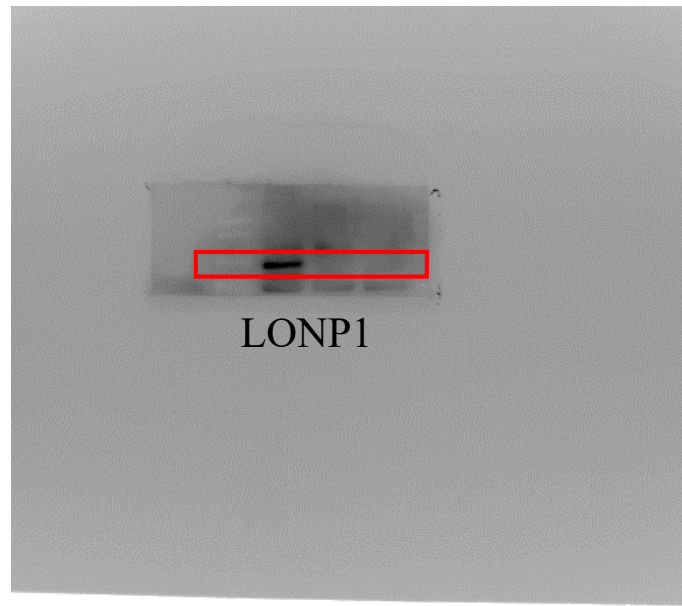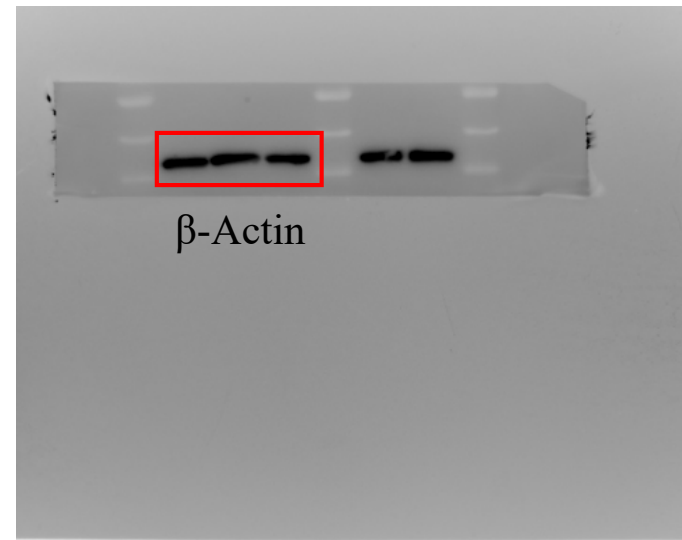

Figure 2B

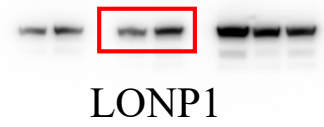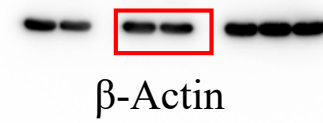

Figure 4C

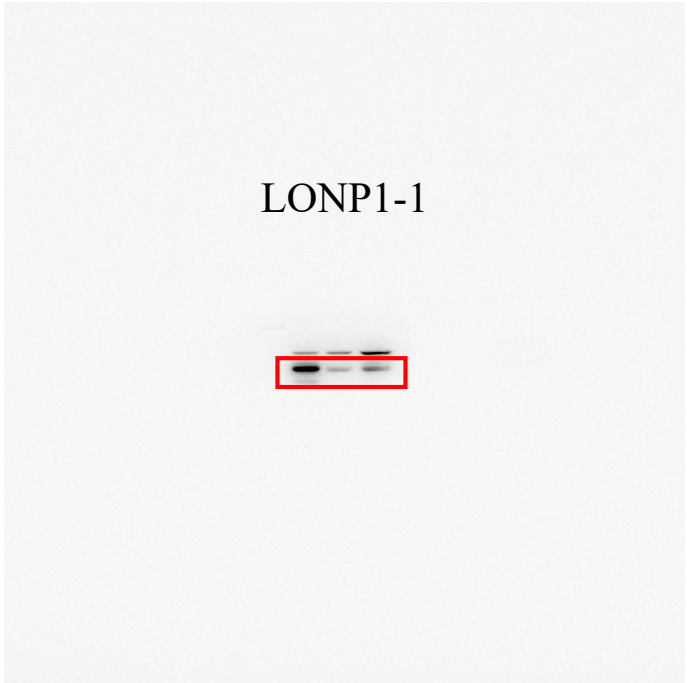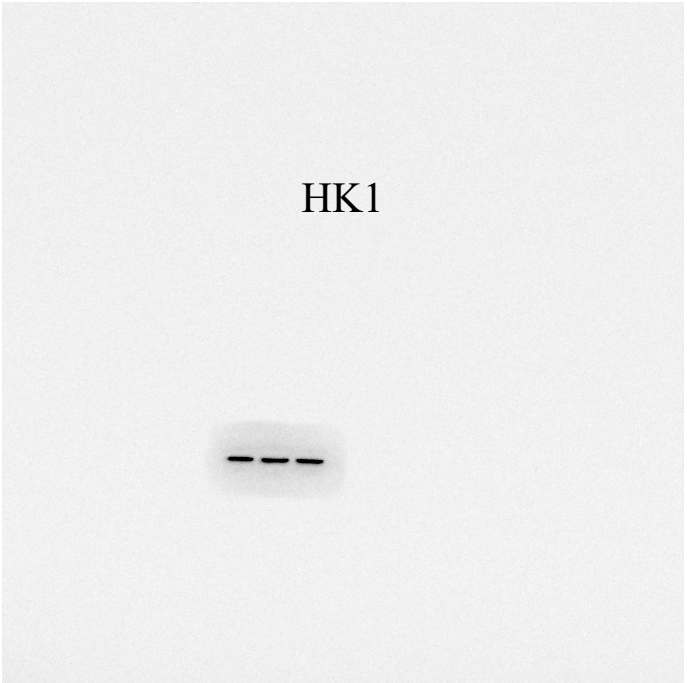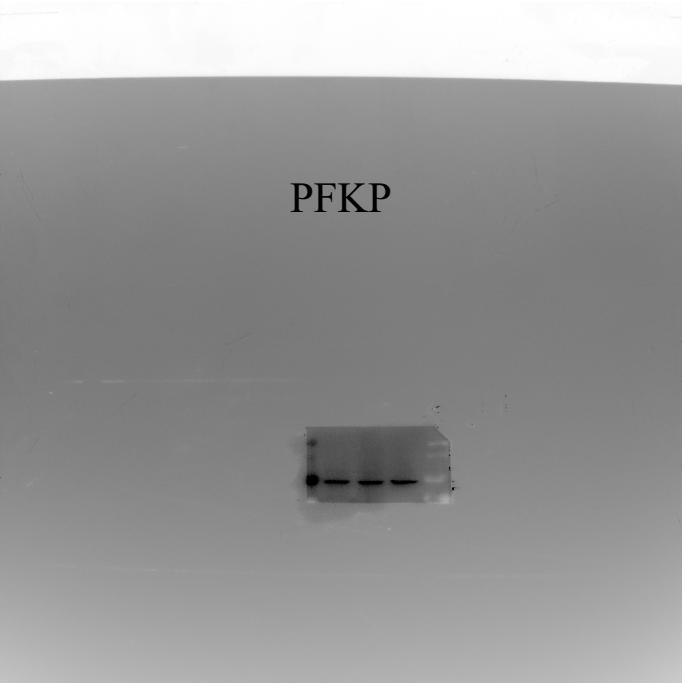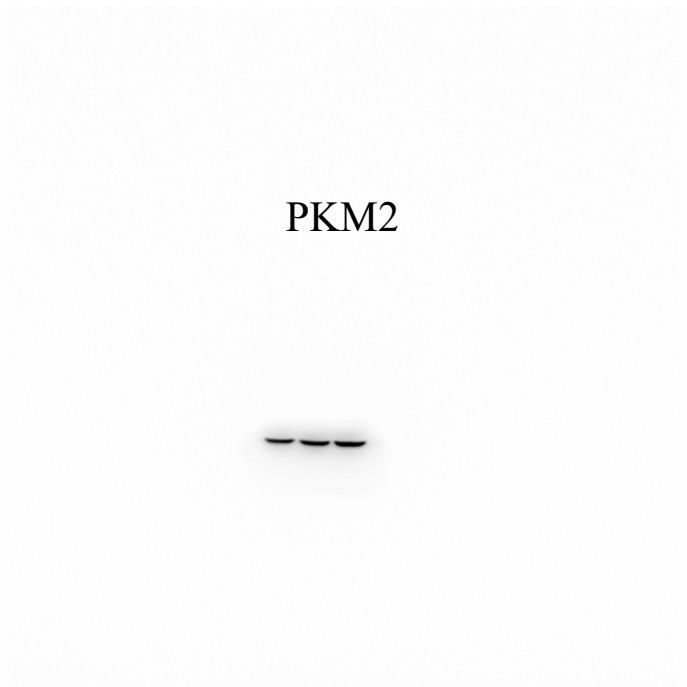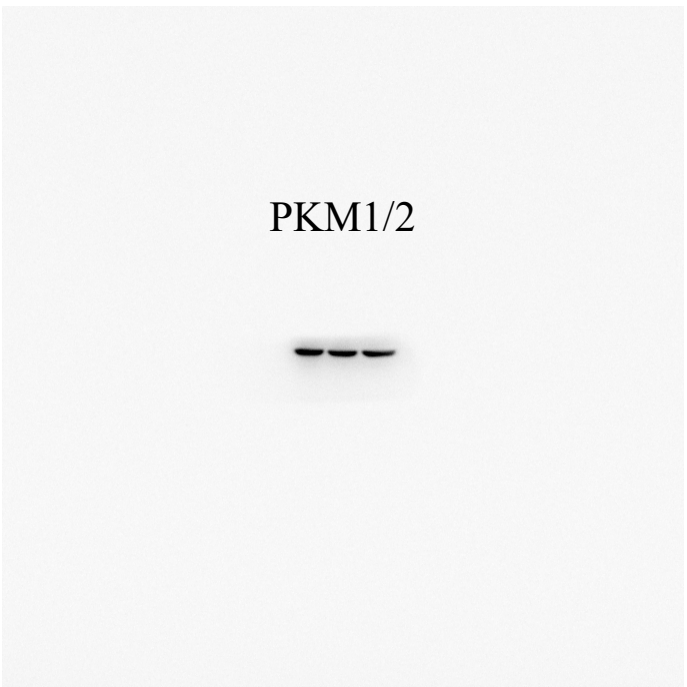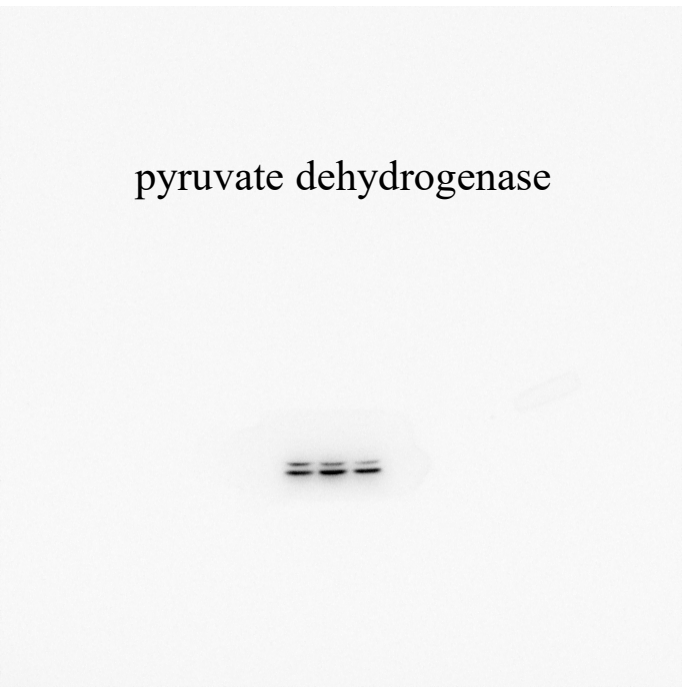

Figure 4C

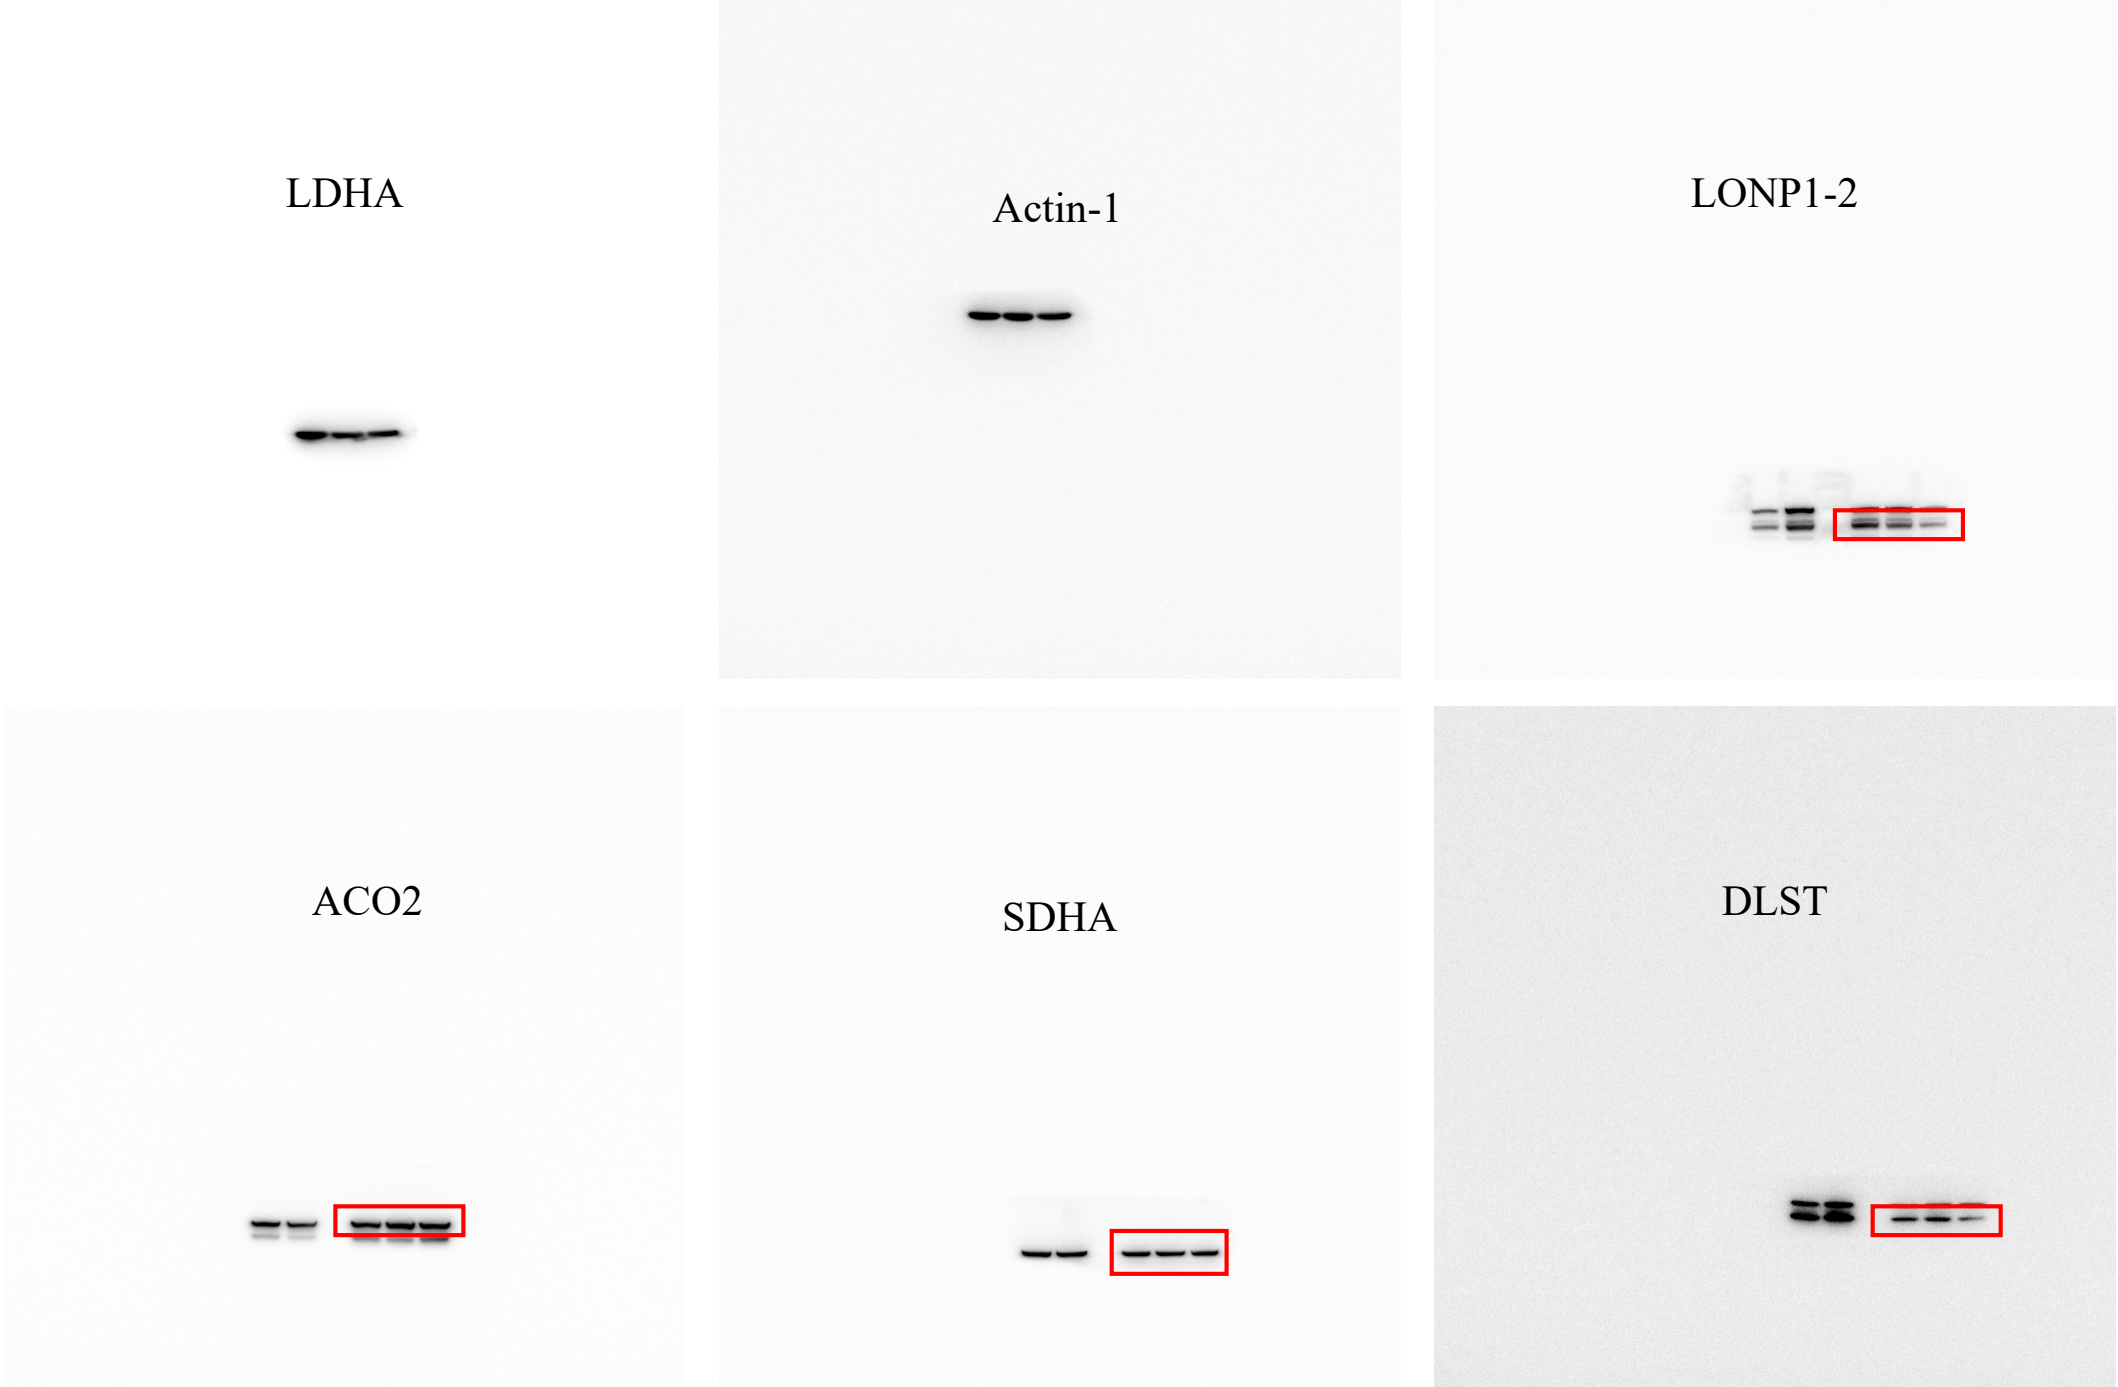

Figure 4C

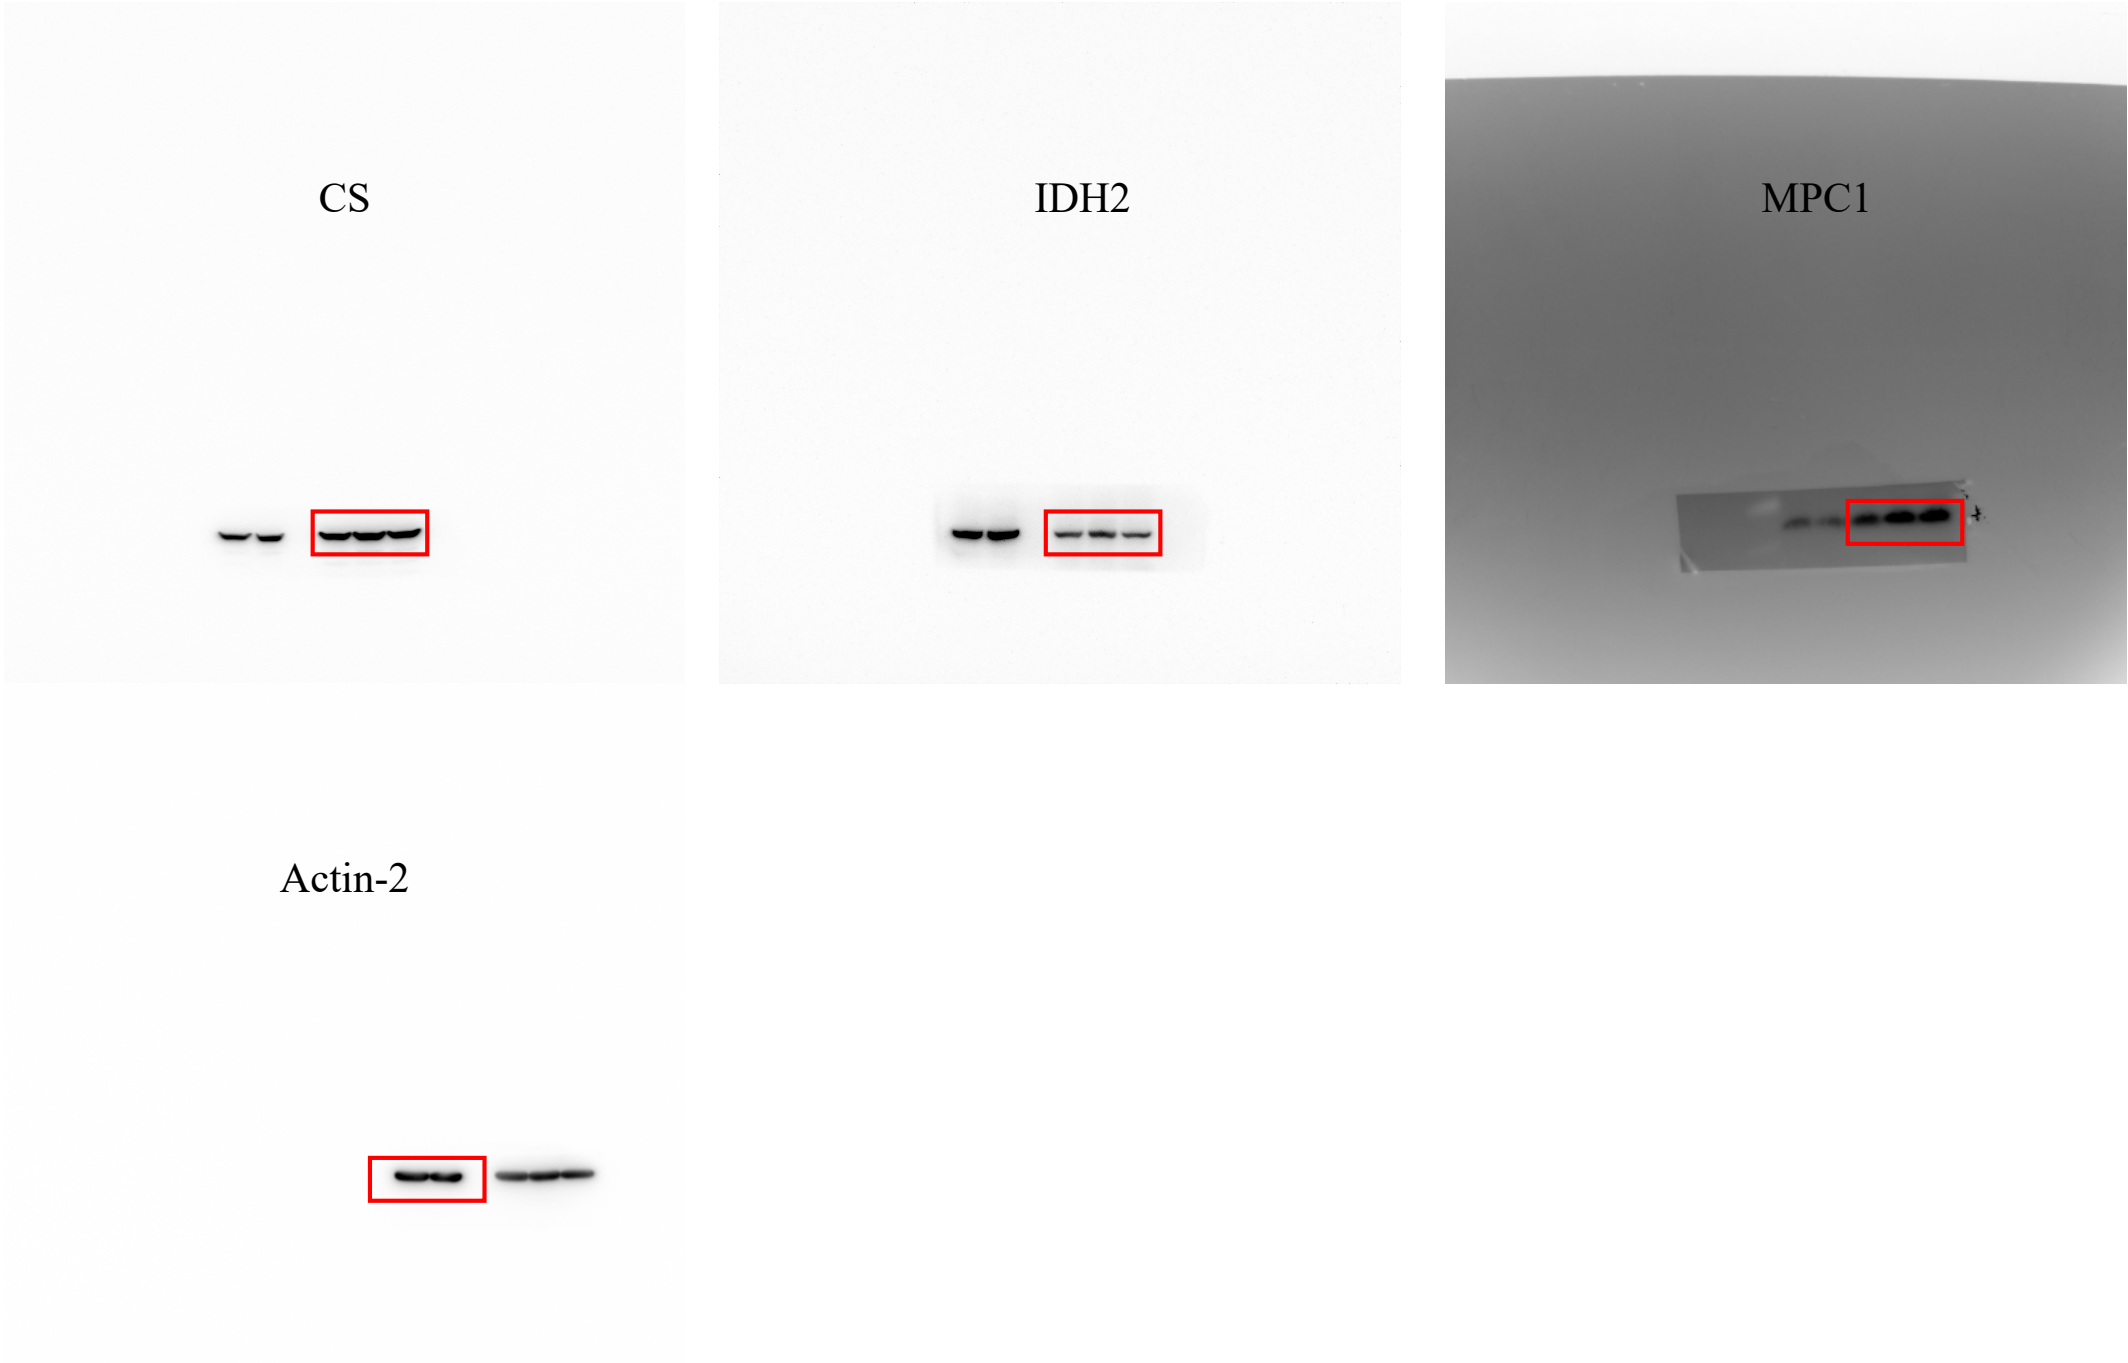

Figure 4D

LONP1-1

HK1

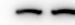

HK2

PFKP

PKM2

PKM1/2

Figure 4D

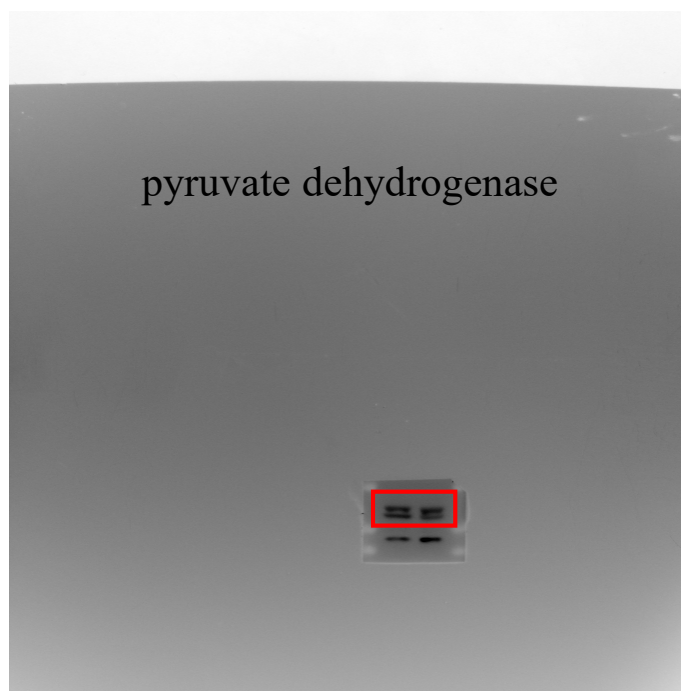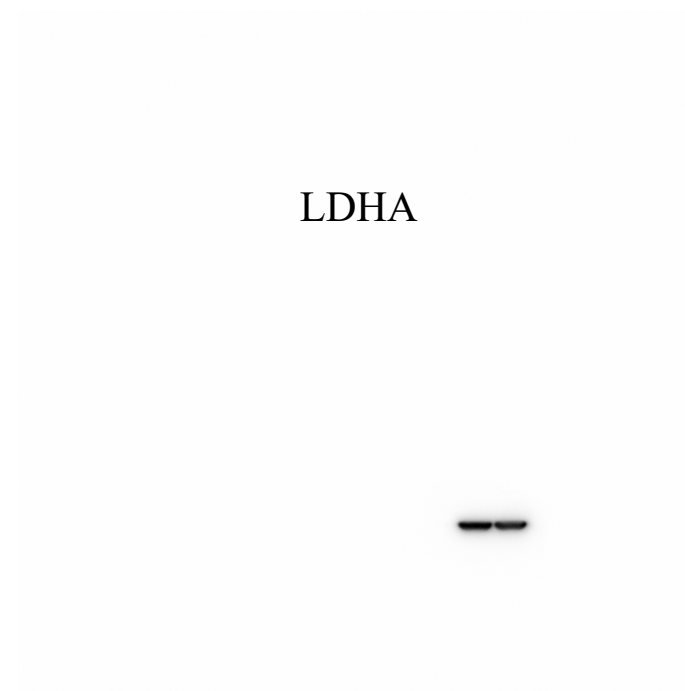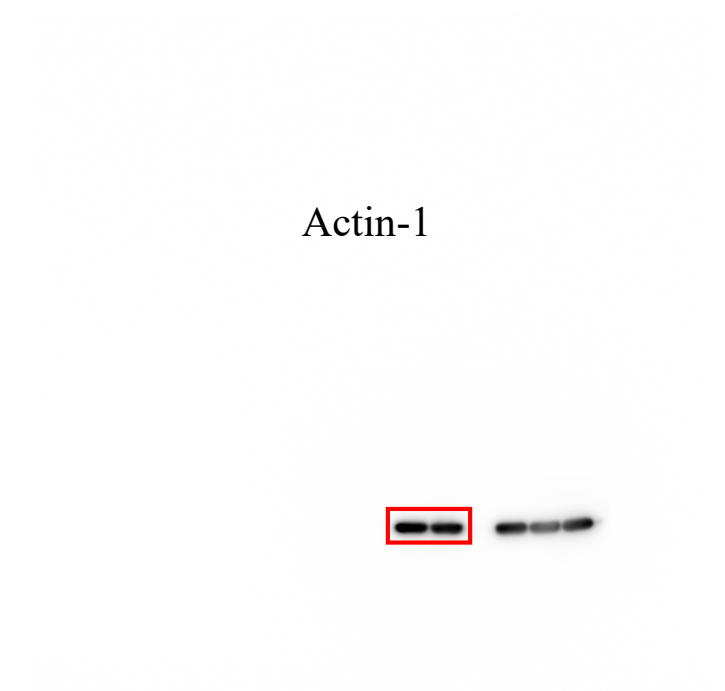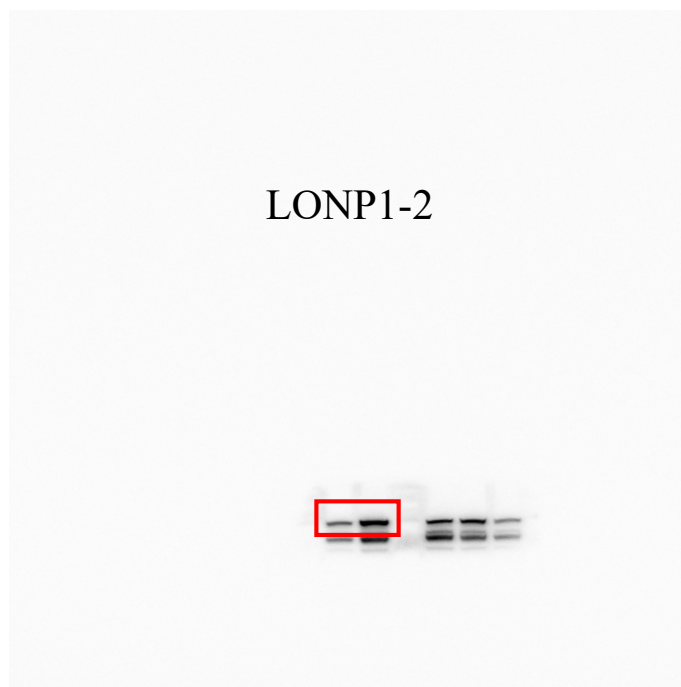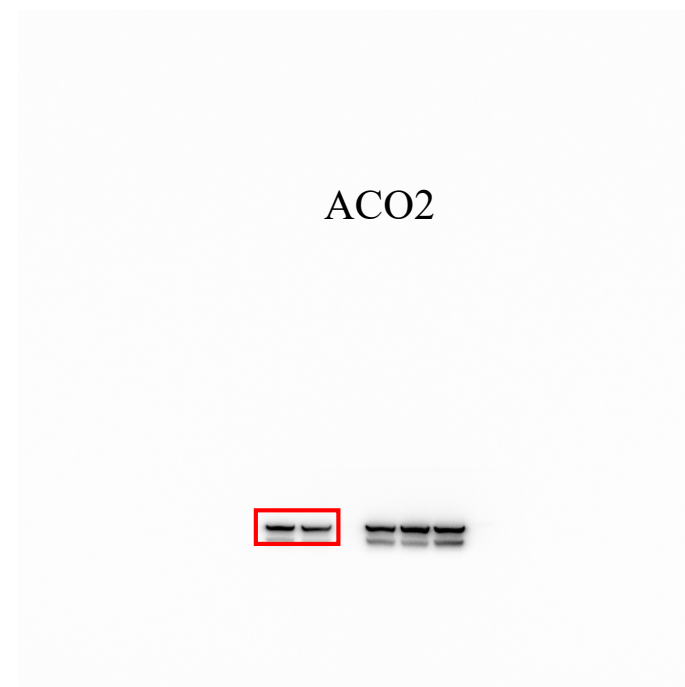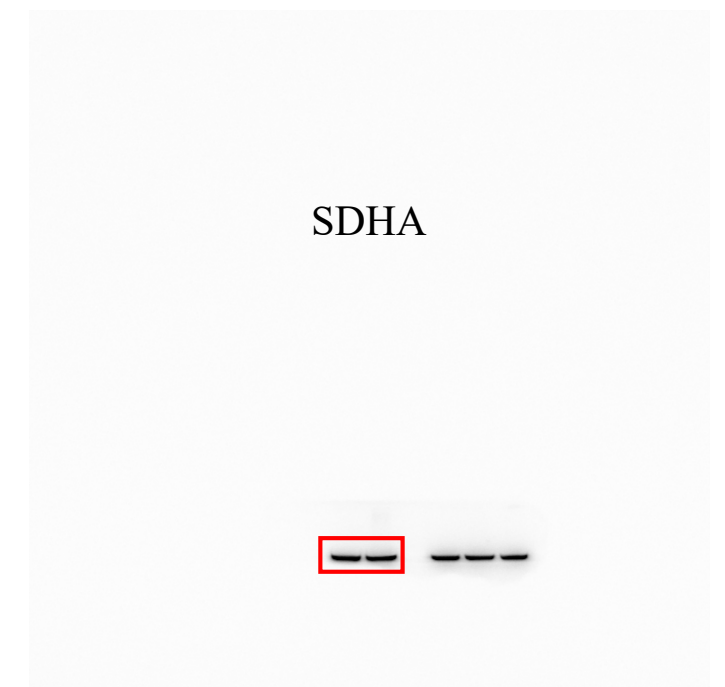

Figure 4D

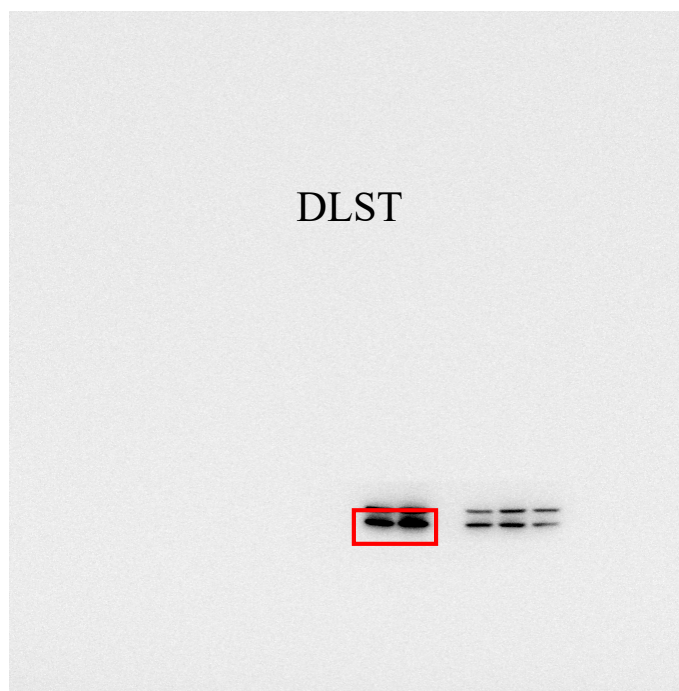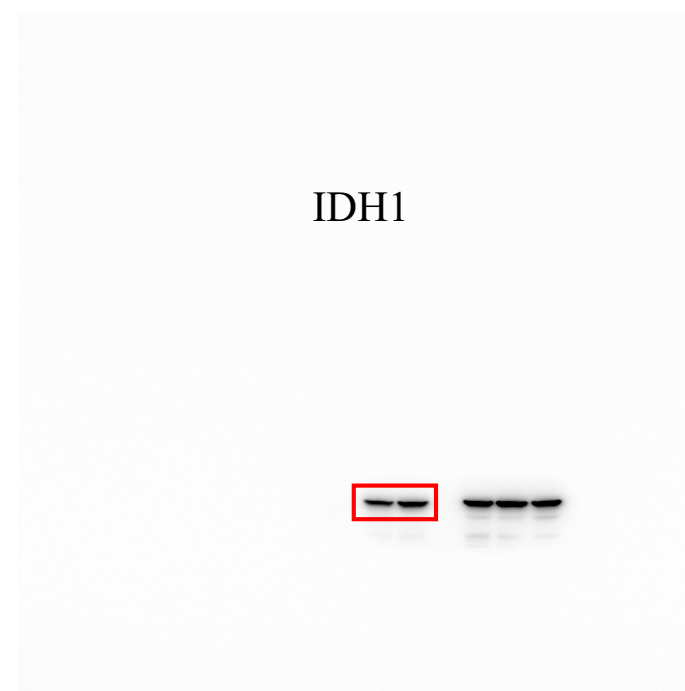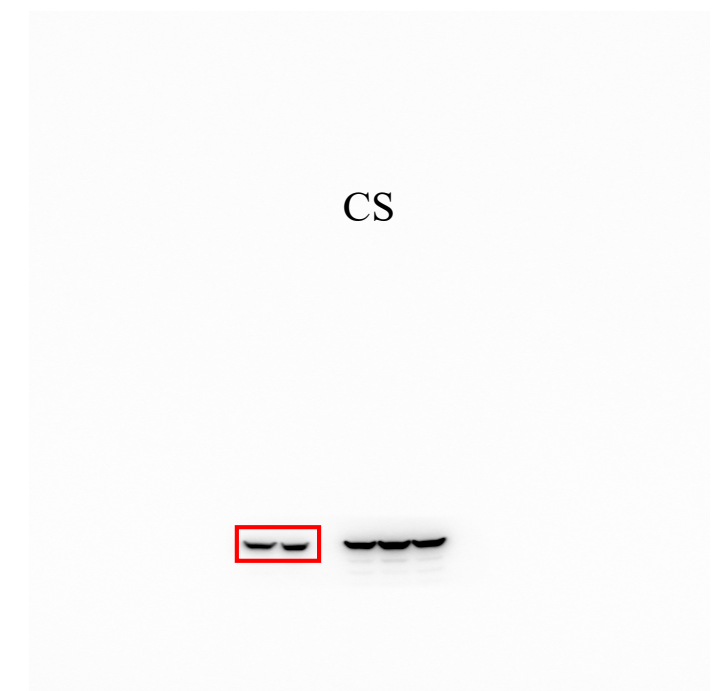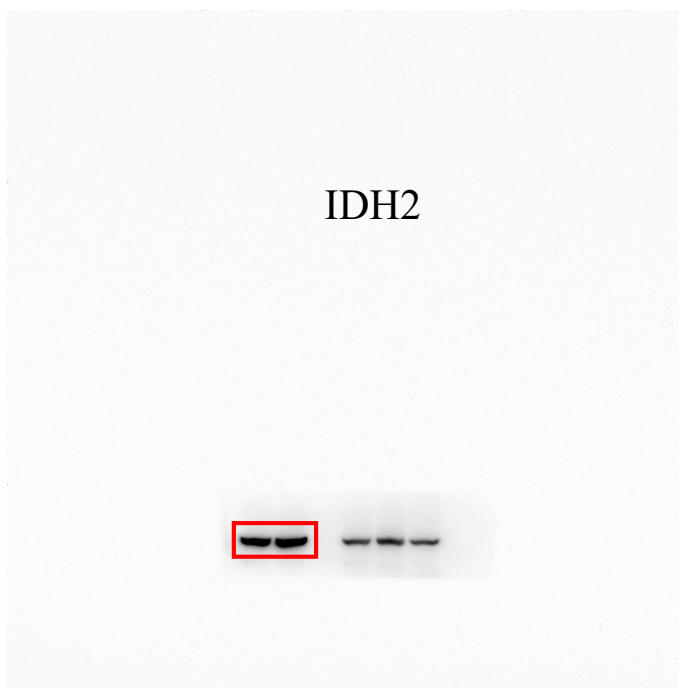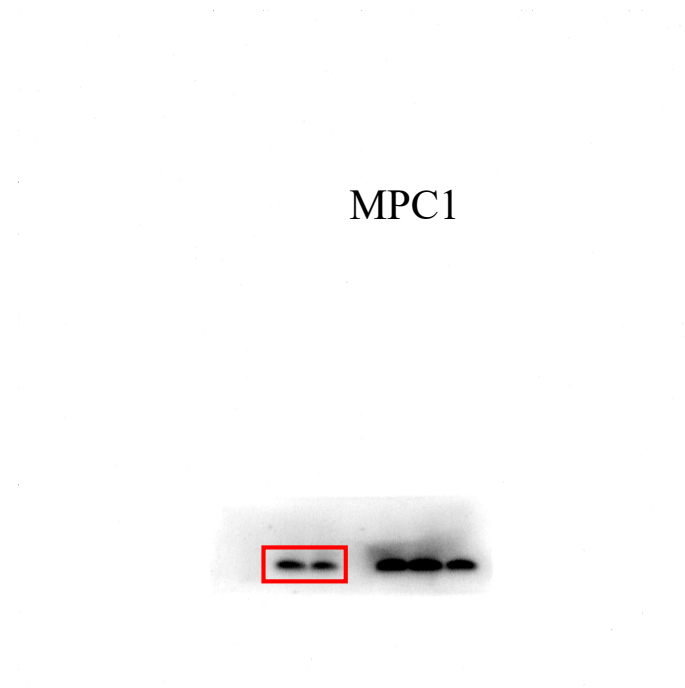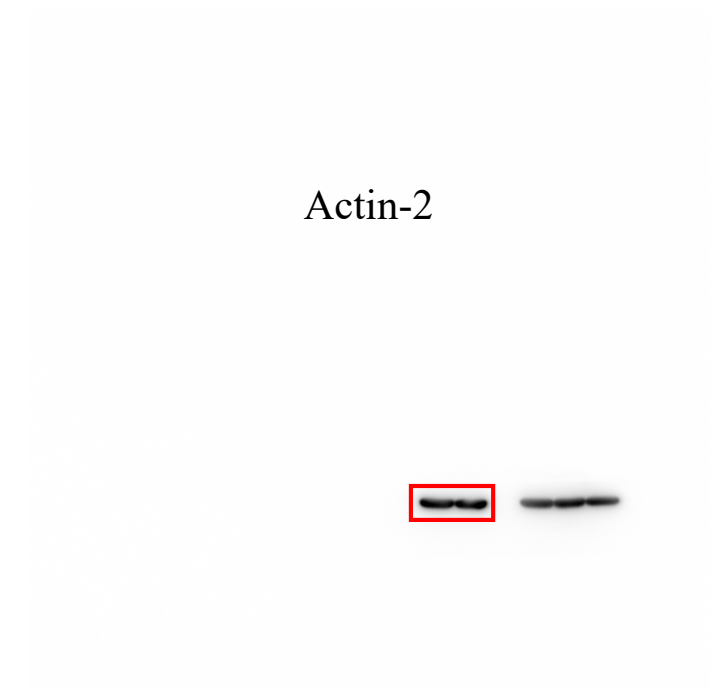

Figure 4F

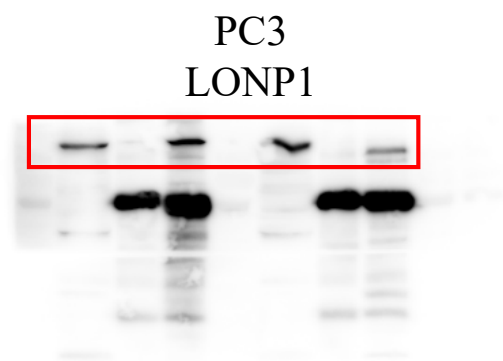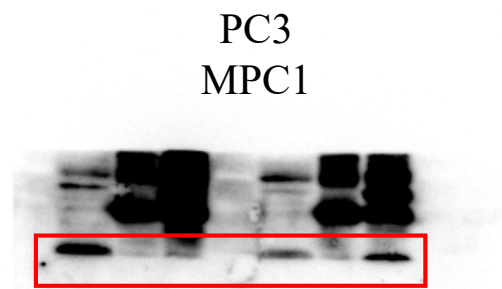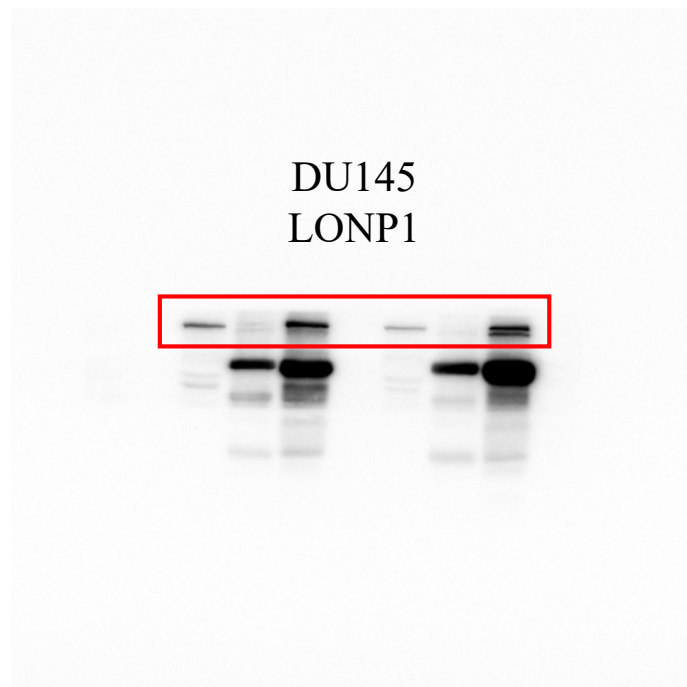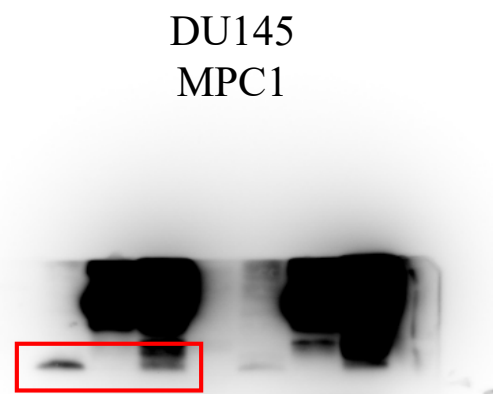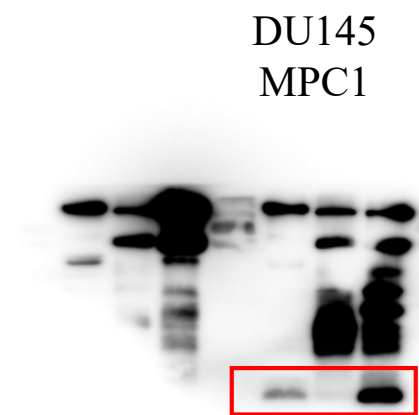

Figure 4G

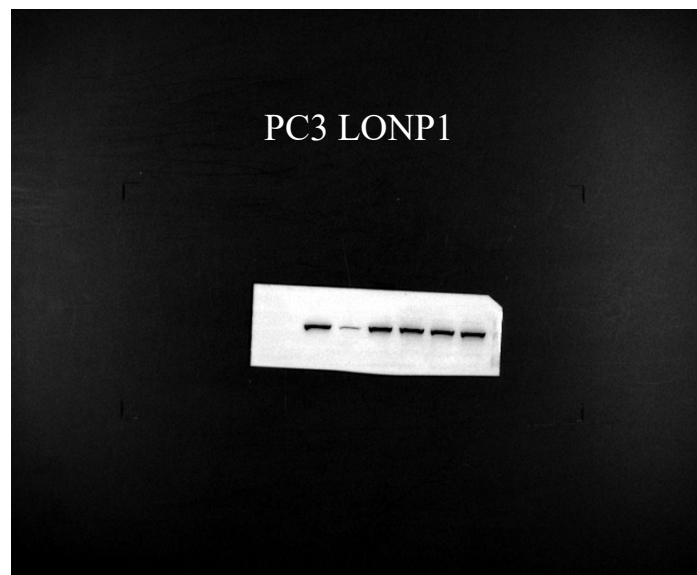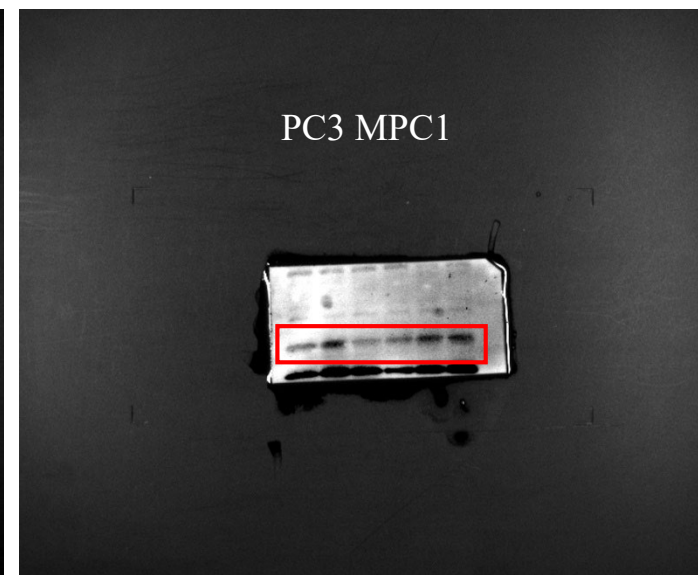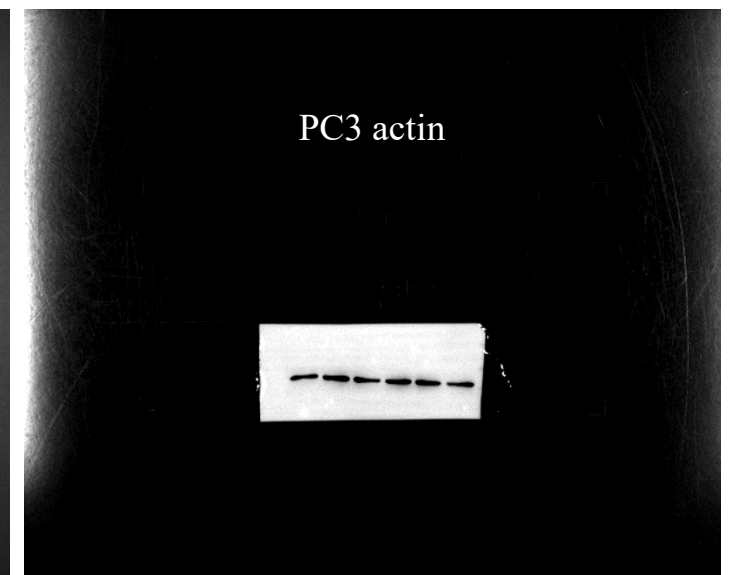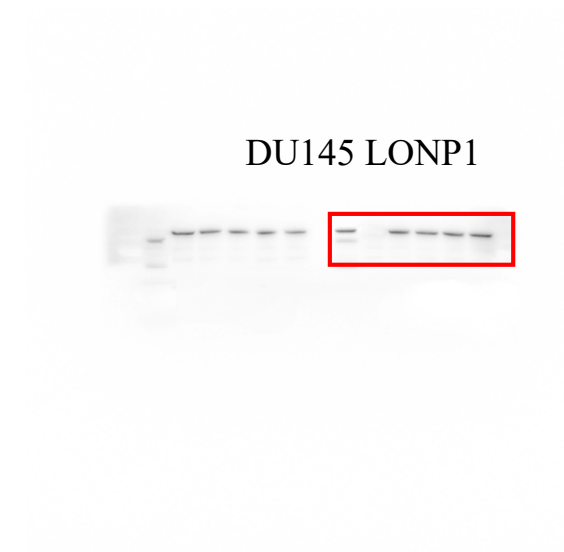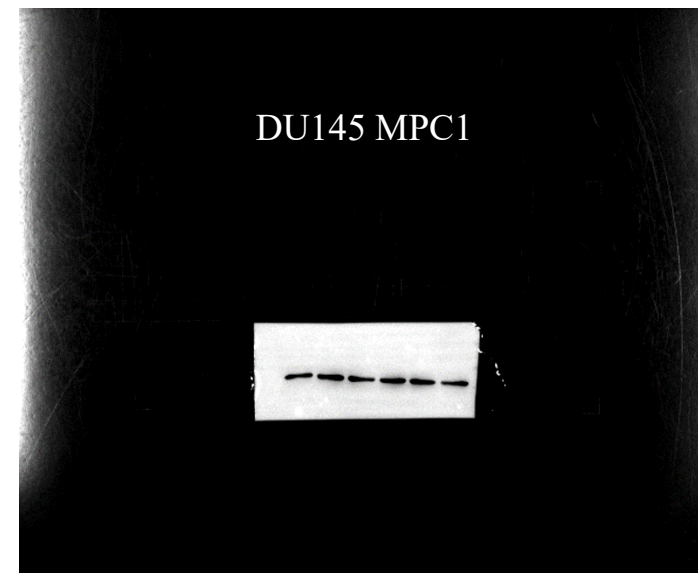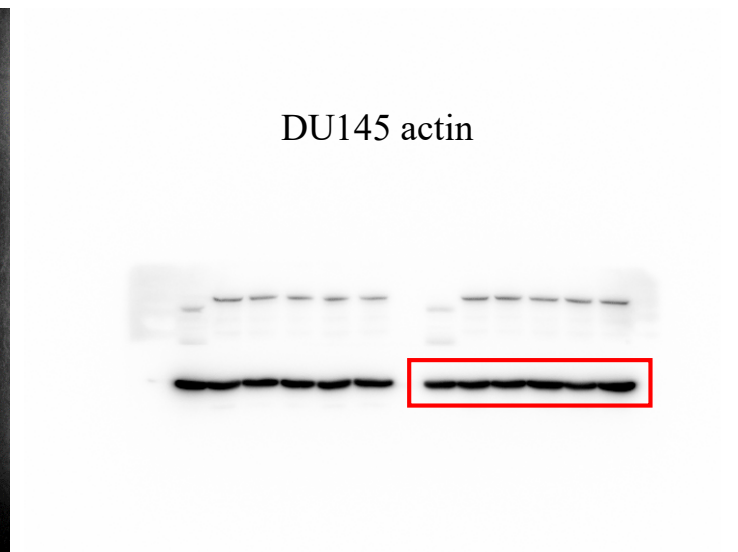

Figure 5A

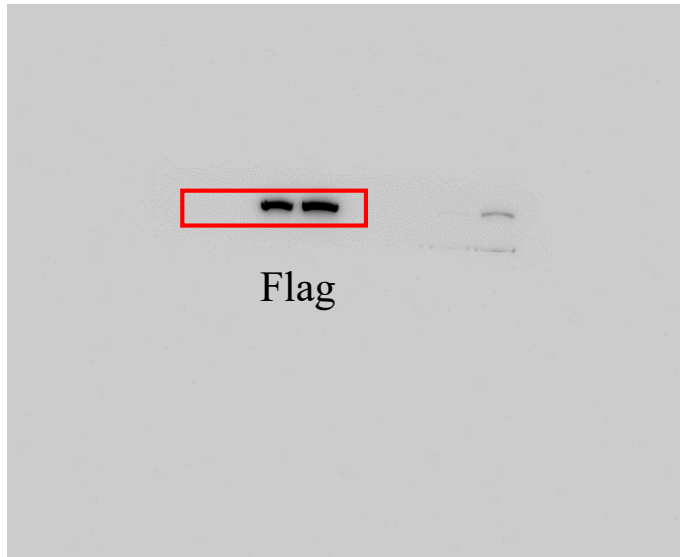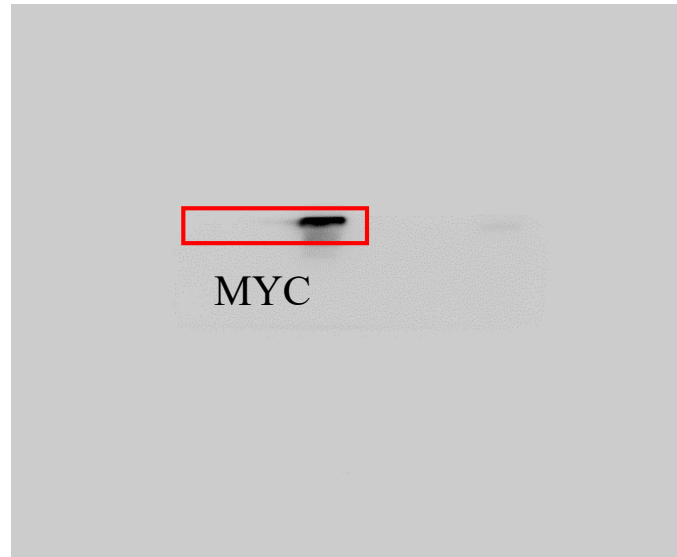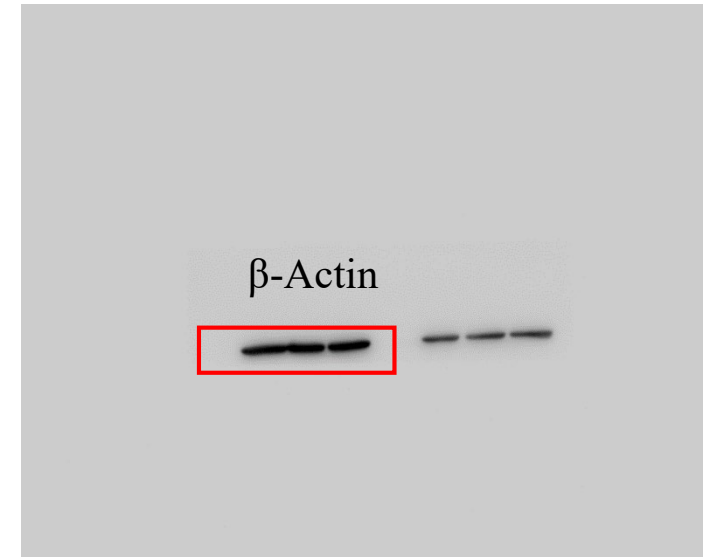

Figure 5B

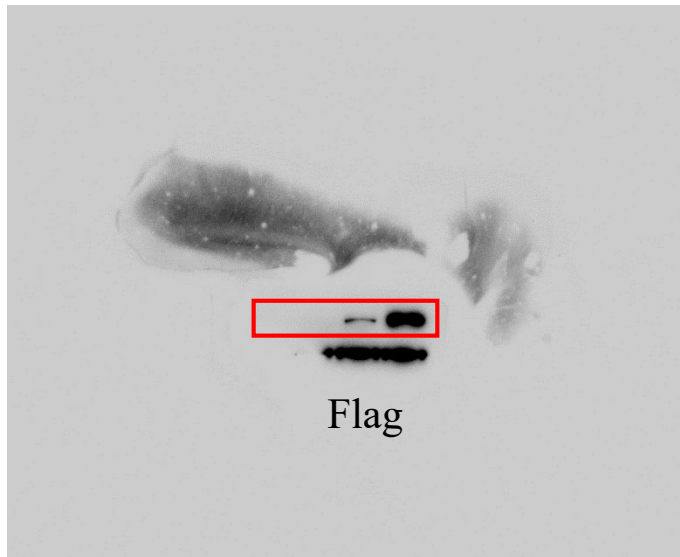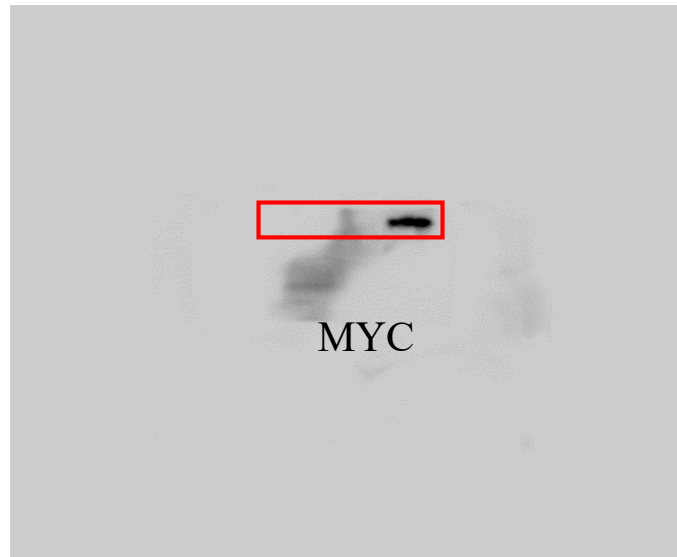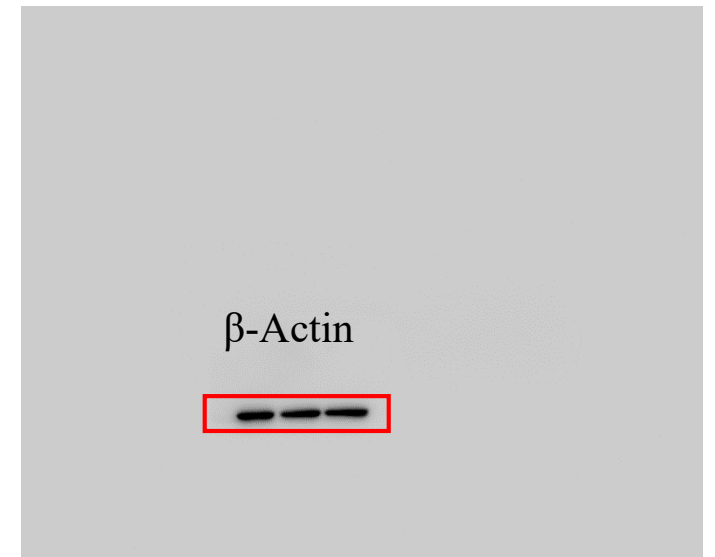

Figure 5G

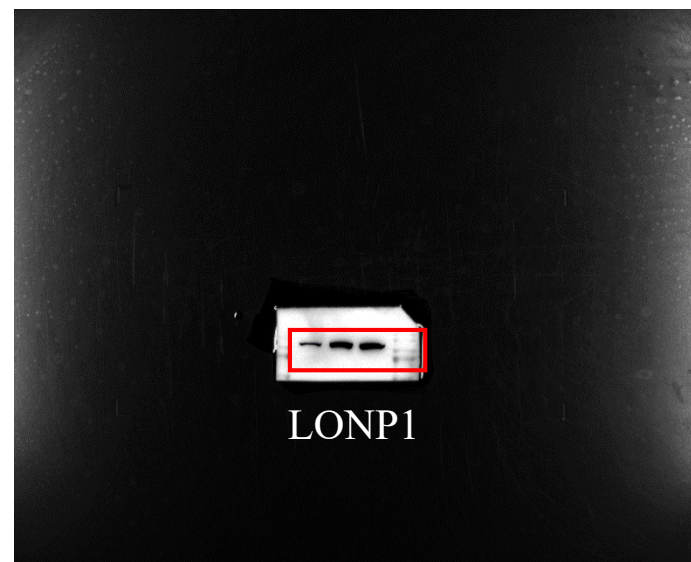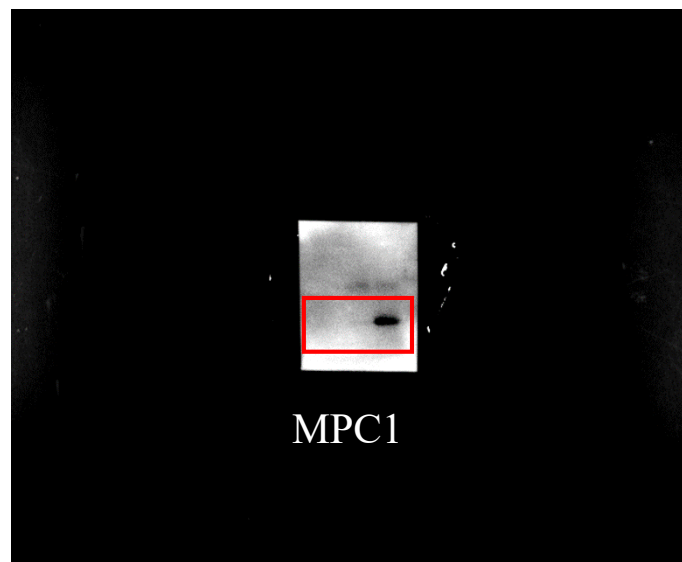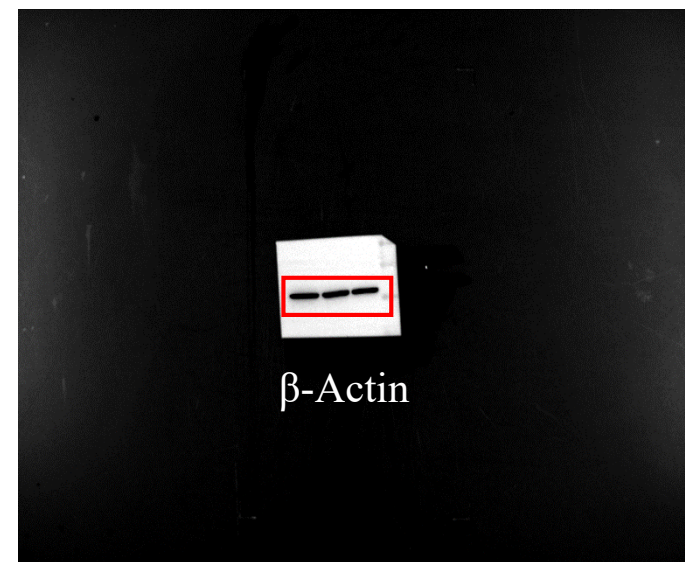

Figure S1A

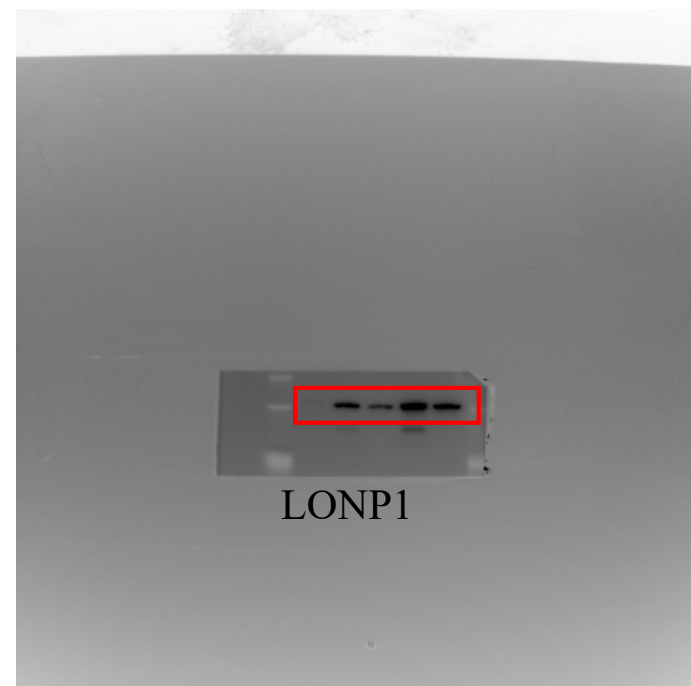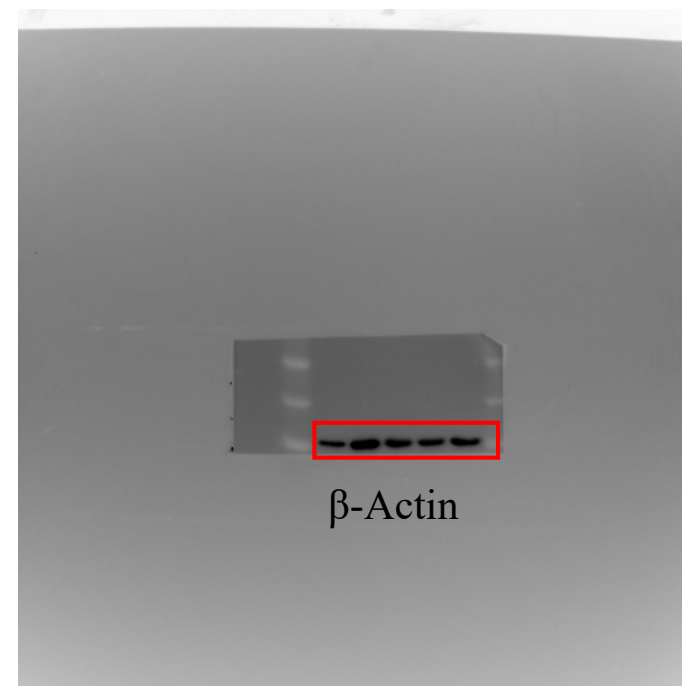

Figure S4D

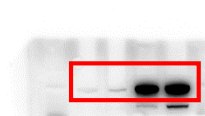

LONP1

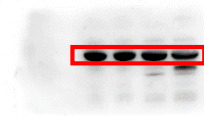

β -Actin

Figure S4E

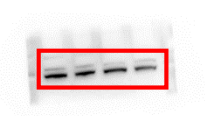

LONP1

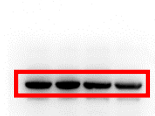

β -Actin

Figure S4F

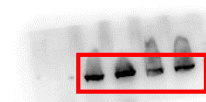

LONP1

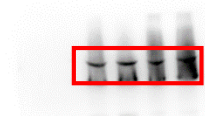

β -Actin

Figure S4G

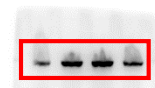

LONP1

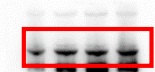

β -Actin

qPCR original data-FigureS1 cell lines

Experiment: 20180208 YMF lonp1 si Selected Filter: SYBR Green I / HRM Dye (465-510)

Include	Color	Pos	Name	Cp	Concentratio	Standard
TRUE		255 A1	Sample 1	12.99		0
TRUE		255 A2	Sample 2	12.93		0
TRUE		255 A3	Sample 3	12.79		0
TRUE		255 A4	Sample 4	22.82		0
TRUE		255 A5	Sample 5	22.98		0
TRUE		255 A6	Sample 6	23.18		0
TRUE		255 A7	Sample 7	13.29		0
TRUE		255 A8	Sample 8	13.2		0
TRUE		255 A9	Sample 9	13.19		0
TRUE		255 A10	Sample 10	23.2		0
TRUE		255 A11	Sample 11	23.31		0
TRUE		255 A12	Sample 12	23.39		0
TRUE		255 B1	Sample 13	12.97		0
TRUE		255 B2	Sample 14	13.42		0
TRUE		255 B3	Sample 15	12.86		0
TRUE		255 B4	Sample 16	27.26		0
TRUE		255 B5	Sample 17	27.41		0
TRUE		255 B6	Sample 18	27.26		0
TRUE		255 B7	Sample 19	12.26		0
TRUE		255 B8	Sample 20	12.28		0
TRUE		255 B9	Sample 21	12.27		0
TRUE		255 B10	Sample 22	21.86		0
TRUE		255 B11	Sample 23	21.85		0
TRUE		255 B12	Sample 24	21.94		0
TRUE		255 C1	Sample 25	13.66		0
TRUE		255 C2	Sample 26	13.67		0
TRUE		255 C3	Sample 27	13.51		0
TRUE		255 C4	Sample 28	27.24		0
TRUE		255 C5	Sample 29	27.44		0
TRUE		255 C6	Sample 30	27.54		0
TRUE		255 C7	Sample 31	12.96		0
TRUE		255 C8	Sample 32	13.2		0
TRUE		255 C9	Sample 33	12.96		0
TRUE		255 C10	Sample 34	24.21		0
TRUE		255 C11	Sample 35	24.18		0
TRUE		255 C12	Sample 36	24.1		0
TRUE		255 D1	Sample 37	14.11		0
TRUE		255 D2	Sample 38	13.86		0
TRUE		255 D3	Sample 39	13.83		0
TRUE		255 D4	Sample 40	23.95		0
TRUE		255 D5	Sample 41	24.23		0

TRUE	255 D6	Sample 42	24.22	0
TRUE	255 D7	Sample 43	14.21	0
TRUE	255 D8	Sample 44	14.34	0
TRUE	255 D9	Sample 45	14.22	0
TRUE	255 D10	Sample 46	23.59	0
TRUE	255 D11	Sample 47	23.58	0
TRUE	255 D12	Sample 48	23.75	0
TRUE	255 E1	Sample 49	13.41	0
TRUE	255 E2	Sample 50	13.59	0
TRUE	255 E3	Sample 51	13.24	0
TRUE	255 E4	Sample 52	25.24	0
TRUE	255 E5	Sample 53	24.94	0
TRUE	255 E6	Sample 54	25.26	0
TRUE	255 E7	Sample 55	12.98	0
TRUE	255 E8	Sample 56	12.96	0
TRUE	255 E9	Sample 57	12.94	0
TRUE	255 E10	Sample 58	24.77	0
TRUE	255 E11	Sample 59	24.63	0
TRUE	255 E12	Sample 60	24.92	0
TRUE	255 F1	Sample 61	13.73	0
TRUE	255 F2	Sample 62	13.84	0
TRUE	255 F3	Sample 63	13.69	0
TRUE	255 F4	Sample 64	26.22	0
TRUE	255 F5	Sample 65	26.22	0
TRUE	255 F6	Sample 66	26.31	0
TRUE	255 F7	Sample 67	12.91	0
TRUE	255 F8	Sample 68	12.81	0
TRUE	255 F9	Sample 69	12.74	0
TRUE	255 F10	Sample 70	22.87	0
TRUE	255 F11	Sample 71	23.28	0
TRUE	255 F12	Sample 72	25.8	0
TRUE	255 G1	Sample 73	14.44	0
TRUE	255 G2	Sample 74	14.32	0
TRUE	255 G3	Sample 75	14.37	0
TRUE	255 G4	Sample 76	27.15	0
TRUE	255 G5	Sample 77	27.1	0
TRUE	255 G6	Sample 78	27.11	0

qPCR original data-FigureS3 DU145 glycolysis

Experiment: 20190508 YMF DU145 pENTER metabolism Selected Filter: SYBR Green I / HRM D

Include	Color	Pos	Name	Cp	Concentratio	Standard
TRUE		255 A1	Sample 1	14.57		0
TRUE		255 A2	Sample 2	14.71		0
TRUE		255 A3	Sample 3	14.29		0
TRUE		255 A4	Sample 4	21.65		0
TRUE		255 A5	Sample 5	21.55		0
TRUE		255 A6	Sample 6	21.84		0
TRUE		255 A7	Sample 7	18.97		0
TRUE		255 A8	Sample 8	19.39		0
TRUE		255 A9	Sample 9	18.81		0
TRUE		255 A10	Sample 10	22.41		0
TRUE		255 A11	Sample 11	21.8		0
TRUE		255 A12	Sample 12	21.85		0
TRUE		255 B1	Sample 13	14.47		0
TRUE		255 B2	Sample 14	14.47		0
TRUE		255 B3	Sample 15	13.96		0
TRUE		255 B4	Sample 16	19.99		0
TRUE		255 B5	Sample 17	19.78		0
TRUE		255 B6	Sample 18	19.84		0
TRUE		255 B7	Sample 19	18.89		0
TRUE		255 B8	Sample 20	19.49		0
TRUE		255 B9	Sample 21	18.64		0
TRUE		255 B10	Sample 22	22.3		0
TRUE		255 B11	Sample 23	22.23		0
TRUE		255 B12	Sample 24	22.12		0
TRUE		65280 C1	Sample 25			0
TRUE		65280 C2	Sample 26			0
TRUE		255 C3	Sample 27	31.75		0
TRUE		255 C4	Sample 28	22.42		0
TRUE		255 C5	Sample 29	22.55		0
TRUE		255 C6	Sample 30	22.31		0
TRUE		255 C7	Sample 31	21.45		0
TRUE		255 C8	Sample 32	21.29		0
TRUE		255 C9	Sample 33	20.81		0
TRUE		255 C10	Sample 34	19.78		0
TRUE		255 C11	Sample 35	19.08		0
TRUE		255 C12	Sample 36	20		0
TRUE		255 D1	Sample 37	31.77		0
TRUE		65280 D2	Sample 38			0
TRUE		255 D3	Sample 39	31.41		0
TRUE		255 D4	Sample 40	22.62		0
TRUE		255 D5	Sample 41	22.41		0

TRUE	255 D6	Sample 42	22.64	0
TRUE	255 D7	Sample 43	21.51	0
TRUE	255 D8	Sample 44	21.55	0
TRUE	255 D9	Sample 45	21.22	0
TRUE	255 D10	Sample 46	19.78	0
TRUE	255 D11	Sample 47	19.76	0
TRUE	255 D12	Sample 48	19.94	0
TRUE	255 E1	Sample 49	17.66	0
TRUE	255 E2	Sample 50	16.9	0
TRUE	255 E3	Sample 51	17.63	0
TRUE	255 E4	Sample 52	16.78	0
TRUE	255 E5	Sample 53	16.66	0
TRUE	255 E6	Sample 54	16.8	0
TRUE	255 E7	Sample 55	18.54	0
TRUE	255 E8	Sample 56	18.54	0
TRUE	255 E9	Sample 57	18.43	0
TRUE	255 E10	Sample 58	19.9	0
TRUE	255 E11	Sample 59	19.7	0
TRUE	255 E12	Sample 60	20.45	0
TRUE	255 F1	Sample 61	17.52	0
TRUE	255 F2	Sample 62	17.5	0
TRUE	255 F3	Sample 63	17.39	0
TRUE	255 F4	Sample 64	17.31	0
TRUE	255 F5	Sample 65	17.35	0
TRUE	255 F6	Sample 66	16.79	0
TRUE	255 F7	Sample 67	18.61	0
TRUE	255 F8	Sample 68	18.57	0
TRUE	255 F9	Sample 69	18.34	0
TRUE	255 F10	Sample 70	20.25	0
TRUE	255 F11	Sample 71	20.27	0
TRUE	255 F12	Sample 72	20.23	0
TRUE	255 G1	Sample 73	28.78	0
TRUE	255 G2	Sample 74	29.86	0
TRUE	255 G3	Sample 75	28.86	0
TRUE	255 G4	Sample 76	18.43	0
TRUE	255 G5	Sample 77	18.78	0
TRUE	255 G6	Sample 78	18.89	0
TRUE	255 G7	Sample 79	21.3	0
TRUE	255 G8	Sample 80	20.26	0
TRUE	255 G9	Sample 81	20.77	0
TRUE	255 G10	Sample 82	21.29	0
TRUE	255 G11	Sample 83	21.53	0
TRUE	255 G12	Sample 84	21.36	0

TRUE	255 H1	Sample 85	29.62	0
TRUE	255 H2	Sample 86	29.48	0
TRUE	255 H3	Sample 87	29.36	0
TRUE	255 H4	Sample 88	18.58	0
TRUE	255 H5	Sample 89	18.56	0
TRUE	255 H6	Sample 90	18.67	0
TRUE	255 H7	Sample 91	20.6	0
TRUE	255 H8	Sample 92	20.45	0
TRUE	255 H9	Sample 93	20.53	0
TRUE	255 H10	Sample 94	21.37	0
TRUE	255 H11	Sample 95	21.36	0
TRUE	255 H12	Sample 96	21.45	0

qPCR original data-FigureS3 DU145 TCA

Experiment: 20190630 YMF DU145 TCA Selected Filter: SYBR Green I / HRM Dye (465-510)

Include	Color	Pos	Name	Cp	Concentratio	Standard
TRUE	255.00	A1	Sample 1	15.24		0.00
TRUE	255.00	A2	Sample 2	15.34		0.00
TRUE	255.00	A3	Sample 3	15.33		0.00
TRUE	255.00	A4	Sample 4	22.98		0.00
TRUE	255.00	A5	Sample 5	22.96		0.00
TRUE	255.00	A6	Sample 6	22.92		0.00
TRUE	255.00	A7	Sample 7	18.95		0.00
TRUE	255.00	A8	Sample 8	19.18		0.00
TRUE	255.00	A9	Sample 9	19.24		0.00
TRUE	255.00	A10	Sample 10	21.24		0.00
TRUE	255.00	A11	Sample 11	21.22		0.00
TRUE	255.00	A12	Sample 12	21.30		0.00
TRUE	255.00	B1	Sample 13	15.62		0.00
TRUE	255.00	B2	Sample 14	15.61		0.00
TRUE	255.00	B3	Sample 15	15.49		0.00
TRUE	255.00	B4	Sample 16	22.68		0.00
TRUE	255.00	B5	Sample 17	22.62		0.00
TRUE	255.00	B6	Sample 18	22.62		0.00
TRUE	255.00	B7	Sample 19	19.75		0.00
TRUE	255.00	B8	Sample 20	20.44		0.00
TRUE	255.00	B9	Sample 21	19.79		0.00
TRUE	255.00	B10	Sample 22	21.32		0.00
TRUE	255.00	B11	Sample 23	21.49		0.00
TRUE	255.00	B12	Sample 24	21.18		0.00
TRUE	255.00	C1	Sample 25	29.38		0.00
TRUE	255.00	C2	Sample 26	28.60		0.00
TRUE	255.00	C3	Sample 27	28.66		0.00
TRUE	255.00	C4	Sample 28	19.77		0.00
TRUE	255.00	C5	Sample 29	19.68		0.00
TRUE	255.00	C6	Sample 30	19.76		0.00
TRUE	255.00	C7	Sample 31	21.74		0.00
TRUE	255.00	C8	Sample 32	21.49		0.00
TRUE	255.00	C9	Sample 33	21.68		0.00
TRUE	255.00	C10	Sample 34	22.75		0.00
TRUE	255.00	C11	Sample 35	22.49		0.00
TRUE	255.00	C12	Sample 36	22.29		0.00
TRUE	255.00	D1	Sample 37	29.41		0.00
TRUE	255.00	D2	Sample 38	29.17		0.00
TRUE	255.00	D3	Sample 39	29.40		0.00
TRUE	255.00	D4	Sample 40	19.47		0.00
TRUE	255.00	D5	Sample 41	19.74		0.00

TRUE	255.00	D6	Sample 42	19.64	0.00
TRUE	255.00	D7	Sample 43	21.59	0.00
TRUE	255.00	D8	Sample 44	21.94	0.00
TRUE	255.00	D9	Sample 45	21.63	0.00
TRUE	255.00	D10	Sample 46	22.53	0.00
TRUE	255.00	D11	Sample 47	22.59	0.00
TRUE	255.00	D12	Sample 48	22.39	0.00
TRUE	255.00	E1	Sample 49	21.71	0.00
TRUE	255.00	E2	Sample 50	21.68	0.00
TRUE	255.00	E3	Sample 51	21.53	0.00
TRUE	255.00	E4	Sample 52	21.29	0.00
TRUE	255.00	E5	Sample 53	20.77	0.00
TRUE	255.00	E6	Sample 54	21.29	0.00
TRUE	255.00	E7	Sample 55	18.69	0.00
TRUE	255.00	E8	Sample 56	18.75	0.00
TRUE	255.00	E9	Sample 57	18.80	0.00
TRUE	255.00	E10	Sample 58	21.60	0.00
TRUE	255.00	E11	Sample 59	21.61	0.00
TRUE	255.00	E12	Sample 60	21.66	0.00
TRUE	255.00	F1	Sample 61	22.60	0.00
TRUE	255.00	F2	Sample 62	22.46	0.00
TRUE	255.00	F3	Sample 63	22.43	0.00
TRUE	255.00	F4	Sample 64	22.39	0.00
TRUE	255.00	F5	Sample 65	21.89	0.00
TRUE	255.00	F6	Sample 66	21.62	0.00
TRUE	255.00	F7	Sample 67	18.68	0.00
TRUE	255.00	F8	Sample 68	18.80	0.00
TRUE	255.00	F9	Sample 69	18.78	0.00
TRUE	255.00	F10	Sample 70	21.53	0.00
TRUE	255.00	F11	Sample 71	21.57	0.00
TRUE	255.00	F12	Sample 72	21.15	0.00
TRUE	255.00	G1	Sample 73	13.47	0.00
TRUE	255.00	G2	Sample 74	13.49	0.00
TRUE	255.00	G3	Sample 75	13.44	0.00
TRUE	255.00	G4	Sample 76	15.39	0.00
TRUE	255.00	G5	Sample 77	15.34	0.00
TRUE	255.00	G6	Sample 78	14.95	0.00
TRUE	255.00	G7	Sample 79	18.72	0.00
TRUE	255.00	G8	Sample 80	18.78	0.00
TRUE	255.00	G9	Sample 81	18.86	0.00
TRUE	255.00	G10	Sample 82	22.57	0.00
TRUE	255.00	G11	Sample 83	22.69	0.00
TRUE	255.00	G12	Sample 84	22.79	0.00

TRUE	255.00	H1	Sample 85	14.23	0.00
TRUE	255.00	H2	Sample 86	13.82	0.00
TRUE	255.00	H3	Sample 87	13.83	0.00
TRUE	65280.00	H4	Sample 88		0.00
TRUE	65280.00	H5	Sample 89		0.00
TRUE	255.00	H6	Sample 90	10.99	0.00
TRUE	255.00	H7	Sample 91	21.42	0.00
TRUE	255.00	H8	Sample 92	21.42	0.00
TRUE	255.00	H9	Sample 93	21.45	0.00
TRUE	255.00	H10	Sample 94	16.40	0.00
TRUE	65280.00	H11	Sample 95		0.00
TRUE	255.00	H12	Sample 96	17.88	0.00

qPCR original data-FigureS3 PC3 glycolysis

Experiment: 20191205 YMF PC3 si-120 glycolysis Selected Filter: SYBR Green I / HRM Dye (465

Include	Color	Pos	Name	Cp	Concentratio	Standard
TRUE		255 A1	Sample 1	14.41		0
TRUE		255 A2	Sample 2	14.45		0
TRUE		255 A3	Sample 3	14.66		0
TRUE		255 A4	Sample 4	21.24		0
TRUE		255 A5	Sample 5	20.97		0
TRUE		255 A6	Sample 6	21.44		0
TRUE		255 A7	Sample 7	18.74		0
TRUE		255 A8	Sample 8	18.97		0
TRUE		255 A9	Sample 9	18.9		0
TRUE		255 A10	Sample 10	21.63		0
TRUE		255 A11	Sample 11	21.5		0
TRUE		255 A12	Sample 12	21.53		0
TRUE		255 B1	Sample 13	14.32		0
TRUE		255 B2	Sample 14	14.45		0
TRUE		255 B3	Sample 15	14.28		0
TRUE		255 B4	Sample 16	23.32		0
TRUE		255 B5	Sample 17	23.32		0
TRUE		255 B6	Sample 18	23.21		0
TRUE		255 B7	Sample 19	18.81		0
TRUE		255 B8	Sample 20	18.78		0
TRUE		255 B9	Sample 21	18.51		0
TRUE		255 B10	Sample 22	20.93		0
TRUE		255 B11	Sample 23	20.74		0
TRUE		255 B12	Sample 24	20.77		0
TRUE		255 C1	Sample 25	14.41		0
TRUE		255 C2	Sample 26	14.51		0
TRUE		255 C3	Sample 27	14.24		0
TRUE		255 C4	Sample 28	21.64		0
TRUE		255 C5	Sample 29	21.63		0
TRUE		255 C6	Sample 30	21.6		0
TRUE		255 C7	Sample 31	18.7		0
TRUE		255 C8	Sample 32	18.53		0
TRUE		255 C9	Sample 33	18.47		0
TRUE		255 C10	Sample 34	20.49		0
TRUE		255 C11	Sample 35	20.71		0
TRUE		255 C12	Sample 36	20.75		0
TRUE		255 D1	Sample 37	24.64		0
TRUE		255 D2	Sample 38	24.64		0
TRUE		255 D3	Sample 39	24.52		0
TRUE		255 D4	Sample 40	22.93		0
TRUE		255 D5	Sample 41	22.85		0

TRUE	255 D6	Sample 42	22.74	0
TRUE	255 D7	Sample 43	20.47	0
TRUE	255 D8	Sample 44	20.54	0
TRUE	255 D9	Sample 45	20.42	0
TRUE	255 D10	Sample 46	16.42	0
TRUE	255 D11	Sample 47	16.44	0
TRUE	255 D12	Sample 48	16.62	0
TRUE	255 E1	Sample 49	23.71	0
TRUE	255 E2	Sample 50	23.52	0
TRUE	255 E3	Sample 51	23.79	0
TRUE	255 E4	Sample 52	22.65	0
TRUE	255 E5	Sample 53	22.41	0
TRUE	255 E6	Sample 54	22.44	0
TRUE	255 E7	Sample 55	19.92	0
TRUE	255 E8	Sample 56	19.84	0
TRUE	255 E9	Sample 57	19.74	0
TRUE	255 E10	Sample 58	15.71	0
TRUE	255 E11	Sample 59	15.89	0
TRUE	255 E12	Sample 60	15.91	0
TRUE	255 F1	Sample 61	23.92	0
TRUE	255 F2	Sample 62	23.63	0
TRUE	255 F3	Sample 63	23.48	0
TRUE	255 F4	Sample 64	22.69	0
TRUE	255 F5	Sample 65	22.42	0
TRUE	255 F6	Sample 66	22.2	0
TRUE	255 F7	Sample 67	20.2	0
TRUE	255 F8	Sample 68	19.89	0
TRUE	255 F9	Sample 69	19.73	0
TRUE	255 F10	Sample 70	15.98	0
TRUE	255 F11	Sample 71	16.16	0
TRUE	255 F12	Sample 72	16.31	0
TRUE	255 G1	Sample 73	18	0
TRUE	255 G2	Sample 74	17.78	0
TRUE	255 G3	Sample 75	17.73	0
TRUE	255 G4	Sample 76	17.61	0
TRUE	255 G5	Sample 77	17.51	0
TRUE	255 G6	Sample 78	17.4	0
TRUE	255 H1	Sample 85	17.67	0
TRUE	255 H2	Sample 86	17.56	0
TRUE	255 H3	Sample 87	17.44	0

qPCR original data-FigureS3 PC3 TCA

Experiment: 20190926 YMF PC3 TCA Selected Filter: SYBR Green I / HRM Dye (465-510)

Include	Color	Pos	Name	Cp	Concentratio	Standard
TRUE		255 A1	Sample 1	14.97		0
TRUE		255 A2	Sample 2	14.92		0
TRUE		255 A3	Sample 3	14.76		0
TRUE		65280 A4	Sample 4			0
TRUE		255 A5	Sample 5	32.24		0
TRUE		65280 A6	Sample 6			0
TRUE		65280 A7	Sample 7			0
TRUE		65280 A8	Sample 8			0
TRUE		65280 A9	Sample 9			0
TRUE		255 A10	Sample 10	18.26		0
TRUE		255 A11	Sample 11	18.26		0
TRUE		255 A12	Sample 12	18.35		0
TRUE		255 B1	Sample 13	15.79		0
TRUE		255 B2	Sample 14	15.75		0
TRUE		255 B3	Sample 15	15.76		0
TRUE		255 B4	Sample 16	28.93		0
TRUE		255 B5	Sample 17	30.38		0
TRUE		65280 B6	Sample 18			0
TRUE		65280 B7	Sample 19			0
TRUE		65280 B8	Sample 20			0
TRUE		65280 B9	Sample 21			0
TRUE		255 B10	Sample 22	18.88		0
TRUE		255 B11	Sample 23	18.78		0
TRUE		255 B12	Sample 24	18.88		0
TRUE		255 C1	Sample 25	15.83		0
TRUE		255 C2	Sample 26	15.65		0
TRUE		255 C3	Sample 27	15.7		0
TRUE		255 C4	Sample 28	33.78		0
TRUE		255 C5	Sample 29	32.39		0
TRUE		255 C6	Sample 30	32.41		0
TRUE		65280 C7	Sample 31			0
TRUE		65280 C8	Sample 32			0
TRUE		65280 C9	Sample 33			0
TRUE		255 C10	Sample 34	18.63		0
TRUE		255 C11	Sample 35	18.56		0
TRUE		255 C12	Sample 36	18.66		0
TRUE		255 D1	Sample 37	28.6		0
TRUE		255 D2	Sample 38	28.48		0
TRUE		255 D3	Sample 39	28.35		0
TRUE		255 D4	Sample 40	19.94		0
TRUE		255 D5	Sample 41	20.07		0

TRUE	255 D6	Sample 42	19.77	0
TRUE	255 D7	Sample 43	20.61	0
TRUE	255 D8	Sample 44	20.53	0
TRUE	255 D9	Sample 45	20.54	0
TRUE	255 D10	Sample 46	18.94	0
TRUE	255 D11	Sample 47	18.96	0
TRUE	255 D12	Sample 48	18.69	0
TRUE	255 E1	Sample 49	29.27	0
TRUE	255 E2	Sample 50	29.38	0
TRUE	255 E3	Sample 51	29.43	0
TRUE	255 E4	Sample 52	20.68	0
TRUE	255 E5	Sample 53	20.54	0
TRUE	255 E6	Sample 54	20.31	0
TRUE	255 E7	Sample 55	20.91	0
TRUE	255 E8	Sample 56	20.99	0
TRUE	255 E9	Sample 57	20.93	0
TRUE	255 E10	Sample 58	19.5	0
TRUE	255 E11	Sample 59	19.53	0
TRUE	255 E12	Sample 60	19.48	0
TRUE	255 F1	Sample 61	29.64	0
TRUE	255 F2	Sample 62	29.3	0
TRUE	255 F3	Sample 63	29.15	0
TRUE	255 F4	Sample 64	20.35	0
TRUE	255 F5	Sample 65	20.33	0
TRUE	255 F6	Sample 66	20.52	0
TRUE	255 F7	Sample 67	21.25	0
TRUE	255 F8	Sample 68	21.23	0
TRUE	255 F9	Sample 69	21.25	0
TRUE	255 F10	Sample 70	19.33	0
TRUE	255 F11	Sample 71	19.57	0
TRUE	255 F12	Sample 72	19.35	0
TRUE	255 G1	Sample 73	20.19	0
TRUE	255 G2	Sample 74	20.11	0
TRUE	255 G3	Sample 75	20.3	0
TRUE	255 G4	Sample 76	20.35	0
TRUE	255 G5	Sample 77	19.98	0
TRUE	255 G6	Sample 78	19.86	0
TRUE	255 G7	Sample 79	21.84	0
TRUE	255 G8	Sample 80	21.66	0
TRUE	255 G9	Sample 81	21.81	0
TRUE	255 G10	Sample 82	22.27	0
TRUE	255 G11	Sample 83	22.41	0
TRUE	255 G12	Sample 84	22.3	0

TRUE	255 H1	Sample 85	20.35	0
TRUE	255 H2	Sample 86	20.28	0
TRUE	255 H3	Sample 87	20.19	0
TRUE	65280 H4	Sample 88		0
TRUE	65280 H5	Sample 89		0
TRUE	65280 H6	Sample 90		0
TRUE	255 H7	Sample 91	22.46	0
TRUE	255 H8	Sample 92	22.24	0
TRUE	255 H9	Sample 93	22.36	0
TRUE	65280 H10	Sample 94		0
TRUE	65280 H11	Sample 95		0
TRUE	65280 H12	Sample 96		0

qPCR original data-FigureS4 mouse LONP1

Experiment: New Experiment (150) Selected Filter: SYBR Green I / HRM Dye (465-510)

Include	Color	Pos	Name	Cp	ConcentraticStandard
TRUE		255 A1	Sample 1	28.97	0
TRUE		255 A2	Sample 2	28.87	0
TRUE		255 A3	Sample 3	28.91	0
TRUE		255 A4	Sample 4	28.13	0
TRUE		255 A5	Sample 5	28.02	0
TRUE		255 A6	Sample 6	28.52	0
TRUE		255 A7	Sample 7	19.63	0
TRUE		255 A8	Sample 8	19.58	0
TRUE		255 A9	Sample 9	19.61	0
TRUE		255 A10	Sample 10	19.57	0
TRUE		255 A11	Sample 11	19.17	0
TRUE		255 A12	Sample 12	19.43	0
TRUE		255 B1	Sample 13	24.29	0
TRUE		255 B2	Sample 14	24.05	0
TRUE		255 B3	Sample 15	24.13	0
TRUE		255 B4	Sample 16	24.06	0
TRUE		255 B5	Sample 17	23.86	0
TRUE		255 B6	Sample 18	24.08	0
TRUE		255 B7	Sample 19	14.23	0
TRUE		255 B8	Sample 20	14.22	0
TRUE		255 B9	Sample 21	14.2	0
TRUE		255 B10	Sample 22	14.02	0
TRUE		255 B11	Sample 23	14.22	0
TRUE		255 B12	Sample 24	13.92	0
TRUE		255 C1	Sample 25	24.08	0
TRUE		255 C2	Sample 26	23.98	0
TRUE		255 C3	Sample 27	24.01	0
TRUE		255 C4	Sample 28	24.47	0
TRUE		255 C5	Sample 29	24.32	0
TRUE		255 C6	Sample 30	24.48	0
TRUE		255 C7	Sample 31	17.49	0
TRUE		255 C8	Sample 32	17.56	0
TRUE		255 C9	Sample 33	17.51	0
TRUE		255 C10	Sample 34	18.1	0
TRUE		255 C11	Sample 35	18.01	0
TRUE		255 C12	Sample 36	18.09	0
TRUE		255 D1	Sample 37	22.76	0
TRUE		255 D2	Sample 38	22.75	0
TRUE		255 D3	Sample 39	22.48	0
TRUE		255 D4	Sample 40	22.2	0
TRUE		255 D5	Sample 41	22.03	0

TRUE	255 D6	Sample 42	21.87	0
TRUE	255 D7	Sample 43	15.94	0
TRUE	255 D8	Sample 44	15.96	0
TRUE	255 D9	Sample 45	15.85	0
TRUE	255 D10	Sample 46	15.47	0
TRUE	255 D11	Sample 47	15.28	0
TRUE	255 D12	Sample 48	15.61	0
TRUE	255 E1	Sample 49	26.7	0
TRUE	255 E2	Sample 50	26.54	0
TRUE	255 E3	Sample 51	26.44	0
TRUE	255 E4	Sample 52	28.71	0
TRUE	255 E5	Sample 53	28.72	0
TRUE	255 E6	Sample 54	28.7	0
TRUE	255 E7	Sample 55	20.93	0
TRUE	255 E8	Sample 56	21.02	0
TRUE	255 E9	Sample 57	21.14	0
TRUE	255 E10	Sample 58	22.87	0
TRUE	255 E11	Sample 59	22.91	0
TRUE	255 E12	Sample 60	22.82	0
TRUE	255 F1	Sample 61	25.62	0
TRUE	255 F2	Sample 62	25.67	0
TRUE	255 F3	Sample 63	25.46	0
TRUE	255 F4	Sample 64	23.72	0
TRUE	255 F5	Sample 65	23.71	0
TRUE	255 F6	Sample 66	23.67	0
TRUE	255 F7	Sample 67	16.6	0
TRUE	255 F8	Sample 68	16.47	0
TRUE	255 F9	Sample 69	16.7	0
TRUE	255 F10	Sample 70	16.45	0
TRUE	255 F11	Sample 71	16.45	0
TRUE	255 F12	Sample 72	16.48	0
TRUE	255 G1	Sample 73	24.11	0
TRUE	255 G2	Sample 74	24.29	0
TRUE	255 G3	Sample 75	24.22	0
TRUE	255 G4	Sample 76	24.9	0
TRUE	255 G5	Sample 77	25.05	0
TRUE	255 G6	Sample 78	24.82	0
TRUE	255 G7	Sample 79	18.24	0
TRUE	255 G8	Sample 80	18.5	0
TRUE	255 G9	Sample 81	18.54	0
TRUE	255 G10	Sample 82	19.98	0
TRUE	255 G11	Sample 83	20.18	0
TRUE	255 G12	Sample 84	20.09	0

TRUE	255 H1	Sample 85	23.6	0
TRUE	255 H2	Sample 86	23.73	0
TRUE	255 H3	Sample 87	23.7	0
TRUE	255 H4	Sample 88	23.55	0
TRUE	255 H5	Sample 89	23.65	0
TRUE	255 H6	Sample 90	23.64	0
TRUE	255 H7	Sample 91	17.67	0
TRUE	255 H8	Sample 92	17.71	0
TRUE	255 H9	Sample 93	18.11	0
TRUE	255 H10	Sample 94	17.74	0
TRUE	255 H11	Sample 95	17.72	0
TRUE	255 H12	Sample 96	17.68	0

How the deposited data were processed for this re-analysis (not part of the article)

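Poly(A)-selected RNA from prostates of WT, *Lonp1* KI, *Pten*-/- and *Pten*-/-; *Lonp1* KI mice at 40 weeks of age was sequenced as paired-end libraries, 3 per genotype. The authors deposited raw counts per gene, and FPKM made from those counts with a single length per gene in all 12 libraries. Both deposited tables list 27149 genes by Entrez identifier, 18672 of them protein-coding, and 20373 carry GO terms. The submitters' notes name Bowtie 0.12.2 and the builds mm8 and GRCm39, without saying which served for what, and the counting program, annotation release and filters are not given in the sources used here. No coordinates are printed because the build of the counts is open, and a reference of another build served for gene names and GC content alone. Bowtie of this version does not split reads over exon junctions, so if it made the gene counts from a genome, reads across junctions were left out, and this cannot be read from the tables.

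Total counts per library ranged from 34854677 to 39760224. The correlation of log2 CPM between libraries was 0.957 to 0.984 within genotypes and 0.825 to 0.966 between them, and the chi-square per degree of freedom between libraries of a genotype was 46.3 to 231, so no pair was treated as 1 library deposited under different names. The label numbers are not shared between genotypes and give no pairing, and the labels give no batch.

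Counts were analysed with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1, statmod 1.5.0). Genes were kept by filterByExpr, leaving 17525, libraries were scaled by TMM, and the 4 genotype means were fitted in a quasi-likelihood model with robust moderation, whose common biological coefficient of variation was 0.290. P-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. The comparisons were *Pten*-/-; *Lonp1* KI with *Pten*-/-, *Lonp1* KI with WT, *Pten*-/- with WT, and the difference of the knockin effect between the *Pten* backgrounds, and *Pten*-/-; *Lonp1* KI with WT was added after the values were seen. Standard errors are of edgeR's log2 fold changes, and CPM values are scaled by TMM.

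Before the data were examined, 48 gene lists were fixed, of whose 892 members 883 are in the files. For each list the members past the test were counted over all genes and when adjusted over the list alone, and camera (limma) compared the list with all other genes on log2 CPM with a prior count of 2, first with a preset correlation between genes of 0.01 and then with an estimated correlation, with fry as a second set test. Genes are named by a rule fixed at the same time, which takes those the paper names for the mouse transcriptome, the 10 largest rises and 10 largest falls among changed genes with complete separation of the libraries, a mean of at least 2 on edgeR's log2 CPM scale and a symbol that is not a predicted gene, clone or pseudogene, and up to 4 members of each list with the smallest p. Further genes are marked as named after their values were seen.

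GO terms with 10 to 500 background genes were tested among lower genes with a one-sided Fisher's exact test, over genes with a GO term. GSEA was run with gseapy 1.3.1 in Python 3.11.15 (NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1) on FPKM with the signal-to-noise ratio, 1000 permutations of gene sets and a seed of 7, for the 4 terms of Fig. S5C–F. Figures were drawn with Matplotlib 3.10.9.

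Alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, a fit of the 6 libraries of a comparison alone, RLE factors, upper-quartile factors, library totals, the 50 most abundant genes left out, no count filter, at least 10 counts in every library, no robust moderation, each library left out in turn, a minimum fold change of 2, and limma on log2 FPKM with pseudocounts of 1 and 0.1 for genes with a mean FPKM of at least 1. Added after the data were seen were fits in which each library's trend of log2 CPM on log2 gene length, or on length and GC content, was removed by loess with a span of 0.3 fitted outside the respiratory chain and ribosome lists. Every tested gene has a length and 93.4% have a GC value. The programs were tested on simulated counts with known changes before use.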

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

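The tests on the mitochondrially encoded subunits, on epididymis transcripts, on stromal markers, on the removed length trend, and the splits for gene lists, GO terms, complex I in *Pten*-/- against WT prostates and the difference between *Pten* backgrounds were chosen after those results were seen, and the other tests on complex I and on numbers of changed genes were set before. Intervals given below come from resampling the genes of a list and do not measure the spread between libraries. Genes of a list move together (estimated correlation 0.55 for complex I and 0.53 for mitochondrially encoded subunits), so the intervals are too narrow.

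The effect of the *Lonp1* knockin differed between *Pten* backgrounds, by an interaction term in edgeR, for 7775 genes, 4093 with a higher and 3682 with a lower value on the *Pten*-/- background (3148 and 4812 with upper-quartile scaling). For complex I subunits the median difference was −0.78, with 32 of 37 lower. With the length trend removed, the knockin medians of complex I lay close together. They were −0.12 on the *Pten*-/- background (9 lower and 7 higher) and −0.09 on the WT background (1 lower). Of 100 regroupings drawn from 200 possible ones, 1, the real one, called as many genes (highest other 5596) and 5 gave as large a complex I median (highest other 0.93). Regroupings that keep the *Pten*-/- split keep the effect under test, and the others put it into the spread within groups, so neither count says anything about chance. Other median differences past camera, for lists that were higher with the knockin on the WT background and lower on the *Pten*-/- background, were −1.83 for the extracellular matrix (34 of 46 members lower and 2 higher, the laminin genes *Lama5* and *Lamc1*), −1.22 for mesenchymal genes (8 of 15 lower), −3.10 for fibroblasts (10 of 12), −1.19 for endothelium (8 of 12) and −3.17 for MHC class II (10 of 10). None of these passed with an estimated correlation (adjusted p = 0.59 for each). For B and plasma cells the difference was −4.43 (adjusted p = 0.64 with an estimated correlation), and in *Lonp1* KI against WT prostates none of the 8 members was called (4 higher and 1 lower over the list alone), although camera called the list higher (adjusted p = 0.027, and 0.93 with an estimated correlation).

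Complex I subunits, 34 of 37 lower in *Pten*-/-; *Lonp1* KI than in *Pten*-/- prostates with a median of −0.73, were weighed first. A few abundant genes taking the counts and a single library are argued against, since the median was −0.75 without the 50 most abundant genes and −0.83 to −0.62 with each library of both groups left out. A smaller epithelial share through more stroma goes against stromal markers, which fell (median −1.12, interval −1.89 to −0.79, 24 of 36 lower and none higher by edgeR). Epithelial markers stood 0.46 above complex I, with an interval (−0.32 to 1.23) too wide to decide. Seminal vesicle transcripts fell too, and less neighbouring tissue could also lower stromal markers. A change in the epithelial share therefore stays open. A bias by length stays open as a candidate explanation, since 10000 random lists matched on length and expression had a median of −0.60 and a 2.5th percentile of −0.78, with 631 of them at or below complex I, and with the length trend removed the complex I median was −0.12 (95% interval −0.20 to 0.04, against −0.88 to −0.63 before), its call ending because the median moved and not because the interval widened. So does a general fall of short abundant transcripts, since cytosolic ribosomal protein genes stood at −0.11 relative to complex I (interval −0.27 to 0.05). All 3 *Pten*-/- libraries share the length trend, so handling of RNA or libraries and an effect of genotype on short transcripts, or on complex I itself, are not separated by this design, and the genotype explanation stays open as untested.

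Mitochondrially encoded subunits, all 13 lower in *Pten*-/-; *Lonp1* KI than in *Pten*-/- prostates, had a median of −1.89. The length trend as the whole cause is argued against by a median of −1.29 with the trend removed (interval −1.56 to −0.75), 11 of 13 staying lower by edgeR. A smaller epithelial share is argued against by epithelial markers standing 1.61 above these subunits (interval 0.77 to 2.46). By library, on log2 CPM minus the WT mean, epithelial medians were 0.21 to 0.35 in *Pten*-/- and −0.0016 to 0.46 in *Pten*-/-; *Lonp1* KI prostates. Those of the subunits were 1.51 to 1.93 and −0.19 to −0.0059. A few abundant genes are argued against by a median of −2.24 for the subunits left without the 50 most abundant genes (interval −2.67 to −1.91). Against WT these transcripts were higher in *Pten*-/- prostates (median 1.73, 13 of 13), and in *Pten*-/-; *Lonp1* KI prostates 2 of 13 were lower with a median of −0.16. An effect of genotype, a difference in RNA handling shared by the 3 *Pten*-/- libraries, and reads from nuclear copies of mitochondrial DNA, stay open as untested.

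Transcripts known from the epididymis and vas deferens were near 0 in *Pten*-/-; *Lonp1* KI prostates, as *Crisp1* with 358 CPM in WT, 128 in *Pten*-/- and 1.10 in *Pten*-/-; *Lonp1* KI prostates, *Serpina1f* with 105, 63.7 and 0.0901, and *Defb43* with 5.28, 6.14 and 0.00763 (means, n = 3 libraries each). The genes named for the largest falls summed to 760 to 1670 CPM in WT, 251 to 2964 in *Lonp1* KI, 415 to 1253 in *Pten*-/- and 8.41 to 18.8 in *Pten*-/-; *Lonp1* KI libraries, and seminal vesicle transcripts took 1.97 to 10.8% of counts in *Pten*-/- and 0.0213 to 1.00% in *Pten*-/-; *Lonp1* KI libraries. Less tissue of neighbouring ducts and glands in the *Pten*-/-; *Lonp1* KI samples may account for this, but of 21 other epididymis markers 16 are in the files and 4 were tested, at −9.09 for *Gpx5*, −7.39 for *Rnase12*, −6.11 for *Defb48* and 0.70 for *Adam28*, a median of −6.75 that too few markers support, so this cannot be told apart from an effect of genotype. The markers in the files summed to 215 CPM in Pten-79, 17.6 and 21.0 in the other *Pten*-/- libraries and 26.9 to 32.2 in *Pten*-/-; *Lonp1* KI libraries, so the mean of 66.7 CPM for *Gpx5* in *Pten*-/- prostates comes from a single library, and *Adam28* is at 16.5 CPM in WT prostates too. Whether 1 library makes the fall of these markers stays open, since their median was −7.15 to −3.42 with each library left out, the weakest without Pten-79, over too few markers.

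Signals outside the genes the paper discusses were a median of −0.70 for nuclear-encoded complex IV, −0.46 for the mitochondrial ribosome, −0.84 for the cytosolic ribosome, −1.29 for MHC class II and 1.10 for interferon response in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates. Once the length trend was removed, the medians were 0.17 for complex IV, −0.012 for the mitochondrial ribosome (24 lower and 10 higher), −0.13 for the cytosolic ribosome and 1.37 for interferon response. That of MHC class II is not given here. Its genes had a median length of 1413 bases, against 3454 for all tested genes, so its fall may carry part of the trend. In *Lonp1* KI against WT prostates they were a median of 2.51 for macrophages, 1.86 for MHC class II and 1.63 for the cell cycle. In *Pten*-/- against WT prostates, a comparison the paper does not report, the median was 0.59 for nuclear-encoded complex I, 0.0061 once the length trend was removed, and 1.73 for the mitochondrially encoded subunits.

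Splits of 3 against 3 libraries number 10, too few for a share under 0.05. Every split but the real one mixes the genotypes, which puts the genotype effect into the spread within groups. Their low numbers of changed genes and GO terms and smaller complex I medians follow from this mixing and say nothing about chance. Between *Pten*-/-; *Lonp1* KI and *Pten*-/-, the real split gave 7965 changed genes (highest other 1), 73 GO terms (highest other 0), a complex I median of 0.73 in size (highest other 0.36) and 24 lists past camera (highest other 24), so 1 of 10 splits reached the first 3 values and 2 of 10 the last. Between *Lonp1* KI and WT it gave 3444 genes (highest other 0, so 1 of 10 splits) and 17 lists (highest other 24, reached in 7 of 10). Between *Pten*-/- and WT it gave 10916 genes (highest other 0), a complex I median of 0.59 (highest other 0.33), both in 1 of 10, and 26 lists (highest other 28, reached in 4 of 10). Calls by camera with the preset correlation also arise in splits of the libraries that mix the genotypes. Such splits keep part of the genotype difference, so they do not show whether these calls are false. Still, no list passed with an estimated correlation in any comparison, so a list given with camera's call alone is less certain than one given with the members called by edgeR.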

How the results depend on the processing

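Over 36 settings and 252 results there were 6787 alternative values. Among numbers of genes and complex I values 569 stayed, 69 moved, 5 were stronger, 18 weaker and 1 reversed, among list medians 3758 stayed, 84 were stronger, 179 weaker and 11 reversed, and among named genes 1988 stayed, 33 were stronger, 65 weaker and 7 reversed. In 238 more values the sign changed where neither value passed the test. Every reversal came from removal of the length trend, or of the length and GC trends, both chosen after the data were seen, and the cause was not tested.

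Changed genes between *Pten*-/-; *Lonp1* KI and *Pten*-/- prostates numbered 3132 with a 2-fold minimum, and 3554 with the same minimum on unadjusted p. Between *Lonp1* KI and WT these numbers were 1405 and 1957, and 1768 to 4152 genes changed with each library left out. Between *Pten*-/- and WT they were 6197 and 6443.

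The complex I median in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates was −0.12 with the length trend removed (9 lower) and −0.093 with length and GC trends removed (11 lower), and at −0.73 it did not pass with an estimated correlation. In *Lonp1* KI against WT it was 0.28 with library totals, 0.29 on FPKM with either pseudocount, and 0.035 to 0.17 with each library left out. In *Pten*-/- against WT it was 0.0061 with the length trend removed (8 higher), −0.043 with both trends removed (7 higher), and 0.59 without passing with an estimated correlation. GO terms among lower genes numbered 15 with the length trend removed and 8 with both.

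Reversed medians in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates, with the length trend and then both trends removed, were 0.052 and 0.033 for ATP synthase, 0.15 and 0.27 for complex III, 0.17 and 0.033 for complex IV, and for pan-epithelial markers 0.38 with both. In *Pten*-/- against WT they were −0.25 and −0.35 for the cytosolic ribosome, −0.38 for the TCA cycle with the length trend removed, and −0.045 for the complex I subunits of Fig. S5A with both. Reversed genes were *Ndufa6* (0.13 and 0.27), *Cox6b1* (0.0090 with both) and *Sdhb* (0.10 with both) in the first comparison, and *Ndufa6* (−0.24 and −0.42) and *Ndufa13* (−0.044 with both) in the second.

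Counts were simulated from the means, depths and spreads of all 12 libraries, with few genes changed between *Pten*-/-; *Lonp1* KI and *Pten*-/-. Called were 13.4% of genes given a 1.5-fold change, 43.9% of those given 2-fold and 76.9% of those given 4-fold. Of 16966 unchanged genes, 7 were called. In the real comparison 7965 of 17525 genes were called, which eases the threshold on adjusted p, so these shares do not give its power. An uncalled gene is still not shown to be unchanged.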

Other observations

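*Pten*-/- prostates had lost transcripts of differentiated secretory cells relative to WT prostates and gained transcripts of basal and progenitor-like epithelium, of neutrophils and of the acute phase. Of 13 secretory luminal genes 11 were lower and 1 higher (median −7.19), with the secretory protein gene *Tgm4* at 38068 ± 5859 CPM in WT and 40.3 ± 12.1 in *Pten*-/- prostates, *Pbsn* at 13878 ± 697 and 24.1 ± 6.74, and the luminal transcription factor gene *Nkx3-1* at 1127 ± 156 and 3.54 ± 2.43 (SD, n = 3 libraries each). Basal markers (10 of 13 higher, median 2.65) and luminal progenitor-like markers (9 of 12, median 3.12) were higher, as were neutrophil and myeloid suppressor markers (14 of 15, median 4.90) and acute phase genes (15 of 15, median 3.77). *Reg3g*, an antibacterial lectin gene, had 3.9 ± 2.49 CPM in WT, 3478 ± 845 in *Pten*-/- and 558 ± 106 in *Pten*-/-; *Lonp1* KI prostates, and *Dmbt1*, a mucosal defence gene, had 0.262 ± 0.229, 172 ± 116 and 154 ± 143 (SD, n = 3 each). Complex I subunits were higher in *Pten*-/- prostates (30 of 37, 2 lower), a call that ended with the length trend removed (median 0.0061, 8 higher and 9 lower), with *Ndufs8* at a log2 fold change of 1.40 (standard error 0.09, adjusted p = 2.8e-07 from edgeR), *CYTB* at 1.73 and *COX1* at 1.51. In all, 10916 genes changed, 5582 higher and 5334 lower, against 6913 and 4041 with library totals, and 5414 and 3274 or 5430 and 3285 on FPKM, the median gene standing 0.23 higher with library totals than with TMM.

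Against WT, *Pten*-/-; *Lonp1* KI prostates had 9021 changed genes, 4710 higher and 4311 lower (8513 and 2179 with library totals, 7041 and 1527 or 7042 and 1516 on FPKM, the median gene standing 0.43 higher with library totals than with TMM). All 19 interferon response genes were higher (median 4.00) and all 12 smooth muscle markers lower (median −3.99), 15 of 20 genes of glycolysis and lactate were higher and 2 lower (median 1.11), and 12 of 16 hypoxia genes were higher and 2 lower (median 1.41). The glycolysis list had a median of 0.71 in *Pten*-/- against WT prostates (12 higher). With the knockin it stood at 0.11 against *Pten*-/- (5 higher and 2 lower, adjusted p = 0.56 by camera). In *Lonp1* KI against WT prostates it was −0.03 with no member called. Of 37 complex I subunits 14 were lower and 3 higher (median −0.22), and camera did not call the list.

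*Mpc1*, whose protein the paper reports on, had 31.9 ± 3.19 CPM in WT, 32.4 ± 1.72 in *Lonp1* KI, 24.4 ± 2.53 in *Pten*-/- and 29.3 ± 0.674 in *Pten*-/-; *Lonp1* KI prostates (SD, n = 3 each). Its log2 fold change was 0.03 in *Lonp1* KI against WT (adjusted p = 0.90 from edgeR) and 0.26 in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates (standard error 0.10, adjusted p = 0.051 from edgeR), a value past the test with DESeq2 (0.26), limma-voom (0.27), library totals (0.45), FPKM (0.43 and 0.46), without Pten-588 (0.35) or WT-395 (0.25), and with the length trend removed (0.63). In *Pten*-/- against WT prostates it was −0.38 (standard error 0.10, adjusted p = 0.0058), a call lost without WT-395 (−0.23) or Pten-79 (−0.27), with upper quartiles (−0.25), library totals (−0.15) and FPKM (−0.14 and −0.15).

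Comparisons that share libraries share their chance values. For *Pten*-/-; *Lonp1* KI against *Pten*-/- and *Pten*-/- against WT, which share the *Pten*-/- libraries, Pearson's r of fold changes across 17525 genes was −0.34, against −0.50 in simulated unchanged groups, and the covariance was −0.67 against −0.11. Of genes lower in the first, 2185 were higher in the second (1176 by independent lists), and of those higher in the first 2976 were lower in the second (1301). For *Lonp1* KI and *Pten*-/-, each against the same WT libraries, r was 0.60 (0.51 simulated) and the covariance 0.95 (0.11 simulated), with 1675 genes higher in both (597 by independent lists) and 1323 lower in both (478). In the simulated unchanged groups no gene was called in both comparisons of either pair. Hardly any gene can pass an adjusted p where none is changed, so this does not show how much overlap shared libraries make. The shared 3 libraries were not divided, since a part would hold a single library, so part of the excess over independent lists may come from them. The knockin effects on the *Pten* backgrounds, which share no library, had an r of −0.12 (0.00 simulated), with 218 genes higher in both (457 by independent lists) and 876 higher on *Pten*-/- and lower on WT (383). Fold changes also followed gene length, with a Spearman's rho of 0.35 in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates. It was −0.26 in *Pten*-/- and −0.16 in *Lonp1* KI against WT prostates. How much of these correlations and overlaps comes from length was not tested.

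Among the largest rises in *Pten*-/-; *Lonp1* KI against *Pten*-/- prostates, the placental hormone gene *Prl8a2* had 47.7, 3.50 and 61.2 CPM in PtenLonp1KI-404, PtenLonp1KI-522 and PtenLonp1KI-528 and a mean of 0.0363 in *Pten*-/-, 0.0278 in *Lonp1* KI and 0 in WT libraries. The retroviral gene *Erv3* had 38.2 ± 20.8 CPM in *Pten*-/-; *Lonp1* KI and 0.376 ± 0.128 in *Pten*-/- prostates. *Zbed6*, which lies in an intron of *Zc3h11a* and can share its reads, had 21.6 ± 0.953 in *Pten*-/-; *Lonp1* KI, 0.789 ± 0.117 in *Pten*-/-, 18.5 ± 2.50 in WT and 12.0 ± 3.23 in *Lonp1* KI prostates, and *Ddi2* had 25.4 ± 5.68, 2.12 ± 0.282, 21.9 and 15.7 in the same order (SD, n = 3 each).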
